# In vitro fertilization induces reproductive changes in male mouse offspring and has multigenerational effects

**DOI:** 10.1172/jci.insight.188931

**Published:** 2025-03-04

**Authors:** Eric A. Rhon-Calderon, Cassidy N. Hemphill, Alexandra J. Savage, Laren Riesche, Richard M. Schultz, Marisa S. Bartolomei

**Keywords:** Development, Reproductive biology, Epigenetics, Fertility, Mouse models

## Abstract

In vitro fertilization (IVF) is a noncoital method of conception used to treat human infertility. Although IVF is viewed as largely safe, it is associated with adverse outcomes in the fetus, placenta, and adult offspring. Because studies focusing on the effect of IVF on the male reproductive system are limited, we used a mouse model to assess the morphological and molecular effects of IVF on male offspring. We evaluated 3 developmental stages: 18.5-day fetuses and 12- and 39-week-old adults. Regardless of age, we observed changes in testicular-to-body weight ratios, serum testosterone levels, testicular morphology, gene expression, and DNA methylation. Also, sperm showed changes in morphology and DNA methylation. To assess multigenerational phenotypes, we mated IVF-conceived and naturally conceived males with wild-type females. Offspring from IVF males exhibited decreased fetal-to-placental weight ratios and changes in placenta gene expression and morphology regardless of sex. At 12 weeks of age, offspring showed higher body weights and differences in glucose, triglyceride, insulin, total cholesterol, HDL-C, and LDL/VLDL-C levels. Both sexes showed changes in gene expression in liver, testes, and ovaries and decreased global DNA methylation. Collectively, our findings demonstrate that male IVF offspring exhibit abnormal testicular and sperm morphology and molecular alterations with a multigenerational impact.

## Abstract 2

Male IVF-offspring in mice exhibit morphological and molecular reproductive changes, including testicular abnormalities and altered gene expression, with multigenerational effects on growth and metabolism in both fetys and placenta.

## Introduction

In vitro fertilization (IVF) is a widely used assisted reproductive technology (ART) to treat infertility (1). Since the first successful human IVF birth in 1978, this technology has dramatically evolved, resulting in improved pregnancy rates (2). Although considered safe, IVF pregnancies are associated with an increased risk of perinatal, neonatal, and placental complications; rare genetic syndromes; and possible long-term effects in human and mouse offspring (3). One possible mechanism for adverse outcomes suggests that IVF procedures occur during critical windows of epigenetic reprogramming in gametes and preimplantation embryos (3, 4), generating errors that could ultimately affect normal development. In fact, embryo culture is a major contributor to adverse IVF outcomes (5). Although IVF culture conditions have been modified to improve fertilization rates and blastocyst formation (6), no concomitant improvement in offspring outcomes has been observed. Similarly, techniques such as vitrification and preimplantation genetic testing have been integrated into standard IVF cycles, aiming to enhance pregnancy success (3, 7). As IVF becomes more widely used because of factors like delayed childbearing, same-sex couples seeking parenthood, and increasing incidence of infertility, understanding the potential adverse outcomes for the next generation becomes more crucial (8). This concern is furthered by an interest in identifying multigenerational and transgenerational changes due to IVF and other ART procedures (9).

The mouse has emerged as an excellent model to study ART, simulating the human counterpart and enabling more invasive studies (10). Previous studies using mouse models have shown that IVF procedures are associated with a higher risk of metabolic syndromes in offspring, which includes alterations in glucose, insulin, triglycerides, cholesterol, and the liver transcriptome and proteome compared with naturally conceived offspring (7, 11–19). Nevertheless, there is a paucity of information regarding potential effects on the reproductive system in ART-conceived offspring as well as the effects of traditional IVF on the next generation. Previous studies have shown that testicular or sperm maturation changes affect normal sperm function, which leads to adverse outcomes in sired offspring (20). A recent study using a mouse model demonstrated that metabolic changes in male IVF offspring, such as increased body weight, altered insulin levels, and changes in fat deposition, were transmitted to the second generation in the absence of an additional insult, such as a high-fat diet. However, the reproductive system was not examined, and the mechanism underlying the multigenerational effects was not pursued (21).

Intracytoplasmic sperm injection (ICSI) is widely used for male-specific infertility or fallopian tube obstruction (20). ICSI has similarities to conventional IVF, including embryo culture and transfer (22). Although men conceived via ICSI/IVF had similar sperm concentrations, total sperm counts, and total motile counts to those conceived naturally, subtle but significant differences were observed in sperm morphology and progressive motility, as well as in gonadotropin and serum testosterone levels (23). Another study, using mice, showed that male, ICSI-conceived offspring not only showed changes in behavior and DNA methylation at promoter regions in testis DNA but also reported a transgenerational effect of ICSI, including changes in behavior and testes’ DNA methylation levels (9).

Although numerous adverse changes to placentas, liver, and metabolic profiles have been observed in mice conceived by IVF (7, 11, 24, 25), to our knowledge, no study has focused specifically on the male reproductive system. To address this gap, we assessed the morphological and molecular effects of IVF on the testes and sperm of male offspring and then evaluated whether these adverse outcomes influenced the next generation. We report that IVF-conceived males exhibit changes in testicular-to-body weight ratios, decreased testosterone levels, alterations in seminiferous tubule morphology, DNA methylation perturbations in testes and sperm, and altered gene expression compared with naturally conceived offspring. Moreover, second-generation offspring display metabolic perturbations and transcriptome changes in liver, testis, and ovaries and changes in global DNA methylation of testes and ovaries.

## Results

### Effects of IVF on testis weight and histology.

To ascertain whether IVF could influence male reproductive function, we first assessed the effect of IVF on testes’ weight and histology using our mouse model (Figure 1A). Mean body and testicular weight at both 12 and 39 weeks were significantly higher in offspring of the IVF group compared with naturally conceived controls (naturals) (Figure 1, B and C), which led to a significantly higher testicular-to-body weight ratio for the IVF group in 39-week offspring (Figure 1D). Because testes are the primary producers of the key male sex hormone, testosterone, they play a critical role in both physical and reproductive health (26). Due to testosterone’s effect on multiple systems, abnormal testosterone levels can be indicators of underlying testicular and overall adverse health conditions (27). Accordingly, we determined whether an increase in testicular weight correlated with changes in testosterone levels and expression of the androgen receptor (AR) and found that both testosterone levels and AR expression in testis were significantly reduced in the IVF group at both 12 and 39 weeks compared with naturals (Figure 1, E and F).

Spermatogenesis is a complex process involving the proliferation and differentiation of germ cells. Several factors could influence this process, including alterations in the seminiferous epithelium (28). Previous studies showed that seminiferous epithelium changes impair elongation of spermatids, affect axoneme formation, and disturb interactions between Sertoli cells and germ cells that lead to abnormal spermatogenesis (28). Seminiferous epithelium perturbations also arrest spermatogenesis at various developmental stages in mutant mice (29). Thus, any adverse changes to the seminiferous epithelium may impair spermatogenesis and affect male fertility. We therefore histologically examined the seminiferous epithelium at 12 and 39 weeks (Figure 2, A and B). Hematoxylin-eosin staining revealed increased seminiferous tubule cross-sectional area and seminiferous epithelium area per tubule at 39 weeks but not at 12 weeks (Figure 2, C and F), whereas the height and lumen of the seminiferous epithelium were increased in both 12- and 39-week offspring (Figure 2, D and E).

In testes, collagen, a major component of the testicular basement membrane, is located at the base of the seminiferous epithelium (30). The basement membrane has multiple functions, including germ cell movement and communication between different cell types (31). Disruption of this matrix is associated with azoospermia (32). Additionally, excessive collagen is associated with an increase in tunica albuginea weight and thickening of the basement membrane, as seen in fibrosis and aging models (30). We therefore assessed the effect of ART on the extracellular matrix in testis using 2 staining protocols: PR, which quickly and efficiently assesses collagen fiber content, organization, and orientation (33), and MT, which not only detects the collagen fiber deposition but also can distinguish muscle fibers (red), collagen (blue), and nuclei (black) simultaneously (34). Both methods revealed increased staining intensity exclusively at 39 weeks (Figure 2, G and H). To validate this increased staining, we assayed collagen type I alpha 1 chain (*Col1a1*) RNA and protein by reverse transcription quantitative PCR (RT-qPCR) and immunoblotting, respectively, as well as another extracellular matrix marker, vascular cell adhesion protein 1 (*Vcam1*), all of which were increased in IVF offspring compared with naturals (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.188931DS1). Finally, to determine whether changes in testicular size are due to alterations in cell composition — specifically spermatogonia, spermatocytes, and round spermatids — we performed an immunohistochemistry analysis of testicular sections using anti-SYCP3, PNA-488 for acrosome staining, and DAPI. At 12 weeks, we did not observe changes in cell composition in whole testis (Supplemental Figure 2, A and B). However, at 39 weeks, we observed a decrease in all cell types (Supplemental Figure 2, C and D), which could indicate an early loss of cells essential for spermatogenesis, potentially influencing future fertility. Taken together, these results indicate an increased thickening of the tubular walls and a greater degree of tubule disorganization with higher collagen content in IVF male offspring, with no significant changes in cell composition at 12 weeks but with changes by 39 weeks. Additionally, this increase in collagen deposition contributed to the increased testicular weight in IVF offspring.

### Effect of IVF on sperm count, morphology, and DNA methylation.

Given the IVF-associated changes in testis morphology, we next examined the effect of IVF on several sperm parameters. Although there was no significant difference in sperm counts from 12-week-old IVF offspring, there was greater variability in sperm number (Figure 3A). When testes’ size and sperm count were correlated, IVF offspring with larger testes had lower sperm counts (Supplemental Figure 3), and the percentage of sperm with abnormal morphology was increased (Figure 3B). No data are available for the 39-week time point because sperm were immediately frozen, prohibiting characterization.

IVF is also associated with changes in whole-genome average DNA methylation (7, 11, 24, 25). We therefore assessed global DNA methylation using a luminometric methylation assay (LUMA) on testis DNA at E18.5, 12 weeks, and 39 weeks and sperm DNA at 12 and 39 weeks. We observed statistically significant decreased DNA methylation in testes and sperm from IVF-conceived male offspring compared with naturals at all time points (Figure 3, C and D). To identify specific regions with altered DNA methylation that could be transmitted to offspring, we examined DNA methylation in sperm from 12- and 39-week-old IVF-conceived mice using the Infinium Mouse Methylation-12v1-0 BeadChip array, which assays approximately 285,000 CpG probes distributed across the genome (7, 24, 35, 36). As previously described (7, 35), we first used all probes to determine the differentially methylated loci (DMLs) that had a 5% absolute change (0.05 difference) between groups. With these DMLs, we then determined differentially methylated regions (DMRs) that are associated with a differentially methylated probe on the array. Given that changes between 10% and 15% in methylation can influence gene expression and produce a phenotype (37), we considered a DMR a genomic region that had a 10% difference in methylation between groups. Heatmap and principal component analysis (PCA) by probe passing rate, group, and age showed a differential clustering between sperm from IVF and natural offspring (Supplemental Figure 4). At 12 weeks, we observed 89 DMRs, 4 hypermethylated DMRs, and 85 hypomethylated DMRs in IVF compared with naturals (Figure 3, E–G, and Supplemental Table 3). Gene ontology analysis failed to detect a significant association with specific biological functions at 12 weeks. Finally, in 39-week sperm samples, we observed that IVF-conceived males exhibited 12,683 DMRs, 4,914 hypermethylated DMRs, and 7,769 hypomethylated DMRs compared with naturals (Figure 3, H–J, and Supplemental Table 4). Gene ontology analysis showed that the most affected pathways related to cell-cell interactions, retrotransposon silencing, regulation of membrane potential, signal transduction, cell morphogenesis, and regulation of actin filament processes (Supplemental Figure 4E). Together these results show that IVF procedures impacted both testicular and sperm DNA methylation, with possible effects on the next generation, and that age increased the number of DMRs in sperm.

### Effect of IVF on testicular gene expression.

To ascertain whether the changes in DNA methylation are associated with changes in gene expression of IVF-conceived males, we performed RNA-Seq on fetal and adult testes collected at E18.5, 12 weeks, and 39 weeks. 

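Testis RNA from F1 males was sequenced from 4 naturals and 6 IVF-conceived males at E18.5, 5 and 5 at 12 weeks, and 4 and 6 at 39 weeks. The methods give n = 5 individuals for each group. All labelled libraries were used here. The DESeq2 fold changes in the paper's Supplemental Tables 5-7 were held for 1997 of 25238 genes at E18.5 and 1998 of 35976 genes at 12 and 39 weeks. Computed again with DESeq2 from all labelled libraries, they differed by less than 0.001 on the log2 scale for 100% of the 1286, 1005 and 960 genes with a mean count over 20. The authors made mRNA libraries, trimmed and mapped the paired reads, and deposited the number of reads counted on each gene, listed by symbol and without normalization. The paper's text names neither the mapping and counting programs nor the genome build and refers to earlier work for them.
The total counts per library ranged from 2904727 to 4869139 (median 4354218.5) in naturals and from 8500054 to 15745480 (median 11353197) in IVF testes at E18.5. At 12 weeks they ranged from 15352769 to 20347426 (median 18241231) and from 15177518 to 18527000 (median 16594436). At 39 weeks they ranged from 11438213 to 12705316 (median 11836672.5) and from 14033176 to 23318391 (median 18811127). The IVF libraries held more counts than every natural library at E18.5, a mean difference of 1.49 on the log2 scale (two-sided exact permutation test, p = 0.00476, Benjamini-Hochberg adjusted p = 0.0333 over 14 comparisons of depth and mapping rate), and at 39 weeks, a difference of 0.61 (exact p = 0.00952, adjusted p = 0.0333). At 12 weeks the difference was -0.10 (exact p = 0.317). Genes were tested within each age after a filter on low counts that kept 15406, 20113 and 20083 genes, with edgeR's TMM normalization and quasi-likelihood test. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold, the limits that the DEG column of the supplemental tables follows.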

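The first and second principal components of all tested genes, as log2 of the counts scaled to library size (CPM), held 27.3% and 17.9% of the variance at E18.5, 17.3% and 14.7% at 12 weeks, and 28.8% and 14.7% at 39 weeks. The first component did not part IVF testes from naturals at any of the 3 ages, and the second did so at 39 weeks. On log2 counts without normalization, where depth enters, the first component did part them at E18.5 and 39 weeks. The share of the variance that lay between the groups was 17.0% at E18.5, where the median over all 210 splits of the libraries was 10.8% (one-sided exact permutation test, p = 0.00476, the smallest that 4 against 6 allow). It was 14.2% at 12 weeks (median over splits 11.0%, exact p = 0.0159) and 14.2% at 39 weeks (median 10.3%, exact p = 0.148). Adjusted over the 7 RNA-Seq comparisons, these p-values were 0.0111, 0.0222 and 0.172. Without normalization the share was 72.5% at E18.5 and 36.9% at 39 weeks. At 12 weeks it was 14.6% without normalization (exact p = 0.0556) and 12.9% over the 500 most variable genes (exact p = 0.183).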

PCA showed a clear separation between IVF and naturals (Supplemental Figure 5, A–C). Volcano plots revealed 57 upregulated and 78 downregulated genes at E18.5 (Figure 4A and Supplemental Table 5), 17 upregulated and 57 downregulated genes at 12 weeks (Figure 4B and Supplemental Table 6), and 64 upregulated and 29 downregulated genes at 39 weeks (Figure 4C and Supplemental Table 7). 

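With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 34 genes were DEGs at E18.5 (21 upregulated, 13 downregulated), 40 at 12 weeks (5 and 35) and 2 at 39 weeks (both upregulated). An unadjusted p under 0.05 was reached by 2722, 2597 and 2101 genes, where chance gives about 770.3, 1006 and 1004 if genes are independent. Of 100 splits of the libraries drawn at each age, the real one included, 1, 2 and 16 reached as many. The number at 39 weeks is therefore not set apart from that of other splits. The choice of test moved the numbers of DEGs most among the alternatives at 39 weeks, where the DESeq2 Wald test called 87 genes. At E18.5 the count was 0 with 1 surrogate variable and 181 with no fold limit, and at 12 weeks it was 150 with no fold limit.
At E18.5 Zbed6 rose from 155 ± 28.3 CPM (SD, n = 4) in naturals to 279.7 ± 16.9 CPM (SD, n = 6) in IVF testes, a log2 fold change of 0.85 (standard error 0.10, adjusted p = 0.00377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 6 IVF libraries above every natural. Nbeal1 and Cpeb4 rose by 0.86 and 0.63 on the log2 scale. Zfp385a fell by 0.65, Ak4 fell by 0.71 and Defb36 fell by 1.09, each lower in all 6 IVF libraries than in every natural. With 1 library left out in turn, Zbed6, Nbeal1 and Cpeb4 were DEGs in all 10 fits, while Zfp385a lost significance in 1, Ak4 in 3 and Defb36 in 5. Of these 6 genes, Zbed6 was still a DEG after the trend with GC content was removed from each library, a correction chosen after the data were seen, and the other 5 were not. Of the genes tested at E18.5, 938 (6.09%) had groups that did not overlap, where chance gives 0.952%.
At 12 weeks Fsip2 fell from 631 ± 41.5 CPM (SD, n = 5) to 401 ± 44.4 CPM (SD, n = 5), a log2 fold change of -0.65 (standard error 0.07, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the trend with GC content or with transcript length removed, its log2 fold change was -0.57, just under the fold limit. Gm30028 fell by 0.99 and Gm32750 fell by 1.21, and both stayed DEGs in each of the 10 fits that left out 1 library. Grik3, Gm33922 and Gm30893 rose by 1.36, 1.21 and 0.91, and each of these 3 lost significance in at least 5 of those fits. Of all genes tested at 12 weeks, 617 (3.07%) did not overlap between the groups, against 0.794% by chance. The DEGs at 39 weeks were 4930401O12Rik, which rose from 2.21 ± 0.354 CPM (SD, n = 4) to 17.9 ± 2.97 CPM (SD, n = 6), a log2 fold change of 3.01 (standard error 0.20, adjusted p = 8.48e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Smim10l1, with a log2 fold change of 1.10 (standard error 0.15, adjusted p = 0.0301). Smim10l1 lost significance in 8 of the 10 fits that left out 1 library. At 39 weeks 666 genes (3.32%) did not overlap between the groups, against 0.952% by chance.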

Not all DEGs at 12 weeks were observed at 39 weeks. 

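Of the 19619 genes tested at both 12 and 39 weeks, none of the 40 DEGs at 12 weeks and 2 at 39 weeks was shared, and chance gives 0.00408 (two-sided Fisher's exact test, p = 1). Across those genes the log2 fold changes of the ages had a Pearson r of 0.01 and a Spearman rho of -0.03. Genes are not independent replicates. Fsip2 had a log2 fold change of 0.03 (standard error 0.48) at 39 weeks, and 4930401O12Rik had a log2 fold change of -0.12 (standard error 0.44) at 12 weeks. The DESeq2 Wald test also gave 0 shared genes, where chance gives 0.403. With so few shared genes expected by chance, finding 0 with either test does not decide whether the DEGs of the ages differ.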

Testes from IVF-conceived males at E18.5 had the greatest number of DEGs, and this difference did not appear to worsen with age. 

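With all libraries of an age thinned to its smallest, 30 genes were DEGs at E18.5, 42 at 12 weeks and 2 at 39 weeks. The smallest libraries held 2904727, 15177518 and 11438213 counts, so the ages were still not compared at equal depth. The age of lowest depth, E18.5, did not have the fewest DEGs. The biological coefficient of variation shared by all genes was 0.152 at E18.5, 0.183 at 12 weeks and 0.259 at 39 weeks. Leaving out 1 library at a time gave from 3 DEGs (without natural 4) to 115 (without natural 2) at E18.5, from 6 (without IVF 2) to 90 (without IVF 1) at 12 weeks and from 1 to 11 (without natural 4) at 39 weeks, so the ranges of the 3 ages overlapped. A comparison that was not planned was made between E18.5 and 12 weeks. Of 13533 genes tested at both ages, 2 DEGs were shared, where chance gives 0.0426 (two-sided Fisher's exact test, p = 8.09e-04). Both changed in opposite directions, with log2 fold changes at 12 weeks of -0.96 for Zbed6 and -0.63 for Nbeal1. A difference in effect between the ages was not tested.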

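Complete-linkage clustering of the libraries on the standardized log2 CPM of the DEGs, divided into 2 clusters, parted all IVF testes from all naturals at each of the 3 ages. The DEGs are genes chosen for this difference. On all tested genes, the same clustering did not part the groups. It set natural 1 apart from the other 9 libraries at E18.5 and IVF 3 at 12 weeks, and it joined natural 3, natural 4 and IVF 4 at 39 weeks.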

The heatmap for all DEGs showed tight clustering for all naturals, with IVF groups clustering together (Figure 4, D–F). 

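Gene ontology terms were not used here. Gene lists written in advance were tested with camera (limma), with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 63 tests of all RNA-Seq comparisons. In testes at E18.5, 22 genes of glycolysis and gluconeogenesis were lower in IVF (mean log2 fold change -0.30, adjusted p = 0.00199, 21 of 22 genes lower), as were 10 Sertoli cell markers (-0.33, adjusted p = 0.0348, 10 of 10 lower). At 12 weeks, 20 genes of cholesterol biosynthesis (0.17, adjusted p = 0.0126, 15 higher), 21 of glycolysis and gluconeogenesis (0.10, adjusted p = 0.0226, 18 higher), 13 spermatid markers (0.10, adjusted p = 0.0226, 13 higher) and 8 Leydig cell markers (0.39, adjusted p = 0.00828, 8 higher) were higher in IVF. At 39 weeks, 12 spermatocyte markers were higher (0.22, adjusted p = 0.00588, 10 higher). Of the 16 results past 0.05 in all comparisons, 5 were also past it with fry and 0 with a correlation estimated from the data. In testes of F1 males, fry gave adjusted p-values of 0.0345 for the spermatid markers at 12 weeks and 0.00186 for the spermatocyte markers at 39 weeks, and neither list passed with the GC trend removed. Fry gave 0.122 for glycolysis at E18.5, which also did not pass with the mapping rate as a covariate. The Sertoli cell markers at E18.5 did not pass with fry, with the mapping rate as a covariate or with the GC trend removed, and glycolysis at 12 weeks did not pass with fry or with the GC trend removed. Cholesterol biosynthesis and the Leydig cell markers at 12 weeks did not pass with fry. With 1 library left out in turn, camera called glycolysis at E18.5 and the spermatocyte markers in 10 of 10 fits, the Leydig cell markers in 9, cholesterol biosynthesis, glycolysis at 12 weeks and the spermatid markers in 8, and the Sertoli cell markers in 6. Insulin signalling passed in 0 of the 7 comparisons.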

Gene ontology analysis showed dysregulation in transmembrane transport and testicular function at E18.5 but failed to detect a significant association with specific biological functions at 12 and 39 weeks (Figure 4G). Finally, we determined if the DEGs in testis overlap with affected sperm DMRs. At 12 weeks, we did not observe any overlap between the DEGs and DMRs (Supplemental Figure 5D), whereas at 39 weeks, we observed that expression of 1 downregulated gene, *Ttc22*, and 8 upregulated genes, *1700019P21Rik*, *Cd24a*, *Gm31447*, *Nedd9*, *8430426J06Rik*, *Dazl*, *Sycp1*, and *Adamts9*, was linked with hypermethylated and hypomethylated DMRs, respectively (Supplemental Figure 5E). These data suggest little correlation between changes in gene expression and DNA methylation, indicating that the observed changes in gene expression may be due to epigenetic modifications not measured in this study.

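The paper's table of DMRs at 12 weeks lists 89 regions with 59 gene symbols, of which 42 were in the count table and 37 were tested. None of the 37 was a DEG with edgeR's quasi-likelihood test or with the DESeq2 Wald test, and 3 had an unadjusted p under 0.05. The table of DMRs at 39 weeks was held for 1717 of 12683 regions, so no overlap was tested on it. The 9 genes that the paper names at 39 weeks did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, with adjusted p-values from 0.130 (Sycp1) to 0.218 (1700019P21Rik). Adjusted over the list alone, all 9 passed, which is not independent evidence because the study chose the list on these samples. The DESeq2 Wald test called all 9. Ttc22 fell from 10.3 ± 1.98 CPM (SD, n = 4) to 5.19 ± 1.08 CPM (SD, n = 6), a log2 fold change of -0.99 (standard error 0.20). Sycp1 rose from 77.9 ± 11.9 to 120.8 ± 12.2 CPM, a log2 fold change of 0.63 (standard error 0.12), and Dazl from 56.7 ± 16.5 to 93.3 ± 10.4 CPM, a log2 fold change of 0.72 (standard error 0.17). The log2 fold changes of Adamts9, Cd24a, Gm31447, 8430426J06Rik and Nedd9 were 1.35, 1.32, 1.02, 0.98 and 0.93, and that of 1700019P21Rik was 1.66, with a mean of 1.73 CPM in naturals.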

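In 8 of the 9 genes linked with DMRs at 39 weeks, all 6 IVF libraries lay on one side of every natural, and for 1700019P21Rik 5 of 6 did. Each of the 9 kept its direction in the 10 fits that left out 1 library, with Dazl between 0.57 and 0.87 and Ttc22 between -1.10 and -0.85 on the log2 scale. Neither the separation nor the kept direction is independent evidence, because the study chose these genes on the same samples. The methylation arrays were not analysed here. From the little correlation it finds between expression and DNA methylation, the paper proposes that epigenetic modifications it did not measure may account for the changes in expression.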

### Multigenerational effects of IVF on placentas from F2 concepti.

Because sperm DNA methylation was perturbed in IVF-conceived males, we determined whether these changes were transmitted to their offspring. Accordingly, 12-week-old IVF-conceived males and naturals were mated with CF-1 wild-type females, and concepti (F2) were isolated at E18.5 (Figure 5A). We did not observe any differences in the time of conception when comparing pregnancies using IVF males compared with naturals; both had a conception time of 19 days. Litters sired by IVF-conceived males had fewer live pups 12 hours after birth compared with those sired by naturals (Figure 5B). Because we previously identified sex differences in fetal and placental weight in the first generation (7, 36), we performed all analyses by sex. In F2 males, although the mean placental weight was unchanged at E18.5 (Figure 5C), the mean fetal weight was decreased for IVF concepti compared with naturals (Figure 5D). In F2 females, both mean placental weight and mean fetal weight were decreased for IVF concepti compared with naturals at E18.5 (Figure 5, E and F). The reduction in fetal weight, with or without a decrease in placental weight, resulted in significantly reduced fetal/placental weight ratios for F2 IVF compared with naturals (Figure 5, G and H).

To address if IVF has a multigenerational impact on the area of the junctional and labyrinth regions in the placenta, as previously observed in IVF offspring (24, 25), we first used hematoxylin-eosin staining at E18.5 (Figure 6, A–D) to assess changes in the ratio of junctional and labyrinth zone areas compared with total placental area. The percentage of labyrinth and junctional zone area was significantly lower and higher, respectively, in F2 IVF placentas compared with naturals (Figure 6, B–F) in both female and male offspring as previously observed for IVF offspring (7). To determine whether blood vessel density was impacted, we performed immunohistochemistry for CD34, a marker of fetal endothelial cells. We have previously shown that CD34 is affected during the early stages of IVF pregnancies (7, 24). We observed that the microvessel density per area was increased in placentas from both IVF F2 males (Figure 6, G and H) and IVF F2 females (Figure 6, I and J) compared with naturals, which impacted placental efficiency.

Finally, given our previous findings of altered gene expression in F1 placentas at E18.5 (7), we determined whether gene expression in F2 placentas from IVF offspring was similarly affected. In F2 males, PCA revealed a clear separation between the IVF and natural groups (Supplemental Figure 6A), with 635 genes upregulated and 542 genes downregulated in the IVF group compared with the natural group (Figure 6, K and M, and Supplemental Table 8). Gene ontology analysis indicated dysregulation of pathways involved in tissue remodeling, nutrient transport, and angiogenesis (Supplemental Figure 6, B and C). Similarly, in F2 females, PCA showed a distinct separation between the IVF and natural groups (Supplemental Figure 6D), with 438 upregulated and 421 downregulated genes observed in the IVF group compared with the natural group (Figure 6, L and N, and Supplemental Table 9). Gene ontology analysis highlighted dysregulation of pathways related to metabolism, transport, and inflammation (Supplemental Figure 6, E and F). Interestingly, in both female and male placentas, vascular endothelial growth factor receptor 1 (*Flt1*) was upregulated, which could contribute to changes in vessel formation.

When comparing these data with previous published data of E18.5 RNA-Seq, we observed that for males approximately 60 DEGs were shared whereas in F2 placentas there was a higher number of new DEGs that could reflect paternal stress contribution as well as epigenetic alterations in the sperm (Supplemental Figure 6G). For females, we observed that when compared with F1 females they had more than 100 shared DEGs but more than 700 unique ones. This difference could reflect the paternal contribution to F2 placentas whereas the F1 placental dysregulation occurs directly because of IVF procedures (Supplemental Figure 6H). Taken together, these findings demonstrate that the alterations observed in male IVF offspring have a multigenerational and persistent negative impact on placental morphology and gene expression in F2 offspring.

### Effect of IVF on male F2 adult offspring metabolism.

We and others have previously determined that metabolism is perturbed in IVF-conceived offspring, with previously published F1 metabolic data (7, 11, 13, 18, 19). To determine whether the F2 progeny sired by IVF-conceived males likewise exhibit adverse health outcomes, we measured the body weight of a cohort of F2 male offspring until 12 weeks of age (Figure 7A) and subsequently euthanized the mice for metabolic analyses. Male F2 offspring sired by IVF-conceived males had higher body weight compared with F2 offspring sired by naturals (Figure 7A). Serum glucose, insulin, total triglyceride, and LDL/VLDL-C were also elevated in F2 offspring relative to naturals (Figure 7, B–E). Total cholesterol was decreased, which was driven by reduced HDL (Figure 7E). We also measured organ weights and calculated their ratio to body weight. F2 offspring sired by IVF-conceived males exhibited decreased brain and testis weight relative to body weight compared with F2 offspring sired by naturals (Figure 7F), whereas pancreas and kidney weights relative to body weight were increased (Figure 7F). Similar phenotypes were also observed in the original IVF male offspring (7, 11).

We previously showed that 12-week IVF offspring exhibited changes in liver gene expression (11). 

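Livers and testes of F2 males, sired by IVF-conceived males or by naturals and born to CF-1 females, were sequenced from 5 and 5 animals for liver and from 5 naturals and 7 IVF animals for testis. Sire and litter did not enter the tests of F2 animals, although the conception compared is that of the sire. The libraries, the mapping by the authors and the deposited unit, counts per gene without normalization, were those of the F1 testes. In liver the total counts ranged from 10391074 to 44069283 (median 15917095) in naturals and from 543745 to 12624673 (median 8240913) in IVF. Of the trimmed read pairs, 84.6% to 85.9% (median 85.2%) were mapped in naturals and 43.5% to 84.7% (median 77.3%) in IVF, as the paper's Supplemental Table 1 lists them. The mean mapping rate was 14.7 percentage points lower in IVF, with 4 of 5 IVF libraries below every natural (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0370 over 14 comparisons). The total counts differed by -2.10 on the log2 scale (exact p = 0.0238, adjusted p = 0.0476). In testis the totals ranged from 23707177 to 27346141 (median 26518534) in naturals and from 20840178 to 25453718 (median 22267833) in IVF. The difference was -0.20 (exact p = 0.0139, adjusted p = 0.0370), and the mapping rates differed by 0.219 points (exact p = 0.698). The count filter left 11973 genes in liver and 21454 in testis. The liver library IVF 3, the one with 543745 counts, had 1700838 uniquely mapped read pairs, or 0.320 counts per pair, and it was the only one of the 72 libraries below 1.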

We performed RNA-Seq on a subset of liver and testis samples from male F2 progeny. 

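In F2 male livers the first and second principal components of the log2 CPM held 62.6% and 20.9% of the variance, and the first parted IVF from naturals, with IVF 3, the library of lowest depth, farthest from the others. The share of the variance between the groups was 27.7% (median over splits 10.3%, one-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Of 11973 genes, 3725 were DEGs with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1669 upregulated and 2056 downregulated. Of all genes tested, 3230 (27.0%) did not overlap between the groups, where chance gives 0.794%. Leaving out 1 library gave between 3173 and 3909. The paper's supplemental fold changes for these livers were within 0.001 of those of DESeq2 on the counts used here for 1.70% of 530 genes, so its statistics for male livers are not those of these counts. The mapping rate as a covariate moved the count most, to 1468, and 1379 of the 3725 were among these. Removing the GC trend left 1896 DEGs in F2 male liver (1270 upregulated, 626 downregulated). Genes with a higher GC content were lower in IVF, with a Spearman rho of -0.62 between GC content and log2 fold change across genes. Among the DEGs with groups apart, Gm13202 (-5.43), Rps14 (-2.34) and Pqlc1 (-1.76) had the smallest adjusted p-values of those downregulated, from 9.27e-07 to 2.85e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Gm15772 (3.83), Ssb (1.63) and Hsp90b1 of those upregulated, from 9.87e-07 to 4.89e-05. Hsp90b1 rose from 751 ± 64.7 CPM to 2125 ± 246 CPM (SD, n = 5 each).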

For liver, PCA showed a clear separation between the IVF and natural groups (Supplemental Figure 7A), with 1,486 upregulated and 1,936 downregulated genes observed when comparing IVF and natural F2 offspring (Figure 7G and Supplemental Table 10). 

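All 31 genes that the heatmap of metabolic pathways names (Figure 7H) were tested in F2 male livers, and 24 were lower and 7 higher in IVF. Of these, 14 were downregulated and 6 upregulated DEGs with edgeR's quasi-likelihood test over all genes. Adjusted over the list alone, 23 passed (17 lower, 6 higher), which is not independent evidence, because the study chose the list on these samples. Srebf2 fell from 49.6 ± 5.44 CPM (SD, n = 5) to 17.4 ± 3.63 CPM (SD, n = 5), with a standard error of 0.18 on its log2 fold change (adjusted p = 6.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pgls fell by 1.98, Sqle fell by 1.42 and Msmo1 fell by 1.04 on the log2 scale. Gys2, Uqcrb, Cyp17a1 and Rab10 rose, by 1.40, 1.25, 2.76 and 0.73, and Ndufa5 was also an upregulated DEG. Cyp17a1 was at 0.819 ± 0.610 CPM in naturals, and 3 of 5 IVF libraries were above every natural. It is a female-biased gene, at a mean of 91.1 CPM in F2 female livers. A share of RNA of female livers, the candidate given for Xist further on, was not excluded for its rise. Abca1 (0.02), Fdft1 (-0.17) and Abcg1 (-0.22) did not pass, with adjusted p-values from 0.391 to 0.936.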

A subset of DEGs associated with metabolic pathways is shown in a heatmap (Figure 7H). Gene ontology analysis revealed dysregulation of pathways involved in cholesterol and phospholipid metabolism, glucose, and insulin processes (Figure 7, I and J). These results are consistent with the metabolic panel and demonstrated that the changes in metabolic measurements are the result of changes in the liver transcriptome. Additionally, we found that some liver DEGs, including *Irs1*, *Irs2*, *Ripk2*, *Rspo1*, and DNA JC genes, have been previously associated with insulin and glucose resistance (38), which would explain the higher insulin and glucose levels revealed in the metabolic panel. Additionally, we tested if there was a normal correlation between glucose and insulin. 

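The 20 genes of cholesterol biosynthesis were all lower in F2 male IVF livers, with a mean log2 fold change of -0.94 (camera adjusted p = 1.98e-04, fry adjusted p = 0.00478), and 12 of them were downregulated DEGs. The set passed in each of the 10 fits that left out 1 library, with the mapping rate as a covariate and with the GC trend removed. It did not pass with the correlation between genes estimated from the data (camera adjusted p = 0.519). The mean log2 CPM over the set was between 5.81 and 6.11 in naturals and between 4.48 and 5.59 in IVF. The 24 genes of glycolysis and gluconeogenesis were lower (-0.41, camera adjusted p = 0.0348, 18 of 24 lower), and this set did not pass with fry (0.0986), with the mapping rate as a covariate or with the GC trend removed. The 26 genes of insulin signalling had a mean log2 fold change of -0.01 (camera adjusted p = 0.982), with 5 upregulated and 5 downregulated DEGs. Phospholipid genes were not analysed here as a list.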

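The number of DEGs in F2 male livers rests on libraries that differ in quality as well as in group. Without the library mapped at 43.5%, 3260 genes were DEGs, and with only libraries mapped at 75% or more 3213 were, of which 2880 were among the 3725. With at least 10 counts required in every library, including the shallowest, 1490 of the genes left were DEGs, and with every library thinned to 543745 counts 1794 were, with 1782 to 1845 over 5 draws. From the pathways of the liver DEGs and the serum measurements, the paper concludes that the metabolic changes in the F2 males result from changes in the liver transcriptome.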

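Irs1 was at 24.6 ± 3.62 CPM (SD, n = 5) in naturals and 22.5 ± 7.48 CPM (SD, n = 5) in IVF, a log2 fold change of -0.21 (standard error 0.21, adjusted p = 0.472 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's log2 fold change for it in Supplemental Table 10 is -0.29. Irs2 fell from 11.4 ± 1.99 to 7.23 ± 4.40 CPM, a log2 fold change of -0.98 (standard error 0.34, adjusted p = 0.0341), with 3 of 5 IVF libraries below every natural. It lost significance in 7 of the 10 fits that left out 1 library, was not called by the DESeq2 Wald test, and with the GC trend removed its log2 fold change was -0.27. Ripk2 had a log2 fold change of -0.19 (standard error 0.33, adjusted p = 0.685), which turned to 0.25 with the mapping rate as a covariate. Rspo1 was under the count filter, at 0.298 ± 0.200 CPM in naturals and 0.114 ± 0.157 CPM in IVF, with at most 14 counts in a library, so a change was not detectable at this depth. Of the 3 genes tested, Irs2 also passed when adjusted over the list alone. The DNA JC genes, which the text does not name one by one, were not analysed here.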

Although naturals showed a positive correlation, IVF offspring showed a more variable trend and were not correlated as expected with metabolic changes (Supplemental Figure 10A).

To determine whether DEGs observed in F1 and F2 livers were similar, we conducted an overlap analysis using our previously obtained data (11). F2 offspring had more DEGs compared with F1 (3,949 vs. 17), with no overlapping genes. Although the difference in gene expression could reflect the biology of the IVF males, we doubled the number of samples analyzed in this study, which provided more power to detect differences between the 2 groups. Nevertheless, considering the pathway analysis previously performed (11), cholesterol and triglyceride pathways are equally affected in both F1 and F2 offspring.

For testis, PCA showed a clear separation between F2 offspring from IVF and natural groups (Supplemental Figure 6B), and volcano plots comparing F2 offspring revealed 196 upregulated and 178 downregulated genes (Figure 7K and Supplemental Table 11). 

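In F2 testes the first and second components held 20.5% and 12.2% of the variance, and the first parted IVF from naturals. The share of the variance between the groups was 19.7% (median over splits 8.75%, one-sided exact permutation test, p = 0.00126, the smallest that 5 against 7 allow). This p-value takes the animals as independent, whether or not they share a sire or litter. Of 21454 genes, 196 were DEGs with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 103 upregulated and 93 downregulated, and 2985 genes had an unadjusted p under 0.05, where chance gives about 1073. Of all genes tested, 414 (1.93%) did not overlap between the groups, against 0.253% by chance. The DESeq2 Wald test moved the number of DEGs in F2 testis most, to 375. Without natural 1 the count was 111, and without natural 2 it was 116. These 2 libraries were more alike than other pairs of F2 testes, as were IVF 3 and IVF 4. With each such pair summed and counted as 1 sample, a setting chosen after the data were seen, 92 genes were DEGs.
Lpo rose from 8.79 ± 1.19 CPM (SD, n = 5) to 32.3 ± 2.48 CPM (SD, n = 7), a log2 fold change of 1.88 (standard error 0.09, adjusted p = 1.56e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Znrf4 and Srfbp1 rose by 0.98 and 0.88 on the log2 scale, with all 7 IVF libraries above every natural. Vgll2 was at 9.98 ± 1.36 CPM in naturals and at no more than 4 counts in any IVF library. Gm5923, at 7.48 ± 1.17 CPM in naturals, had at most 4 counts in an IVF library, and Gm14149, at 4.92 ± 0.711 CPM, had at most 6. Each of these 6 genes was a DEG in all 12 fits that left out 1 library. Some DEGs lay close together in the genome. With the tested genes in genomic order, 10 pairs of DEGs were direct neighbors, where random sets of as many genes gave 1.55 on average.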

Some of the most affected genes involved in testicular function and development are shown in a heatmap with differential clustering between groups (Figure 7L). 

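Of the 26 genes in the heatmap of F2 testes (Figure 7L), 23 passed the count filter. Ksr1, Ptprt, Neu1, Zfp27, C4a, Col25a1, Cdsn and Tbx19 were downregulated DEGs, and 8 others were upregulated DEGs. Adjusted over the list alone, all 23 passed (15 higher, 8 lower), which is not independent evidence, because the study chose the list on these samples. Neu1 fell from 16.2 ± 4.73 CPM (SD, n = 5) to 4.93 ± 0.83 CPM (SD, n = 7), a log2 fold change of -1.72 (standard error 0.17, adjusted p = 9.14e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptprt fell by 2.18, from 4.14 ± 0.47 CPM, and Ksr1 fell by 0.73. C4a, with a log2 fold change of -0.72 (standard error 0.14, adjusted p = 0.00843), and Cdsn (-0.90) lie with Neu1 in a run of 100 tested genes that holds 15 DEGs, among them genes of the histocompatibility complex. Sfi1 rose from 15.4 ± 2.07 to 31.3 ± 7.69 CPM, a log2 fold change of 1.02, and Tmem51 also rose by 1.02. Sox6, Tbx1, Tfap4, Mmp25, Sfxn4, Mdga1 and Trpm2 did not pass, with adjusted p-values from 0.0686 to 0.128 and log2 fold changes from 0.59 to 1.20. Gsx1, Treml1 and Trem3 were under the filter, with at most 20 counts in any library and lower values in all 7 IVF libraries than in every natural.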

Gene ontology failed to detect a significant association with specific biological functions.

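None of the 11 gene lists tested in F2 testes with camera had an adjusted p under 0.05. The smallest was 0.101, for cholesterol biosynthesis (mean log2 fold change -0.08) and for the spermatid markers (0.08, 12 of 13 higher). The steroid hormone production genes had a mean log2 fold change of -0.21 (adjusted p = 0.272), with 1 upregulated and 1 downregulated DEG among 18.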

To determine whether the changes in testis DNA methylation persisted into the next generation, we analyzed global DNA methylation in the testis of F2 offspring. Like the male IVF offspring, total global testicular DNA methylation was decreased in F2 IVF offspring compared with the natural conception group (Figure 7M). Taken together, these findings demonstrate that the changes observed in male IVF offspring have a multigenerational and persistent negative impact on metabolism, DNA methylation, and gene expression in the liver and gonads of F2 male offspring.

### Effect of IVF on female F2 adult offspring metabolism.

Given the sexually dimorphic IVF mouse outcomes (7, 11, 18), we conducted a similar set of experiments to those described above for female offspring of IVF-conceived males. These mice had a higher body weight compared with offspring sired by naturals (Figure 8A). Serum glucose was decreased, whereas insulin and total triglycerides were increased and displayed a greater variability in the F2 IVF females compared with naturals (Figure 8, B–D). In contrast, cholesterol, although not statistically different, displayed greater variability, and HDL and LDL/VLDL were decreased in F2 IVF offspring compared with naturals (Figure 8E). Further, F2 offspring sired by IVF-conceived males showed a decrease in ovarian weight relative to body weight compared with naturals (Figure 8F), and as in males, pancreas and kidney weights relative to body weight were increased (Figure 8F). Most of these changes were previously observed in female IVF offspring (7, 11). As in males, we tested if there was a normal correlation between glucose and insulin (Supplemental Figure 10B). No correlation was observed, showing that both glucose and insulin are being dysregulated.

We also performed RNA-Seq on a subset of liver and ovary samples to determine whether gene expression was perturbed in female F2 progeny sired by IVF-conceived males. 

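Livers of F2 females came from 5 naturals and 6 IVF animals and ovaries from 4 naturals and 5 IVF animals, processed by the authors and deposited as counts in the same way. In liver the total counts ranged from 3947645 to 34149676 (median 7098069) in naturals and from 13815244 to 90441392 (median 17941742.5) in IVF. The share of read pairs mapped was 45.6% to 82.6% (median 63.0%) in naturals and 83.4% to 86.0% (median 83.9%) in IVF, so the group with the lower rate was the naturals, where in males it was the IVF group. All 6 IVF libraries were above every natural, a mean difference of 22.9 points (two-sided exact permutation test, p = 0.00216, adjusted p = 0.0303). The totals differed by 1.66 on the log2 scale (exact p = 0.0606, adjusted p = 0.0943). In ovary the totals ranged from 17372532 to 49192804 (median 18822586.5) in naturals and from 11489461 to 16553139 (median 15122987) in IVF, all 5 below every natural (difference -0.67, exact p = 0.00794, adjusted p = 0.0333). The mapping rates in ovary were between 87.9% and 89.3% (difference -0.234 points, exact p = 0.444). The count filter left 12525 genes in liver and 16502 in ovary. As a check of the labels, Ddx3y, Eif2s3y, Kdm5d and Uty of the Y chromosome had 0 counts in each female liver, and Xist was at 360.5 ± 49.6 CPM (SD, n = 5) in naturals and 217.7 ± 38.0 CPM (SD, n = 6) in IVF.

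**Figure D1:**
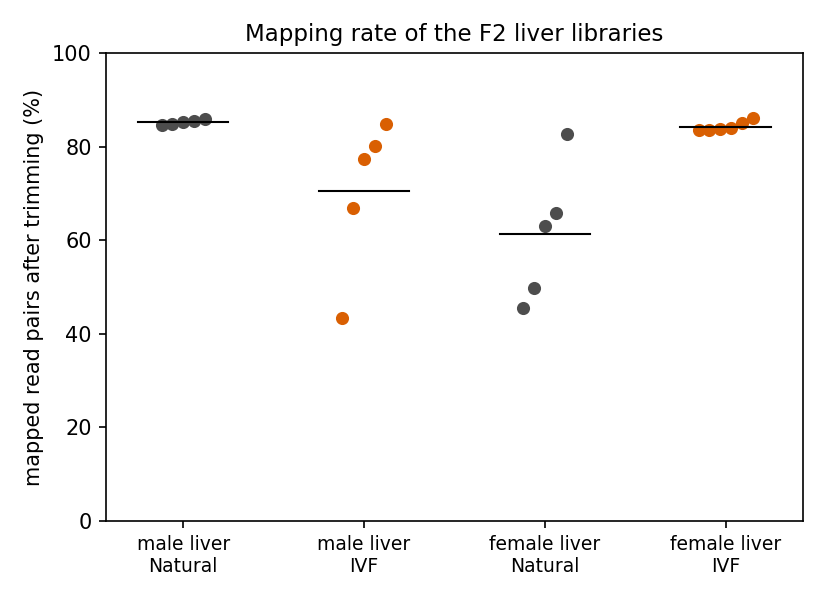
Mapping rate of the 21 F2 liver libraries, in percent of the trimmed read pairs as the paper's Supplemental Table 1 lists them, by sex and group, with each point 1 library and each line a group mean. In males 4 of 5 IVF libraries sit below every natural, and in females all 6 IVF libraries sit above every natural.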

Similar to male offspring, PCA showed a clear separation between the IVF and natural groups (Supplemental Figure 8A), and volcano plots revealed 2,579 upregulated and 2,081 downregulated genes (Figure 8G and Supplemental Table 12). 

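In F2 female livers the first and second components held 45.4% and 16.7% of the variance, and the first parted IVF from naturals. The share of the variance between the groups was 39.1% (median over splits 8.42%, one-sided exact permutation test, p = 0.00216, the smallest that 5 against 6 allow). Of 12525 genes, 4935 were DEGs with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2701 upregulated and 2234 downregulated. Over all genes tested, 3685 (29.4%) did not overlap between the groups, against 0.433% by chance. Leaving out 1 library gave between 4443 and 5282. Of 635 genes, 0.630% had a supplemental fold change in the paper within 0.001 of that of DESeq2 on these counts, so its statistics for female livers are not those of the counts used here either. The mapping rate as a covariate moved the count most, to 1322. Removing the GC trend left 2276 DEGs in F2 female liver (997 upregulated, 1279 downregulated). Genes with a higher GC content were higher in IVF, with a Spearman rho of 0.72 across genes, the opposite sign to males. Fam73b (1.98), Nr1h2 (1.80) and Dvl1 (1.63) had the smallest adjusted p of the upregulated genes with groups apart, 9.28e-06 each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Taf1d (-1.70), Smc3 (-1.68) and Sgpp1 (-1.37) of the downregulated, 1.33e-05 each. Nr1h2 rose from 14.2 ± 1.92 CPM (SD, n = 5) to 49.8 ± 8.13 CPM (SD, n = 6).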

A heatmap depicts DEGs involved in cholesterol, triglyceride, insulin, and glucose metabolism (Figure 8H). 

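The 31 genes of the heatmap were all tested in F2 female livers. With edgeR's quasi-likelihood test over all genes, 11 were upregulated and 9 downregulated DEGs, and adjusted over the list alone 22 passed, which is not independent of the study's choice of genes. Pgls rose from 6.68 ± 1.25 CPM (SD, n = 5) to 31.5 ± 8.25 CPM (SD, n = 6), a log2 fold change of 2.24 (standard error 0.21, adjusted p = 1.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Srebf1, Dgat1 and Srebf2 rose by 1.46, 1.03 and 1.01 on the log2 scale. Uqcrb fell by 1.49, Sqle fell by 1.41, Hmgcs1 fell by 1.28, Ndufa5 fell by 1.27 and Msmo1 fell by 1.13. Sqle, Msmo1 and Hmgcs1 were lower in IVF livers of both sexes, whereas among others Pgls, Dgat1, Srebf2, Ndufa5, Uqcrb, Gys2 and Rab10 went opposite ways in males and females.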

Gene ontology analysis for upregulated (Figure 8I) and downregulated DEGs (Figure 8J) revealed that the most affected pathways are involved in glucose, cholesterol, lipid, and energy pathways, correlating to the observed changes in the metabolic panel. 

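In F2 female livers the 25 genes of glycolysis and gluconeogenesis were higher in IVF, with a mean log2 fold change of 0.61 (camera adjusted p = 0.00614, fry adjusted p = 5.97e-05, 21 of 25 higher). The set passed in each of the 11 fits that left out 1 library but not with the GC trend removed. Nor did it pass with the correlation between genes estimated from the data (camera adjusted p = 0.294). The 20 genes of cholesterol biosynthesis had a mean log2 fold change of -0.42 (camera adjusted p = 0.193), with 3 upregulated and 8 downregulated DEGs. The mean log2 CPM over those genes was between 4.983 and 5.815 in naturals and between 4.805 and 5.375 in IVF. The 26 genes of insulin signalling had a mean of 0.19 (camera adjusted p = 0.796), with 7 upregulated and 4 downregulated DEGs.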

As in males, these results were consistent with the metabolic panel and demonstrated that the changes in metabolic measurements are the result of changes in the liver transcriptome. 

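With the mapping rate as a covariate, 1230 of the 4935 DEGs of F2 female livers were called again, and with the GC trend removed 1568 were. Without the libraries mapped at under 60%, 4312 genes were DEGs. In livers of both sexes the mapping rate follows the groups, so for the genes that the covariate removes the mapping rate and the conception of the sire cannot be told apart. As for males, the paper concludes from these pathways and the metabolic panel that the metabolic changes result from changes in the liver transcriptome.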

Although DEGs in males were associated with insulin resistance, DEGs in females were associated with diabetic syndrome.

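In F2 ovaries the first and second components of the log2 CPM held 26.4% and 17.5% of the variance, and neither parted IVF from naturals. The share of the variance between the groups was 14.3% (median over splits 12.1%, one-sided exact permutation test, p = 0.190). On log2 counts without normalization it was 32.6% (exact p = 0.00794), with natural 1, which had 49192804 counts, farthest from the others. None of the 16502 genes was a DEG with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.0577, while 1757 genes had an unadjusted p under 0.05, where chance gives about 825.1. The DESeq2 Wald test called 90 genes, 64 upregulated and 26 downregulated, and the fits of edgeR with 1 library left out called from 0 to 3 (3 without IVF 3). With 1 library left out, DESeq2 called from 54 (without natural 1) to 139 (without natural 3), and 59 without natural 2. In F2 ovaries 601 of the genes tested (3.64%) did not overlap between the groups, against 1.59% by chance.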

When RNA-Seq data from ovary were analyzed, PCA again showed a clear separation between F2 offspring sired by IVF-conceived males and those conceived by natural males (Supplemental Figure 8B), with volcano plots showing 64 upregulated and 26 downregulated genes (Figure 8K and Supplemental Table 13). 

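Of the 18 genes in the heatmap of ovaries (Figure 8L), 15 passed the count filter, and 2 were higher and 13 lower in IVF. None passed over all genes, and adjusted over the list alone 6 did (2 higher, 4 lower), which is not independent evidence because the study chose the list on these samples. Hmgcs1 rose from 308 ± 23.7 CPM (SD, n = 4) to 601 ± 164 CPM (SD, n = 5), a log2 fold change of 0.96 (standard error 0.18, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 IVF ovaries were above every natural, and the DESeq2 Wald test called it. The oocyte growth factors Bmp15 and Gdf9 fell by 0.47 and 0.37 on the log2 scale, each lower in all 5 IVF ovaries than in every natural (adjusted p = 0.326 and 0.391). Col1a1 had a log2 fold change of -0.02 (standard error 0.11), which turned to 0.05 without natural 1. Figla, Spo11 and Hfm1 were under the filter, with at most 29, 9 and 7 counts in a library.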

As with liver, we selected a subset of DEGs involved in ovarian function and displayed them on a heatmap (Figure 8L). 

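The 20 genes of cholesterol biosynthesis were all higher in F2 IVF ovaries, with a mean log2 fold change of 0.86 (camera adjusted p = 2.05e-20, fry adjusted p = 0.00273). Adjusted over the list alone 16 of them passed, and over all genes 0 did. The set passed in each of the 9 fits that left out 1 library, with the mapping rate as a covariate and with the GC trend removed. It did not pass with the correlation between genes estimated from the data (camera adjusted p = 0.158). The 17 genes of steroid hormone production had a mean log2 fold change of 0.26 (camera adjusted p = 0.00190, 13 of 17 higher), but did not pass with fry (0.0520). The 16 oocyte markers were all lower, with a mean log2 fold change of -0.39 (camera adjusted p = 1.31e-08), and did not pass with fry (0.0983).

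**Figure D2:**
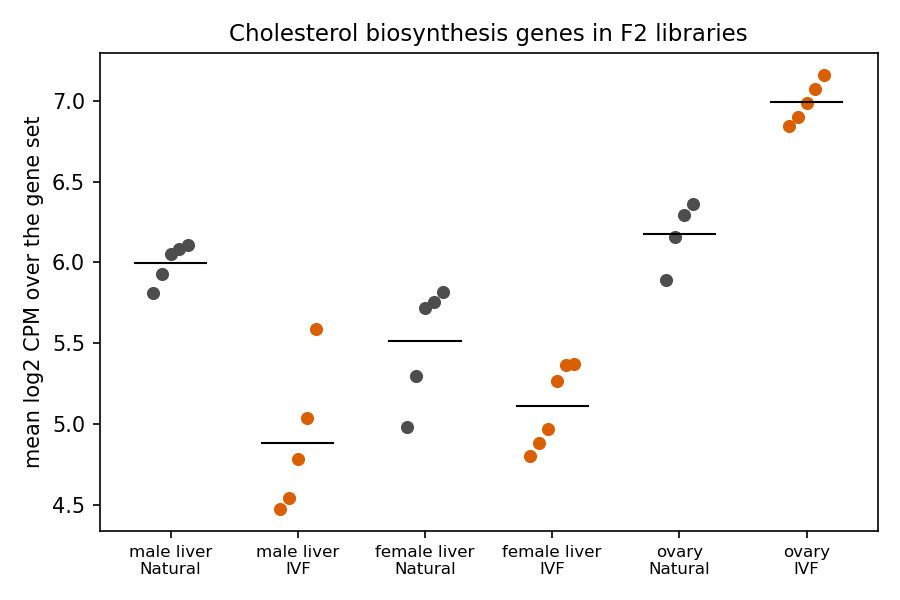
Mean log2 CPM over the 20 genes of cholesterol biosynthesis in each F2 liver and ovary library, by group, with each point 1 library and each line a group mean. The 5 IVF ovaries sit between 6.84 and 7.16, above the 4 natural ovaries between 5.89 and 6.36, while the IVF male livers sit below the natural male livers.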

Gene ontology analysis revealed that ovarian metabolism and hormone production were affected (Supplemental Figure 8C). As in males, we determined if DEGs observed in F1 and F2 offspring livers were similar. Again, F2 showed a higher number of DEGs compared with F1 (4,660 vs. 12), and none of the genes overlapped. Pathway analysis performed in our previous work (11) showed that cholesterol and triglyceride pathways are affected in F1, and the same pathways were affected in our F2 offspring.

To determine whether the DEGs observed in both the liver and gonads were similar between females and males, we conducted an overlap analysis. 

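Of the 11825 genes tested in livers of both sexes, 3699 were DEGs in males and 4836 in females, and 2917 were shared, where independent lists give 1513. Of the 2917, 2907 (99.7%) went opposite ways in the sexes and 10 went the same way. Across all genes tested in both, the log2 fold changes of males and females had a Pearson r of -0.78 and a Spearman rho of -0.80; genes are not independent replicates. The mapping rate as a covariate moved the shared number most, to 485, and the GC trend removed, a correction chosen after the data were seen, gave 1070. In the settings that were run the share going opposite ways was between 99.6% and 100%.

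**Figure D3:**
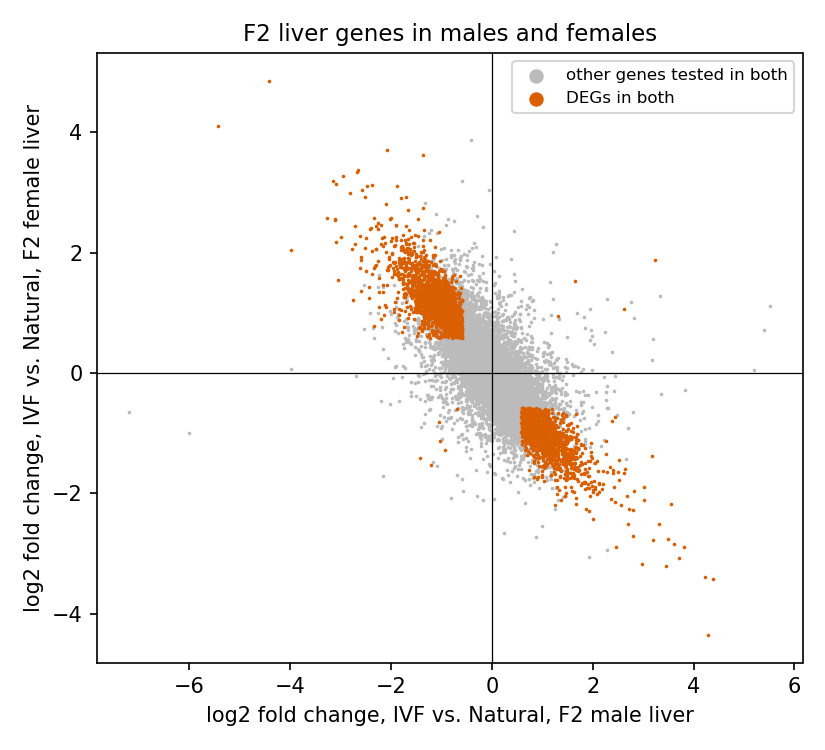
Log2 fold change of IVF against natural in F2 male livers (x axis) and F2 female livers (y axis) for the 11825 genes tested in both, with each point 1 gene and the 2917 DEGs of both sexes drawn apart from the other genes. Of those DEGs, 2907 lie in the quadrants where the sexes change in opposite directions.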

We found that 2,843 DEGs were shared in the liver, mostly involved in glucose, cholesterol, and triglyceride pathways, consistent with the metabolism panel. Additionally, we identified 1,817 DEGs unique to females and 1,106 unique to males (Supplemental Figure 9A). 

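Among the genes tested in both sexes, 1919 were DEGs in females alone and 782 in males alone. A gene past the limits in 1 sex and not in the other is not thereby shown to differ, so the difference in effect was tested as a sex by conception interaction in F2 liver, in one fit of all 21 livers. Of 13073 genes, 7056 (54.0%) had an interaction with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The signed log2 fold change of females was above that of males in 3673 of these and below it in 3383. These counts do not say in which sex the change was stronger. With the mapping rate as a covariate 3636 genes passed, and with all libraries thinned to the smallest 3543 did.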

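Of the 14953 genes tested in both F2 testis and F2 ovary, 93 of the 196 testis DEGs were present, and since the ovary had 0 DEGs with edgeR's quasi-likelihood test none was shared. The log2 fold changes of the gonads had a Pearson r of 0.04 across those genes, which are not independent replicates. With the DESeq2 Wald test, 2 genes were shared of 137 testis and 83 ovary genes tested in both, where chance gives 0.771 (two-sided Fisher's exact test, p = 0.180), and both went the same way.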

In gonads, 2 DEGs were shared, with 88 unique to females and 374 to males (Supplemental Figure 9B). Finally, as in males, we assessed whether changes in male IVF offspring could impact global DNA methylation in F2 female gonads. Global DNA methylation in the ovary was decreased in F2 IVF offspring compared with naturals (Figure 8M). These ovarian changes suggest a multigenerational effect.

## Discussion

### IVF negatively affects testicular and sperm parameters compared with naturals.

IVF is often considered an environmental exposure due to the in vitro manipulation of gametes and preimplantation embryos, in which dramatic epigenetic reprogramming occurs (39). A likely outcome of altered epigenetic reprogramming during these early stages of development is that multiple tissues would be affected, e.g., fetus, placenta, and liver (7, 11, 13, 18, 19). The results reported here significantly extend the number of affected tissues by demonstrating that IVF negatively affects male reproductive health and that the reproductive system is extremely sensitive to environmental exposures, with potential consequences for both reproductive and multigenerational health (40).

Male offspring conceived via IVF exhibit significantly decreased levels of testosterone and AR. Testosterone is a male hormone essential for maintaining reproductive health and overall physiological functions (26, 27). Previous studies in models of obesity and metabolic syndrome have shown that males with reduced testosterone levels also exhibit a decline in AR expression because of a positive feedback loop (41). Although these hormonal changes may correlate with previously characterized metabolic syndromes, it is possible that changes during preimplantation and postimplantation development directly influence gene expression pathways involved in testosterone production and AR regulation. Alterations in both the number and functional capacity of the cells responsible for testosterone production could also be a contributing factor in reduced AR expression.

Because of differences in testes’ weight and testosterone levels, we interrogated the seminiferous tubules of IVF male offspring, identifying alterations in the seminiferous epithelium. Studies in mice, rats, and humans have shown that alterations in the seminiferous tubules can impair spermatogenesis, affecting key processes such as spermatid elongation, axoneme formation, and interactions between Sertoli cells and germ cells (28). Depending on the severity of the disruption, these changes can also impact the timing and overall efficiency of spermatogenesis (28). Most environmental exposures and metabolic syndromes are associated with an increase in tubule area; however, in our study, we observe not only an increase in overall tubule area but also an expansion of the epithelial membrane that may reflect dysregulated spermatogenesis and cell division.

Another potential cause of the increase in both testicular weight and overall tubule area is the overdeposition of collagen and laminin, which is typically seen in fibrosis of the testis (42). At 39 weeks, we observe higher collagen deposition in the seminiferous epithelium membrane, which could disrupt normal cell distribution and lead to the tubule overgrowth observed in IVF offspring. Excessive collagen deposition is linked to various pathologies, including fibrosis, Klinefelter syndrome, inflammation, infection, aging, and physical stress (42, 43). Our results are consistent with fibrosis and early aging. Future studies will address whether this phenotype is associated with specific gene mutations or changes in gene expression related to collagen regulation and the maintenance of the epithelial membrane.

Changes in testosterone levels and morphology provide a plausible explanation for the negative impact on spermatogenesis. 

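The 18 genes of steroid hormone production were tested in F1 testes as 1 list. At 12 weeks, 15 of the 17 that passed the filter were higher in IVF, with a mean log2 fold change of 0.28 (camera adjusted p = 0.00189, fry adjusted p = 0.180), and 2 passed when adjusted over the list alone, 0 as DEGs over all genes. At E18.5 the mean was 0.12 (camera adjusted p = 0.855, 9 of 18 higher). The mean log2 CPM of the list was 4.68 ± 0.115 (SD, n = 5) in naturals and 4.93 ± 0.294 (SD, n = 5) in IVF at 12 weeks, and 4.71 ± 0.224 (SD, n = 4) and 4.63 ± 0.310 (SD, n = 6) at 39 weeks. A difference between these means was not resolved at either age (two-sided exact permutation test, p = 0.119 and 0.652, adjusted p = 0.310 and 0.803 over 176 comparisons of lists).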

Consistently, RNA-Seq on testicular tissues identified dysregulation of genes involved in hormone production and regulation, as well as extracellular matrix composition and maintenance. Among the dysregulated genes in testis, several were related to collagen production, reflecting the reported phenotype. 

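Of 44 collagen genes, 41 were tested at 12 weeks, and 32 were lower and 9 higher in IVF testes, with a mean log2 fold change of -0.17 (camera adjusted p = 0.00277, fry adjusted p = 0.115). One was a downregulated DEG with edgeR's quasi-likelihood test, and 2 passed when adjusted over the list alone. The set passed camera in each of the 10 fits that left out 1 library and with the GC trend removed. At 39 weeks 19 were higher and 23 lower, with 0 DEGs, and at E18.5 28 were higher and 15 lower, with 0 DEGs.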

Although the collagen and morphology changes in our model are explained by the dysregulation of genes important for these pathways, we also hypothesized that some of these changes could represent a response to the metabolic syndrome affecting the IVF male offspring (44). Previous studies in models of obesity and alcohol exposure have demonstrated that progeny of exposed animals exhibit gene expression dysregulation across multiple systems, including the testis. These changes have been associated with inherited phenotypes driven by altered sperm maturation because of disruptions in overall spermatogenesis (44–47).

Although the impact of IVF on sperm in IVF-conceived males could be due to abnormal seminiferous tubules, metabolic syndromes and environmental exposures have an impact on the number, morphology, and molecular integrity of the sperm (48, 49). In humans, IVF male offspring did not present with changes in sperm count but did have an increase in sperm abnormalities (23). Although we also saw no differences in sperm count at 12 weeks, we observed altered morphology, with most of the changes related to head and acrosome abnormalities. Ultimately, an increase in the number of sperm abnormalities will impact the success of fertilization and compromise male fertility (50).

Because of previously identified changes in DNA methylation in IVF offspring reported by our group and others (7, 13, 24, 25), we examined DNA methylation in both testis and sperm. Both testicular and sperm DNA methylation were globally impacted, likely resulting from alterations in normal reprogramming during embryo formation. We also examined the sperm DNA methylation landscape in greater depth to determine the possibility of transmitting an abnormal epigenome to the next generation. A normal epigenetic landscape in sperm includes DNA methylation marks, retained histones and protamines, and noncoding RNAs (51). At both 12 and 39 weeks, we observed changes in DNA methylation, with a greater number of affected regions at the later age. Because environmental exposures can alter the DNA methylation patterns of sperm, negatively impacting the next generation (51, 52), IVF may induce similar effects, compromising sperm integrity and contributing to the multigenerational changes reported here. Interestingly, no specific genomic feature was affected; instead, all genomic regions were affected as we previously reported for other tissues (5, 7).

### IVF has a multigenerational negative impact.

To our knowledge, few studies have focused on the F2 generation of IVF offspring. Previous studies in mice reported that offspring from IVF/ICSI-conceived males exhibited altered fasting glucose and insulin levels (17, 21), with more pronounced changes when the offspring were exposed to a high-calorie diet (17, 21, 53). Because male gametes from IVF-conceived males have defects, e.g., changes in DNA methylation, we assessed whether such changes are observed in F2 offspring from IVF sires. At term (E18.5), sired offspring exhibited lower fetal and placental weights, which affected the fetal-to-placental weight ratio. Changes in this ratio are associated with altered placental efficiency (54) and are consistent with the small for gestational age (SGA) classification; SGA is linked to multiple paternal factors, including age, obesity, and other metabolic syndromes (55). At E18.5, we observe changes in gene expression in the placentas of F2 offspring from IVF compared with those from natural conception. These changes likely disrupt normal placental function and efficiency, potentially impeding the nutrient supply to the fetus and predisposing the offspring to metabolic dysregulation. Furthermore, abnormal paternal DNA methylation observed in the sperm may influence placental development and function, as reflected in the observed phenotype.

We hypothesize that the metabolic changes observed in the F2 generation result from metabolic alterations induced by IVF in the first generation, which are transmitted via affected sperm. Because sperm carry both genetic information and epigenetic marks, such as DNA methylation and histone modifications, abnormal DNA methylation in the father can be transmitted to the zygote, leading to developmental dysregulation, particularly in metabolism and growth. Additionally, we propose that these changes are exacerbated by paternal metabolic syndrome, which could increase systemic inflammation, oxidative stress, or hormonal imbalances, further altering the epigenetic landscape of the sperm and contributing to the observed metabolic and developmental phenotypes in F2 offspring.

Finally, we followed F2 mice to 12 weeks of age — a time at which we have previously identified significant changes in metabolic phenotypes in both female and male IVF offspring (7, 11). We observed that whereas most individuals appeared healthy, some exhibited altered metabolism, which mirrored the changes observed in the F1 generation (7, 11). These metabolic changes reflect those previously associated with metabolic syndrome in both humans and mice (13, 18, 56). Interestingly, we observed sex-specific adverse outcomes in the F2 from IVF offspring, including a higher risk of insulin and glucose resistance in males and a diabetic phenotype in females. These sex-specific differences can arise by sex-linked genes or hormones. We also observed more severe metabolic and gene expression changes in the F2 generation, as evidenced by the F2 liver RNA-Seq data. These effects could result from the cumulative impact of IVF in the F1 generation, together with a potential contribution of metabolic syndrome in the males, which may be inherited through the germline. These findings underscore that the negative effects of IVF not only persist but also may intensify in subsequent generations.

The changes observed in our model are likely the result of the cumulative effects of ART, such as longer culture to reach blastocyst stage and the metabolic syndromes developed by the IVF offspring fathers. Currently, no human studies have focused on the multigenerational effects of IVF largely because of the age of this population. The mouse model is advantageous for these studies because mice are sexually mature at 6–8 weeks, samples are easily accessible, external factors can be controlled, and the specific effects of ART interventions can be identified. Our findings highlight the importance of monitoring the long-term health of IVF offspring and subsequent generations.

In summary (Figure 9), we demonstrate that IVF offspring exhibit molecular and morphological changes in testis and sperm that affect not only the reproductive system but also other systemic functions. Additionally, these changes have a significant impact on the progeny of IVF offspring, leading to an increased risk of developing metabolic syndromes in adulthood. This work underscores the necessity of using a suitable animal model to evaluate the potential risks associated with IVF and other ART in the reproductive systems of humans and mice. It also emphasizes the broad effects of IVF on various systems that have been overlooked and the importance of improving ART technologies to ensure the health of both offspring and future generations.

## Methods

### Sex as a biological variable.

For this study, sex was considered as a biological variable in our experimental design because of sexually dimorphic adverse outcomes previously observed (7, 11, 18). We included only males to ensure a comprehensive evaluation of the effects of IVF on the next generation. Our results cannot be generalized, as reproductive development in males and females is different. Nevertheless, evaluation of the multigenerational impact of IVF included both female and male offspring, as the second generation from an IVF male has not been previously studied, and no sex-specific effects have been identified.

### Animals.

Breeding stocks of CF-1 female and male (Charles River Laboratories), C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ male and SJL female (The Jackson Laboratory) to generate SJL/B6 males as sperm donors, and CD-1 vasectomized male mice (Charles River Laboratories) were maintained in a pathogen-free facility. All animals were housed in polysulfone cages and had access to drinking water and chow (Laboratory Autoclavable Rodent Diet 5010, LabDiet) ad libitum.

### Generation of natural offspring.

Offspring conceived naturally (naturals) were generated by mating CF-1 females in their natural estrous cycle with 8-week-old SJL/B6 males heterozygous for GFP. Detection of a vaginal plug marked E0.5, and the embryos developed in vivo without embryo transfer (Figure 1A).

### Generation of IVF offspring.

As previously described (7, 11, 24, 25), IVF offspring were generated according to optimized protocols recommended by The Jackson Laboratory (57). CF-1 females were superovulated with 5 IU equine chorionic gonadotropin (eCG) followed by 5 IU human chorionic gonadotropin 46 hours after eCG injection. On the day of IVF, sperm were collected from the vas deferens and caudal epididymis of a male SJL/B6 heterozygous for GFP. The collection was performed using EmbryoMax Human Tubal Fluid media (HTF; EMD Millipore) containing 3% w/v bovine serum albumin (BSA; AlbuMax, Gibco) and under mineral oil (Irvine Scientific). Sperm were then capacitated for at least 1 hour. Eggs were collected and fertilized with capacitated SJL/B6 sperm in HTF medium. After 4 hours, eggs with evident pronuclei (fertilized) were washed in HTF medium and EmbryoMax KSOM medium containing half amino acids (KSOM+AA, EMD Millipore) before culturing to the blastocyst stage in KSOM+AA covered with mineral oil at 37°C in an atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_. After 3.5 days of culture, blastocysts were removed from the KSOM+AA culture droplet and briefly washed in Multipurpose Handling Medium Complete (Irvine Scientific) with gentamicin prior to embryo transfer. Pseudopregnant recipients (3.5 days postcopulation) were generated by mating CF-1 females with CD-1 vasectomized males. Each pseudopregnant recipient received 10 blastocysts by nonsurgical embryo transfer (Figure 1B). Day of blastocyst transfer was defined as E3.5.

### Fostering of natural and IVF offspring.

Fostering of natural and IVF offspring was performed as previously described (11). We generated 3 cohorts using individuals from 5 litters for each time point: (a) E18.5 cohort of 12 natural and 10 IVF males, (b) 12 weeks of age cohort of 12 natural and 12 IVF males, and (c) 39 weeks of age cohort of 12 natural and 19 IVF males.

### Tissue collection.

Naturally mated females or pseudopregnant recipients with IVF embryos were euthanized at E18.5, and fetuses and placentas were collected. Fetal and placental wet weights were recorded. Gonadal tissue was snap-frozen in liquid nitrogen. Adults at 12 weeks and 39 weeks of age were euthanized. Testes were collected and seminiferous tubules were collected from one of the testes and snap-frozen in liquid nitrogen. The other testis was fixed in 10% of phosphate-buffered formalin for histological analyses. Sperm was collected from the vas deferens and cauda, then processed using somatic cell lysis buffer, and the isolated sperm was snap-frozen. Blood was collected; serum was then isolated by centrifugation at 4°C and kept at –80°C for hormone measurements.

### Sperm morphology analysis.

Previously collected sperm from 12 weeks of age mice was used to obtain smears for morphological analysis using hematoxylin-eosin staining. We assessed abnormal sperm, categorizing them as follows: abnormal head (%head), abnormal tail (%tail), abnormal midpiece (%midpiece), and total abnormal sperm (%abnormal). Our analysis referenced previous studies by other authors who also assessed sperm morphology (58, 59).

### Hematoxylin-eosin, PR, and MT staining.

Testicular sections were stained with hematoxylin-eosin as described (7, 24). Testicular sections were imaged using an EVOS FL Auto Cell Imaging System and software (Thermo Fisher Scientific) at 4× original magnification and analyzed using FIJI/ImageJ (NIH). Changes in the seminiferous tubules’ area, thickness, and overall structure were recorded. ImageJ was used to identify changes in the intensity of the stain associated with collagen levels.

To assess changes in collagen deposition and potential fibrosis, PR staining was used on testicular sections as previously described (60). Briefly, tissue sections were deparaffinized in xylene and rehydrated through a graded series of ethanol concentrations (100%, 70%, and 30%), followed by rinsing with deionized water. Slides were then immersed in a PR staining solution, prepared by dissolving Sirius Red F3B (Direct Red 80, C.I. 35782, MilliporeSigma) in a 1.3% saturated aqueous picric acid solution (MilliporeSigma) at 0.1% w/v. After a 30-minute incubation in the staining solution at room temperature, the slides were destained with 0.05N HCl. The tissue sections were then dehydrated in 100% ethanol, cleared in xylene, and mounted with Permount mounting medium. Stained slides were imaged using an EVOS FL Auto Cell Imaging System (Thermo Fisher Scientific). The percentage of PR-positive signal was calculated using 3 testicular sections per animal with ImageJ.

To visualize collagen and validate PR staining, the MT assay was performed according to the manufacturer’s instructions (Polysciences, Inc.) on 3 testicular sections from each male. Slides were stained by the Pathology Core at the Children’s Hospital of Philadelphia (CHOP). Briefly, testicular sections were deparaffinized in xylene and rehydrated in graded ethanol (100% and 95%), followed by mordanting in preheated Bouin’s solution for 15 minutes at 60°C. Slides were then gently washed under running tap water for 5 minutes and stained with Weigert’s Iron Hematoxylin for 10 minutes. After several washes with tap water, the slides were stained in Biebrich Scarlet-Acid Fuchsin solution (MilliporeSigma) for 5 minutes and rinsed in distilled water. Samples were then incubated with phosphotungstic/phosphomolybdic acid for 10 minutes and finally stained with Aniline Blue for 5 minutes. After several rinses with distilled water, the slides were transferred to 1% acetic acid for 1 minute, dehydrated in ethanol, cleared in xylene, and mounted in VECTASHIELD mounting medium (Vector Laboratories). Slides were imaged in bright-field using an EVOS FL Auto Cell Imaging System. Images were analyzed using FIJI/ImageJ and the plugin colour_deconvulation2 (61, 62). The percentage of MT-positive signal was calculated using 3 testicular sections per animal.

### Testis immunohistochemistry.

For testicular immunochemistry, histological sections were rehydrated using xylene, followed by graded series of ethanol and then with PBS. Antigen retrieval was performed using Antigen Unmasking Solution (Vector Laboratories). Sections were subsequently washed, quenched with a 30% hydrogen peroxide/methanol solution, washed again in PBS, and blocked using 15% normal goat serum in 0.3% Triton-PBS for 1 hour at room temperature. The primary antibody, anti-SYCP3 (Abcam, ab97672) was applied at a dilution of 1:250 for 1 hour at room temperature, followed by overnight incubation at 4°C. Negative control slides received 15% normal goat serum without primary antibody. The following day, slides were washed with PBS, and secondary antibodies were applied: Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 647 (Thermo Fisher Scientific) at 1:250, along with Lectin PNA From *Arachis hypogaea* (peanut) Alexa Fluor 488 Conjugate (L21409, Thermo Fisher Scientific) at 1:250 in blocking solution, for 1 hour. After washing with PBS, slides were incubated with DAPI at 1:100 in blocking solution for 30 minutes. Finally, slides were washed in PBS and distilled water, then mounted using ProLong Diamond Antifade Mountant (Thermo Fisher Scientific). Robust positive staining was observed in spermatogonia, spermatocytes, and round spermatids, consistent with previous descriptions (63, 64). SYCP3-positive cells (spermatogonia and spermatocytes) and the total number of round spermatids (PNA-positive cells with a distinct DAPI chromocenter) in stage II–III and IV–VIII seminiferous tubules (>10 sections per stage, *n* = 6 per group) were scored by 2 people.

### Placenta histology and immunohistochemistry.

Placenta histology was performed as previously described (7, 24). At E18.5, placentas were collected, with half snap-frozen for molecular analysis and the other half fixed in 10% formalin. The fixed placentas were dehydrated through a graded series of ethanol concentrations, cleared with xylene, and embedded in paraffin. Serial histological sections of 5 μm were prepared using a microtome. Placentas were stained with hematoxylin-eosin and imaged using an EVOS FL Auto Cell Imaging System. Images were analyzed using FIJI/ImageJ to measure the total placental, labyrinth zone, and junctional zone area. Each data point represents the average of 3 placental sections, spaced 50 μm apart. The ratios of the junctional zone and labyrinth zone to the total placental area were calculated and expressed as percentages.

Placental sections were immunostained to detect vascular changes using the endothelial cell–specific marker CD34 as previously described (7, 24). Briefly, placental sections were rehydrated through a graded series of xylenes, graded ethanol series, and PBS. Antigen retrieval was performed using an Antigen Unmasking Solution (Vector Laboratories). Sections were washed and quenched with a 30% hydrogen peroxide/methanol solution, then washed in PBS twice, and blocked using 15% normal goat serum for 1 hour at room temperature. Anti-CD34 antibody (Abcam, ab81289) was applied to sections at a dilution of 1:200 for 1 hour at room temperature, then overnight at 4°C. For negative control slides, 15% normal goat serum was reapplied without the CD34 primary antibody. The next day, slides were washed with PBS, secondary goat anti-Rabbit IgG antibody (H+L) biotinylated (Vector Laboratories) was applied to all slides at 1:1,000 for 1 hour, and the ready-to-use VECTASTAIN Universal ABC kit and Vector NovaRED Peroxidase (HRP) Substrate Kits were used according to the manufacturer’s instructions (Vector Laboratories). Robust positive staining was observed in fetal endothelial cells of the labyrinth, as previously reported (24). Slides were counterstained with Harris Hematoxylin (MilliporeSigma), dehydrated through a graded ethanol series and xylene, and mounted using Fisher Chemical Permount Mounting Medium (Thermo Fisher Scientific). Placental sections were scanned and digitized using the Aperio Scanscope CS-O slide scanner (Leica) at the CHOP Pathology Core Laboratory. The labyrinth area was outlined using Aperio Imagescope software (Leica), and the Aperio Blood Vessel Analysis algorithm was applied as previously described (7, 24). Data are presented as the algorithm-measured areas of CD34-positive staining relative to the labyrinth area. Each data point represents the average of 2 placental sections, spaced 100 μm apart. The samples assessed at E18.5 included natural (*n* = 12; 6 males and 6 females) and IVF (*n* = 12; 6 males and 6 females).

### Testosterone levels.

Serum collected from blood on the day of euthanasia was used to measure changes in testosterone levels using the commercially available Mouse/Rat Testosterone ELISA Kit (ab285350, Abcam) and following the manufacturer’s guidelines.

### DNA and RNA isolation from testis, placenta, and sperm.

DNA and RNA were isolated from one-quarter of each snap-frozen testis, as previously described (65). Sperm was collected from the vas deferens and caudal epididymis at 12 and 39 weeks of age and capacitated in EmbryoMax HTF (EMD Millipore) with 3% w/v BSA for 30 minutes at 37°C. Motile sperm was collected by removing the supernatant, spun down for 5 minutes at 650*g*, and incubated for 15 minutes on ice with somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100) to lyse and remove somatic cells. After treatment with the lysis buffer, sperm was counted, spun down for 5 minutes at 10,000*g*, and snap-frozen for storage at –80°C until further processing. For DNA isolation, seminiferous tubules were digested in lysis buffer (50 mM Tris at pH 8.0, 100 mM EDTA, 0.5% SDS) with proteinase K (180 U/mL; MilliporeSigma) overnight at 55°C. Sperm pellets were resuspended in sperm lysis buffer (20 mM Tris-HCl, pH 8.0, 200 mM NaCl, 20 mM EDTA, 4% SDS) with 5 μL of β-mercaptoethanol and proteinase K (180 U/mL) and incubated overnight at 55°C. Genomic DNA was isolated using phenol/chloroform/alcohol (25:24:1; MilliporeSigma), followed by ethanol precipitation and resuspension in buffer (10 mM Tris-HCl, pH 8.0, 0.5 mM EDTA).

RNA was isolated from a cross section of the testis or placenta using an adapted protocol of TRIzol (Thermo Fisher Scientific) and miRNeasy Kit (QIAGEN), following the manufacturer’s protocol. DNase treatment was performed during RNA isolation to eliminate genomic DNA contamination. RNA quality and concentration were determined by RNA ScreenTape analysis using a TapeStation (Agilent Technologies).

### LUMA.

Genomic DNA (1 μg) from testis, sperm, and ovaries (second generation) was used to measure global DNA methylation by LUMA as previously described (7, 24, 25).

### Genome-wide DNA methylation profiling and analysis.

We performed genome-wide DNA methylation profiling on a random subset of 12-week and 39-week-old offspring sperm (*n* = 6 males for each group, 12 for each age), as previously described (7, 35). The samples were processed at the Children’s Hospital of Philadelphia (CHOP) Center for Applied Genomics Genotyping Core. Bisulfite-treated DNA (1 μg) was pipetted onto an Illumina Infinium Mouse Methylation-12v1-0 BeadChip that was run on an Illumina iScan System using the manufacturer’s standard protocol as previously described (5, 35, 36).

Raw IDAT files were processed, as previously described (5, 35, 66). Changes in DNA methylation were identified by comparing the methylation levels probe by probe between naturals and IVF offspring. We analyzed the data using the pipeline recommended by the SeSAMe package (67), as previously described (7, 35). CG identity was assessed using the tool KYCG part of the SeSAMe R package. Pathway analyses were performed using the package for R: clusterProfiler.

### RNA-Seq.

We performed RNA-Seq on a random subset of E18.5, 12-week, and 39-week testis from *n* = 5 individuals for each group, different litters and tissue, a random subset of E18.5 placentas from *n* = 4–6 F2 for each group and 5 litters to determine changes in gene expression, and a random subset of liver, testis, and ovaries from the second generation. As previously described (7, 11), total RNA (4 μg) was used to prepare mRNA-Seq libraries using mRNA-Seq library synthesis kit and Single-Indexed adapter kit (both KAPA Biosystems). Library quality control was conducted using High Sensitivity DNA ScreenTape for TapeStation (Agilent Technologies) and Library Quantification Kit (KAPA Biosystems). Sequencing was performed using the NovaSeq 1000 platform (Illumina).

RNA-Seq reads were analyzed as previously described (7, 11). Numbers for total sequenced, aligned, and counted reads for each sample are listed in Supplemental Table 1.

### RT-qPCR.

Extracted testicular RNA from naturals and IVF offspring at 12 and 39 weeks were cDNA converted as previously described (5, 7, 11). Primers are listed in Supplemental Table 2. Relative expression was calculated using the quantified expression from the endogenous control *Nono* and Actin B (*ActB*) that showed stable expression levels in mouse across multiple samples. RT-qPCR was conducted on all samples, including those used for RNA-Seq: 12 weeks natural (*n* = 12) and IVF (*n* = 12) and 39 weeks naturals (*n* = 12) and IVF (*n* = 12).

### Western blot.

Seminiferous tubules from 12- and 39-week males were used for protein analysis by Western blot as previously described (11). Protein lysate (20 μg) was used per sample, and each membrane was probed with primary antibodies diluted in 5% nonfat dairy milk in TBS-T for GAPDH (1:5,000, Cell Signaling Technology) and AR (1:1,000; Abcam), VCAM1 (1:1,000; Abcam), or COL1A1 (1:1,000; Abcam). Levels of AR, COL1A1, and VCAM1 were determined relative to GAPDH levels and compared between groups.

### Multigenerational studies in natural and IVF offspring.

Natural and IVF offspring at 12 weeks of age were mated with wild-type CF-1 females for 4 consecutive litters. At E18.5 some pregnant females were euthanized, and both fetus and placenta were collected to assess prevalence of the phenotype on the next generation. Other litters were weaned at 21 days of age, and using a calibrated digital scale, body weights were measured at birth and weekly from 3 to 12 weeks of age. Five animals were housed per cage to ensure no differences in food and water consumption as previously described (7, 11). Twelve-week-old animals were euthanized, and blood glucose levels were obtained by tail snip using a hand-held glucometer (ReliOn). Whole blood was collected by cardiac puncture, then centrifuged at 10,000*g*, and serum was collected and stored at −80°C for subsequent assays. Total triglycerides were assayed using enzymatic colorimetric assay kits from Stanbio (Boerne), and insulin was assayed using enzymatic colorimetric assay kits from Crystal Chem. Total cholesterol, HDL, and LDL/VLDL were assayed using the HDL and LDL/VLDL Cholesterol Assay Kit (Abcam ab65390).

Organ weights were recorded, and blood was collected for metabolic and hormonal panels. For molecular analysis, part of the liver, previously homogenized pancreas in TRIzol, one of the ovaries, and one of the testes snap-frozen in liquid nitrogen were used. For morphological and histological analysis, the remaining liver, pancreas, one of the ovaries, and one of the testes were fixed in 10% formaldehyde in PBS.

### Statistics.

All samples were statistically analyzed by 2-tailed *t* test. Probabilities of genomic regions in the array were compared using a Bernoulli distribution using R v 4.2.2 (R foundation for Statistical Computing; www.R-project.org/). Significant differences comparing natural and IVF offspring were denoted as statistically significant if *P* < 0.05. Differences in variability was calculated by *F* test; statistically significant differences comparing natural and IVF were denoted if *P* < 0.05. Sperm correlation analysis was performed using a Pearson *r* test and considered significant if *P* < 0.05. All statistical analyses were performed using GraphPad Prism version 9.1.

### Study approval.

All animal work was conducted with the approval of the Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania. IACUC protocol 80354 has been previously revised and approved.

### Data availability.

All values for all data points in graphs are reported in the Supporting Data Values file. Additionally, the data array and sequencing data underlying this article are available at National Center for Biotechnology Information Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, under accession number GSE280286.

## Author contributions

EARC and MSB designed research studies. EARC, AJS, CNH, and LR conducted experiments. EARC and AJS acquired data. EARC wrote the manuscript; and EARC, CNH, AJS, LR, RMS, and MSB edited and reviewed the manuscript prior to submission. EARC is listed as first author based on his conceptualization and initiation of the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 10

Supplemental table 11

Supplemental table 12

Supplemental table 13

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
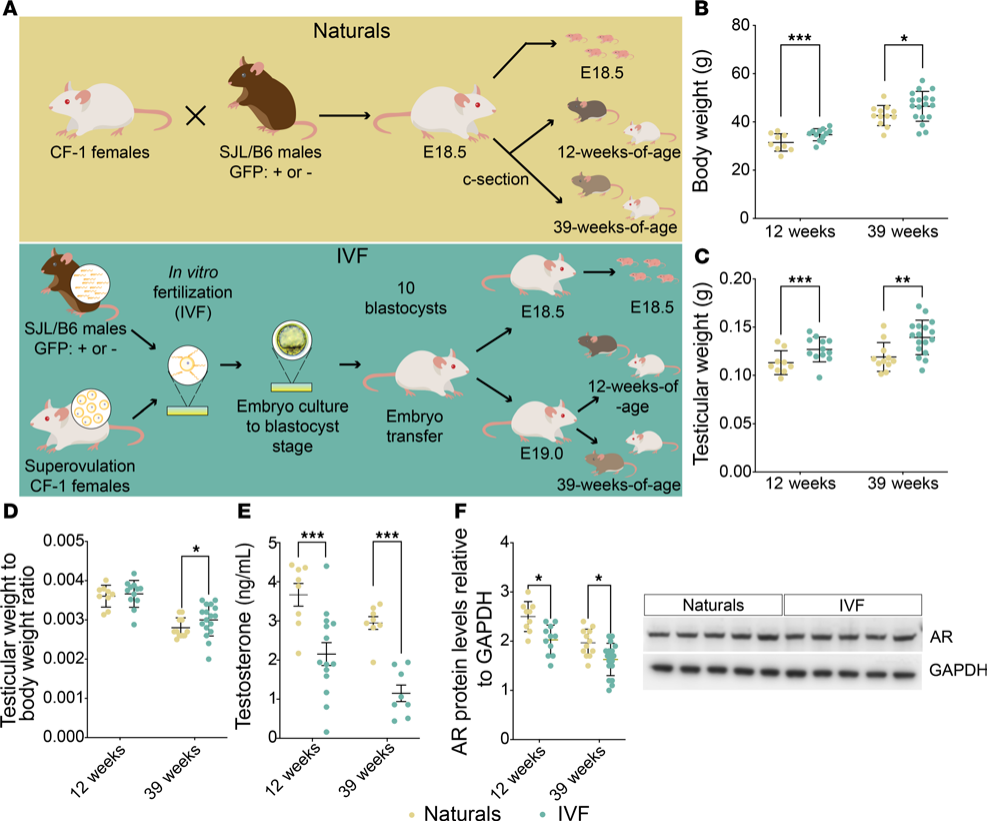
Mouse model and general parameters. (**A**) Mouse model: Top: Naturally conceived embryos (Naturals) were generated using SJL/B6 male mice and CF-1 female mice, and bottom: IVF embryos were produced using capacitated sperm from SJL/B6 GFP^+^ or GFP^–^ mice and eggs from superovulated CF-1 mice. Embryos were cultured to the blastocyst stage; 10 blastocysts were transferred to pseudopregnant females. At E18.5 pregnant females from both groups were C-sectioned, and fetuses were delivered and collected for molecular analysis. For adult cohorts C-section–delivered pups at E18.5 (Naturals) or E19.0 (IVF) were fostered with wild-type dams and monitored until 12 or 39 weeks of age. Shown are (**B**) body weights before 6 hours of fasting, (**C**) testicular weights, (**D**) testicular/body weight ratios, (**E**) serum testosterone levels assayed by ELISA, and (**F**) representative immunoblot testicular protein levels of AR relative to GAPDH assayed by Western blots. Data are depicted as mean ± SEM; *n* = 10–12 per group. The black line represents the mean of each group. Statistical significance was determined by *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001 IVF groups compared with Naturals.

**Figure 2:**
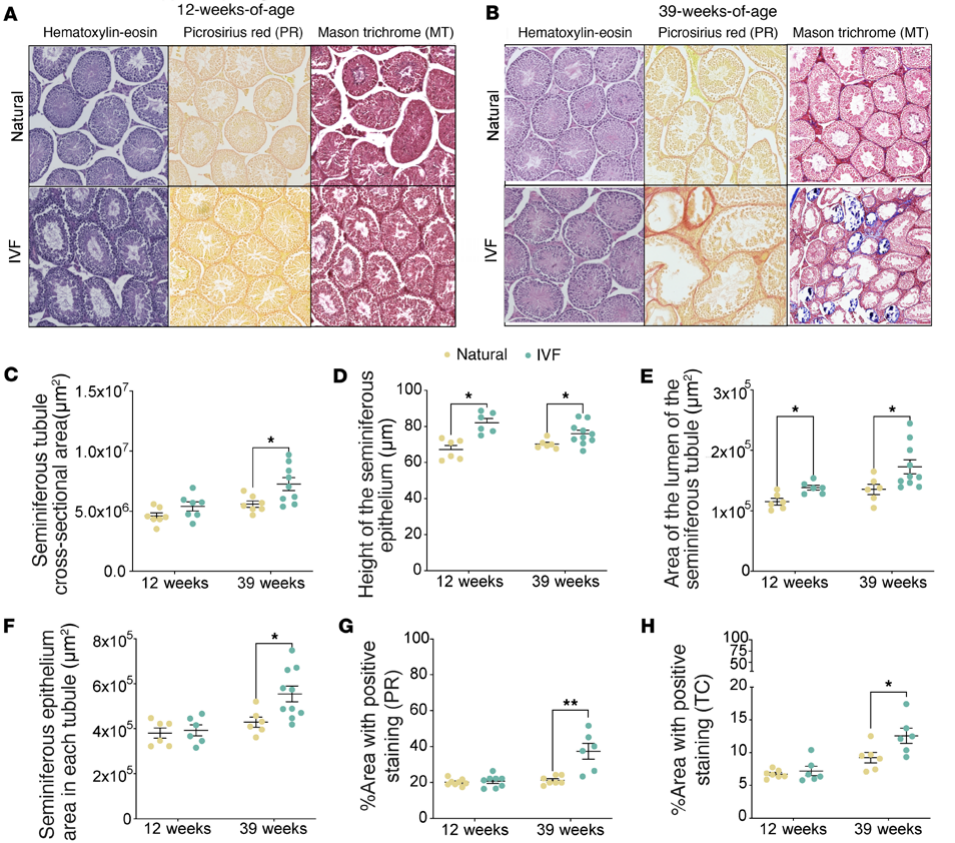
Testicular morphology analysis using hematoxylin-eosin, Picrosirius red, and Masson’s trichrome staining. Testicular cross sections at (**A**) 12 weeks of age and (**B**) 39 weeks of age using hematoxylin-eosin, Picrosirius red (PR), and Masson’s trichrome (MT). (Original magnification is 4×.) Morphology of the seminiferous tubules in hematoxylin-eosin slides, including (**C**) whole cross-sectional area, (**D**) height, (**E**) lumen area, and (**F**) total seminiferous epithelium area. Percentage of positively stained area with PR (**G**) and MT (TC) (**H**) is depicted. The black line represents the mean of each group. Each data point represents an individual conceptus from a minimum of 5 litters (*n* = 5–10/group). Data are expressed as mean ± SEM. Statistical analysis between groups was done by *t* test; *P < 0.05, and **P < 0.01, when comparing IVF against Naturals.

**Figure 3:**
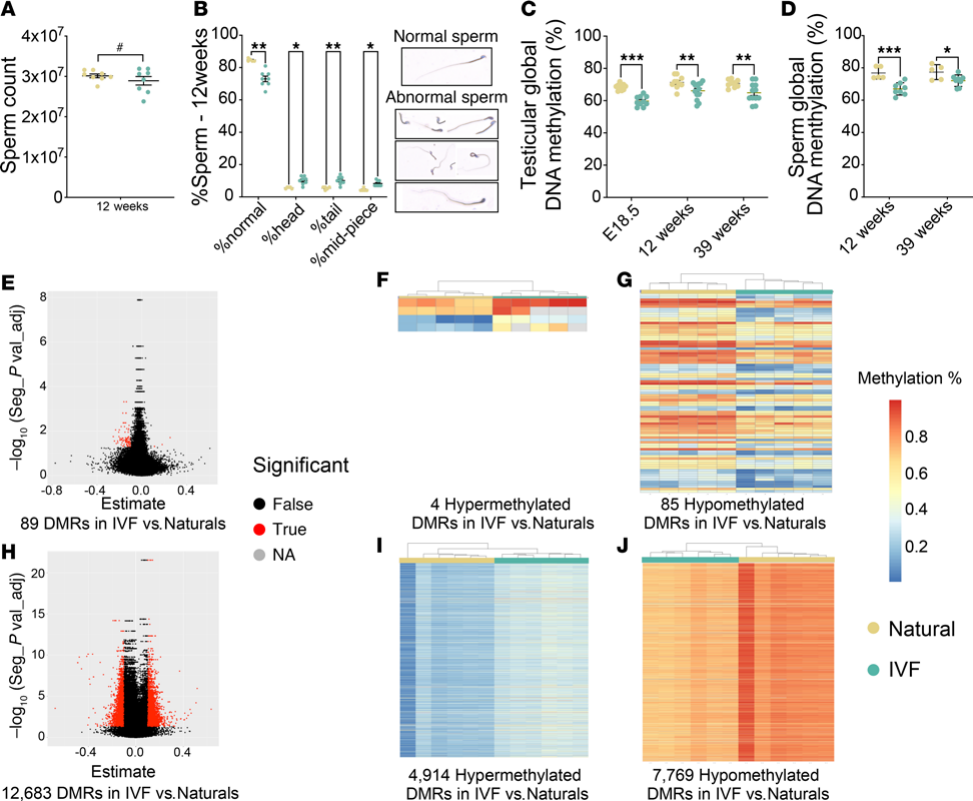
Sperm parameters and testicular DNA methylation. (**A**) Sperm count using a bright-field microscope; (**B**) sperm morphology quantification using eosin 1% staining where sperm is categorized as normal (%normal), abnormal head (%head), abnormal tail (%tail), and abnormal midpiece (%midpiece); (**C**) testicular global DNA methylation; and (**D**) sperm global DNA methylation using LUMA for 12- and 39-week natural and IVF offspring. Infinium Mouse Methylation BeadChip sperm analysis, including (**E**) volcano plot for DMRs at 12 weeks, 12 weeks heatmap with (**F**) hypermethylated DMRs and (**G**) hypomethylated DMRs, (**H**) volcano plot for DMRs at 39 weeks, and 39 weeks heatmap with (**I**) hypermethylated DMRs and (**J**) hypomethylated DMRs. Seg, segmentation analysis. Each data point represents 1 individual from a minimum of 5 litters (*n* = 10–15/group). Data are expressed as mean ± SEM. Statistical analysis between groups was done by *t* test; *, **, and *** represent significant differences of *P* < 0.05, *P* < 0.01, and *P* < 0.001 respectively, when comparing IVF and Naturals. Variability was calculated using an *F* test, and ^#^ represents a significant difference (*P* < 0.05) in IVF compared with Naturals.

**Figure 4:**
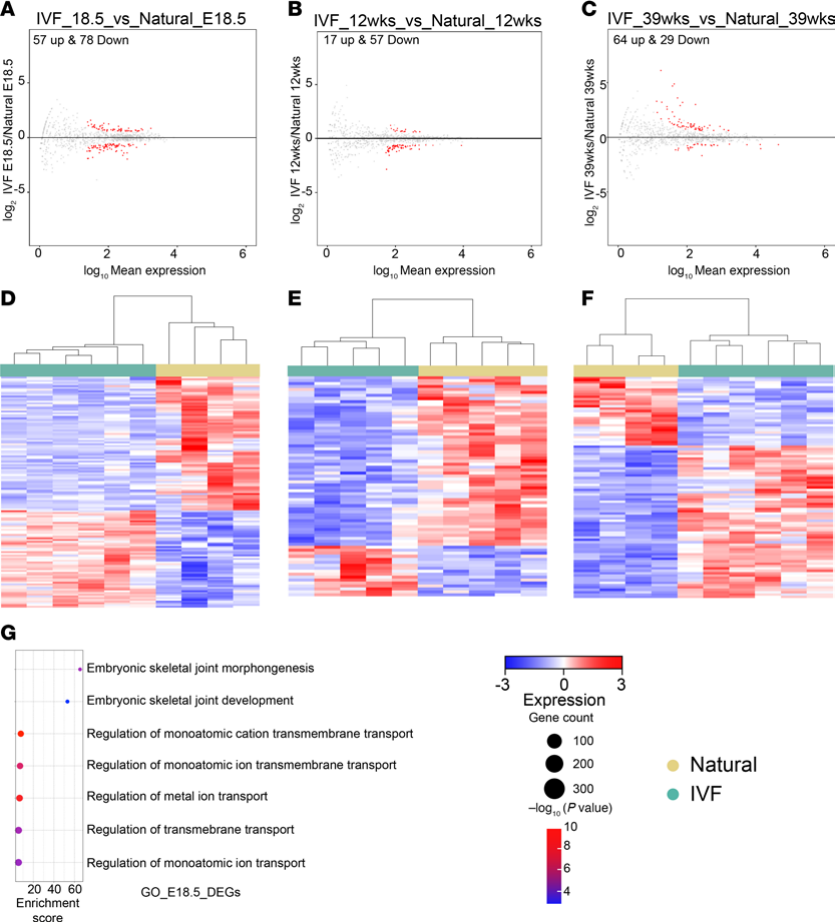
Transcriptome analysis of testicular tissues by RNA-Seq. Volcano plots showing differentially expressed genes (DEGs) for (**A**) E18.5 gonads and testis at (**B**) 12 weeks and (**C**) 39 weeks IVF versus natural. Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs in (**D**) E18.5 gonads and testis at (**E**) 12 weeks and (**F**) 39 weeks. Gene ontology analysis for relevant affected pathways: (**G**) E18.5 testis. Color boxes at the top denote the experimental group.

**Figure 5:**
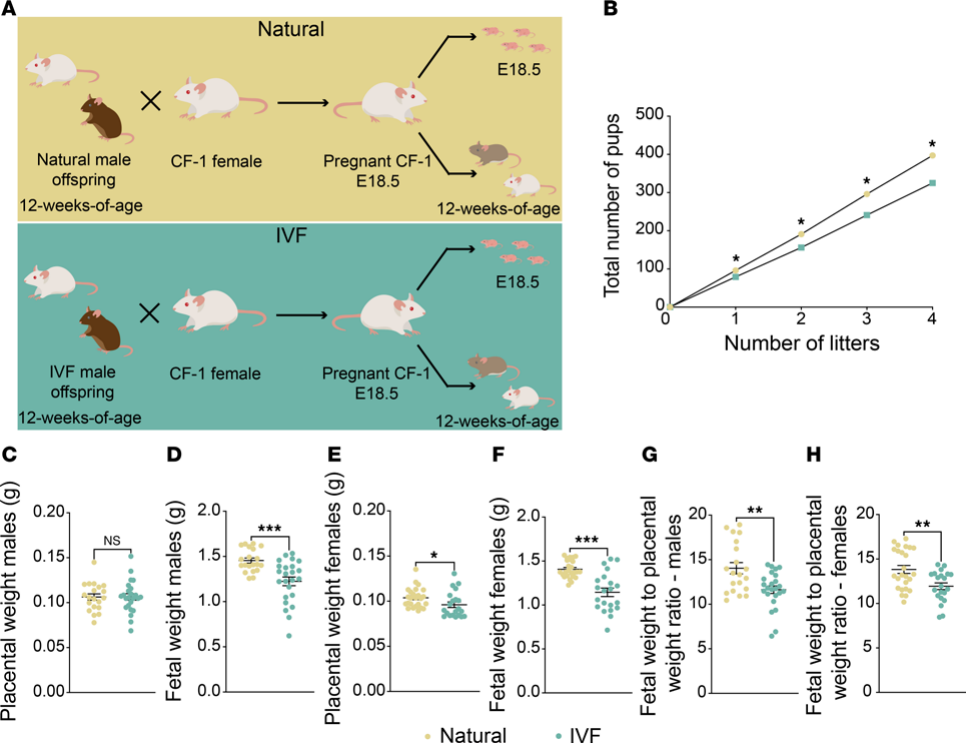
Multigenerational impacts of IVF. (**A**) Mouse model: Top: F2 naturally conceived offspring were generated using natural male offspring and CF-1 female mice, and bottom: F2 IVF offspring were produced using IVF male offspring and CF-1 female mice. E18.5 pregnant females from both groups were C-sectioned, and concepti were delivered and collected for molecular and histological analysis. For adult cohorts naturally delivered pups were maintained until 12 weeks of age. (**B**) Total number of pups is depicted for 4 consecutive litters, with data presented as summary of total pups after each litter from 4 breeding pairs/group. Placental (**C**) and fetal (**D**) weight for male offspring and placental (**E**) and fetal (**F**) weight for female offspring are shown. The fetal weight/placental weight ratio for male (**G**) and female (**H**) offspring. Data are mean ± SEM; *n* = 16–20 per group. Black lines represent the mean of each group. Statistical significance was determined by *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001, when IVF groups are compared with Naturals.

**Figure 6:**
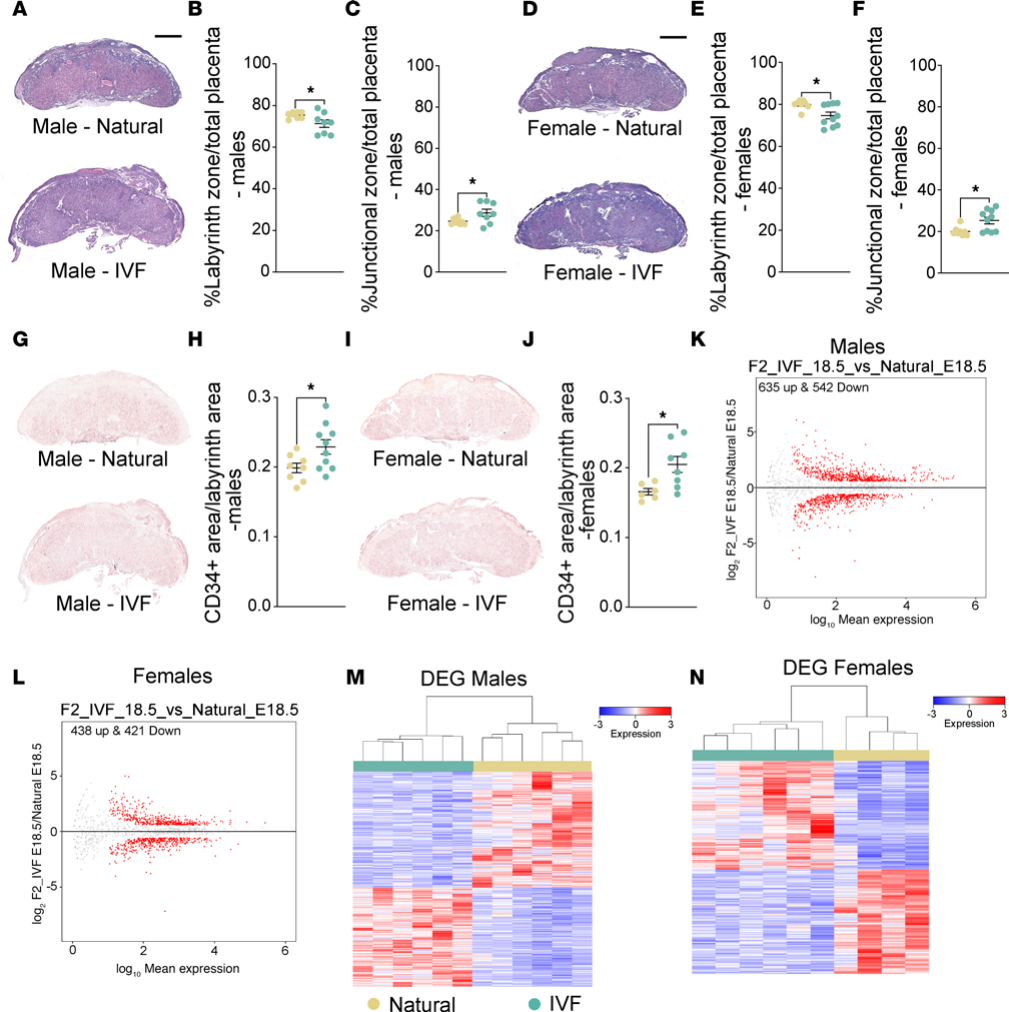
Multigenerational impacts of IVF in placenta. Percentage of placental junctional and labyrinth zone at E18.5 using hematoxylin-eosin staining. Placenta cross sections from (**A**) hematoxylin-eosin–stained tissues (scale bar: 850 μm) from F2 E18.5 male placentas with the percentage of (**B**) labyrinth zone and (**C**) junctional zone shown. (**D**) Hematoxylin-eosin histological sections from F2 E18.5 female placentas with the percentage of (**E**) labyrinth zone and (**F**) junctional zone indicated. Quantitative analysis of labyrinth fetal endothelial cells using CD34 and counterstained with hematoxylin in natural and IVF placentas at E18.5: (**G**) representative images of male placentas from E18.5 natural and IVF and (**H**) quantification of E18.5 fetal endothelial cell positive staining as a percentage of total labyrinth area using ePathology software (5, 24) for male placentas. (**I**) Representative images of female placentas from F2 E18.5 natural and IVF and (**J**) quantification of E18.5 fetal endothelial cell positive staining in females. Original magnification is 4× (**G** and **I**). RNA-Seq using F2 male and female E18.5 placentas: volcano plots showing DEGs for (**K**) F2 male E18.5 placentas and (**L**) F2 female E18.5 placentas IVF versus natural. Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs in (**M**) F2 male E18.5 placentas and (**N**) F2 female E18.5 placentas. For histology, each data point represents an individual placenta from a minimum of 4 different litters. The black line represents the mean of each group (*n* = 8/group/sex). Statistical significance was determined by *t* test; *P < 0.05 when compared groups against natural.

**Figure 7:**
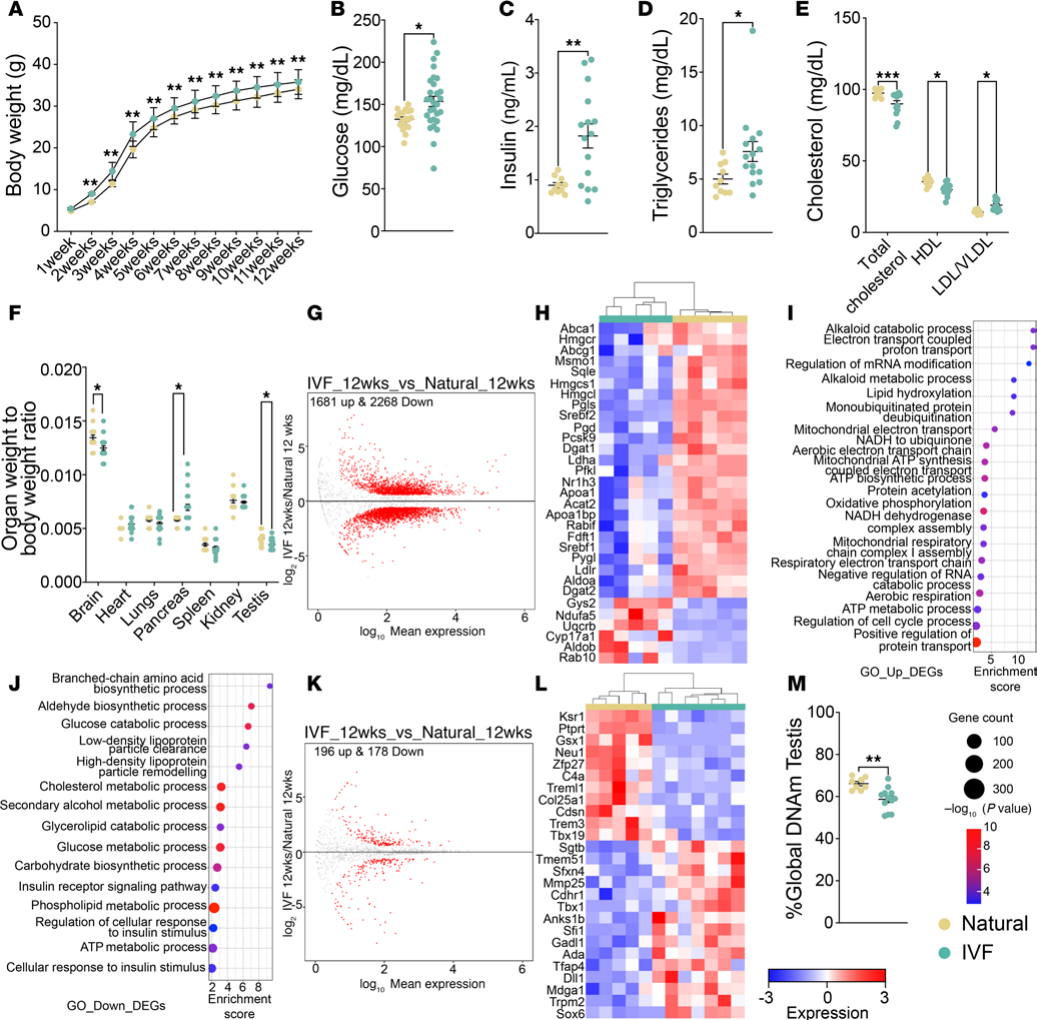
Multigenerational impact of IVF on male offspring. (**A**) Body weights were taken from 1 to 12 weeks of age. Metabolic screening included (**B**) glucose, (**C**) insulin, (**D**) triglycerides, and (**E**) total cholesterol, HDL, and LDL/VLDL. (**F**) The organ weight/body weight ratio is shown. (**G**) Volcano plot showing DEGs for liver RNA-Seq. (**H**) Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs involved in cholesterol, triglyceride, insulin, and glucose metabolic pathways. Gene ontology analysis for pathways involved in metabolism using (**I**) upregulated DEGs and (**J**) downregulated DEGs. (**K**) Volcano plot showing DEGs for testis RNA-Seq. (**L**) Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs involved in spermatogenesis and testis differentiation. (**M**) Global DNA methylation of F2 testis at 12 weeks by LUMA. Data are shown as mean ± SEM; *n* = 10–15 per group. The black line represents the mean of each group. Statistical significance was determined by *t* test; *P < 0.05 and **P < 0.01, IVF compared with natural. For RNA-Seq, color boxes at the top denote the experimental group.

**Figure 8:**
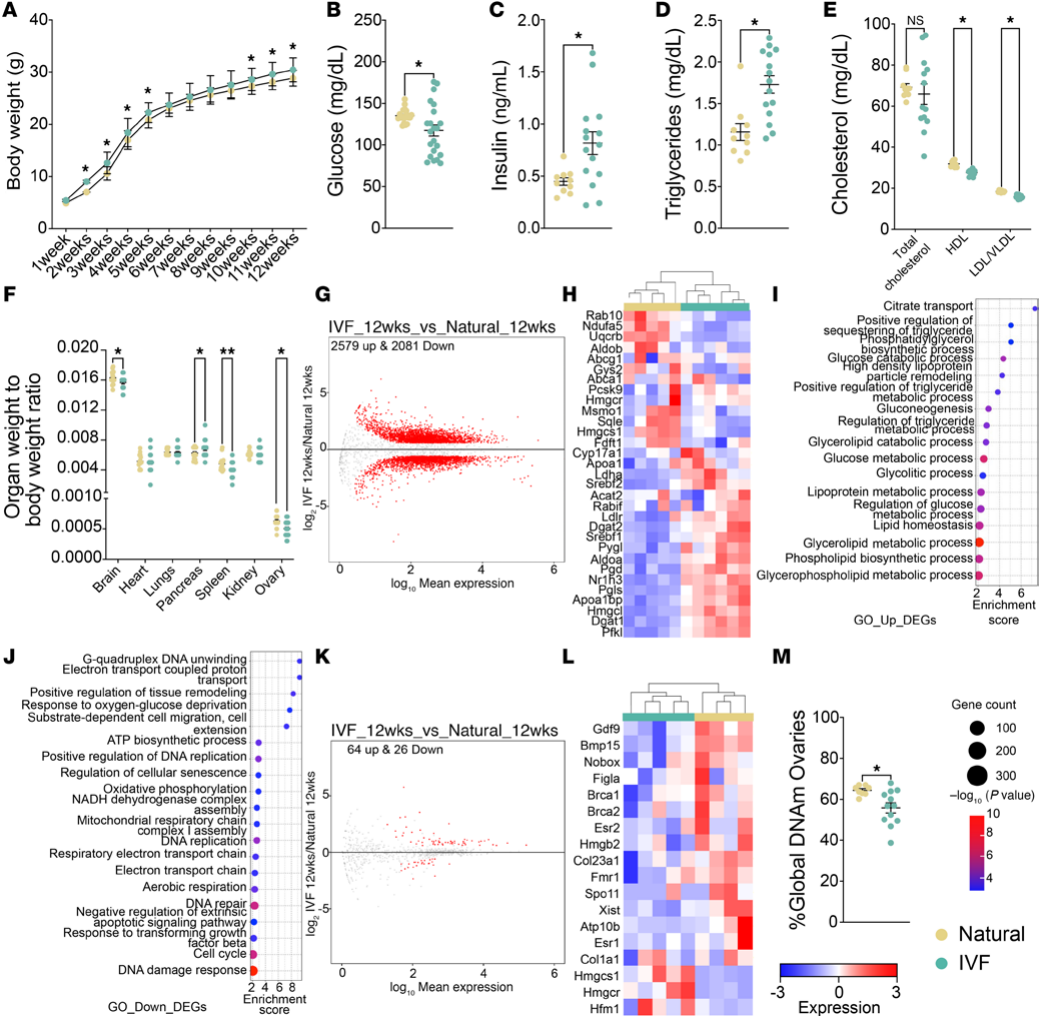
Multigenerational impact of IVF on female offspring. (**A**) Body weights were taken from 1 to 12 weeks of age. Metabolic screening included (**B**) glucose, (**C**) insulin, (**D**) triglycerides, and (**E**) total cholesterol, HDL, and LDL/VLDL. (**F**) The organ weight/body weight ratio is shown. (**G**) Volcano plot showing DEGs for liver RNA-Seq. (**H**) Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs involved in cholesterol, triglyceride, insulin, and glucose metabolic pathways. Gene ontology analysis for pathways involved in metabolism using (**I**) upregulated DEGs and (**J**) downregulated DEGs. (**K**) Volcano plot showing DEGs for ovary RNA-Seq. (**L**) Heatmap for log_2_-transformed expression levels obtained from RNA-Seq of DEGs involved in ovarian function. (**M**) Global DNA methylation of F2 ovary at 12 weeks by LUMA. Data are depicted as mean ± SEM; *n* = 10–15 per group. The black line represents the mean of each group. Statistical significance was determined by *t* test; *P < 0.05, and **P < 0.01 IVF compared with natural. For RNA-Seq color boxes at the top denote the experimental group.

**Figure 9:**
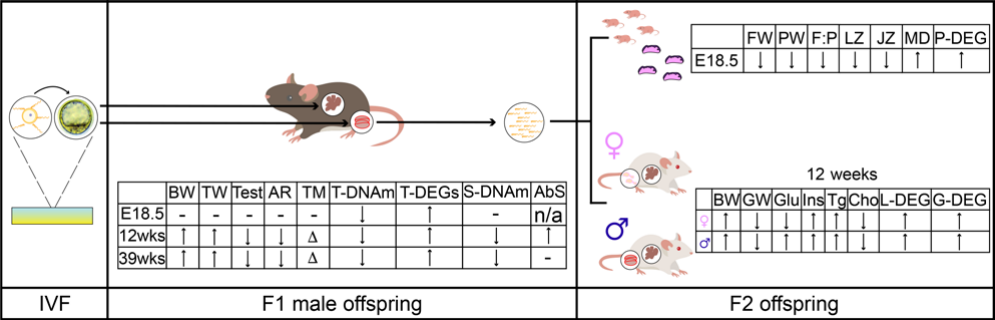
Summary of major findings. The use of IVF induced changes in testicular and sperm morphology and molecular profiles. Arrows indicate the direction of the changes compared with Naturals, with more arrows showing more significant changes. F1 male offspring: BW, body weight; TW, testicular weight; Test, testosterone; AR, androgen receptor protein levels; TM, testicular morphology; T-DNAm, testicular DNA methylation; T-DEGs, testicular differentially expressed genes; S-DNAm, sperm DNA methylation; AbS, abnormal sperm morphology. F2 offspring, E18.5 FW, fetal weight; PW, placental weight; F:P, fetal weight/placental weight ratio; LZ, %labyrinth zone; JZ, %junctional zone; MD, microvessel density; P-DEG, placental differentially expressed genes. 12 weeks: BW, body weight; GW, gonad (testis or ovary) weight; Glu, glucose; Ins, insulin; Tg, triglycerides; Cho, cholesterol; L-DEGs, liver differentially expressed genes; G-DEGs, gonadal (testis or ovary) differentially expressed genes; ↑, significantly higher; ↓, significantly lower; Δ, changed; –, not measured in this project; n/a, not applicable.

## References

[2] Eskew AM, Jungheim ES (2017). A history of developments to improve in vitro fertilization. Mo Med.

[3] Rhon-Calderon EA (2019). The effects of assisted reproductive technologies on genomic imprinting in the placenta. Placenta.

[4] Gosden R (2003). Rare congenital disorders, imprinted genes, and assisted reproductive technology. Lancet.

[5] Vrooman LA (2022). Placental abnormalities are associated with specific windows of embryo culture in a mouse model. Frontiers in cell and developmental biology. Front Cell Dev Biol.

[6] Chronopoulou E, Harper JC (2015). IVF culture media: past, present and future. Hum Reprod Update.

[7] Rhon-Calderon EA (2023). Trophectoderm biopsy of blastocysts following IVF and embryo culture increases epigenetic dysregulation in a mouse model. Hum Reprod.

[8] Kushnir VA (2022). The future of IVF: the new normal in human reproduction. Reprod Sci.

[9] Kanatsu-Shinohara M (2023). Intracytoplasmic sperm injection induces transgenerational abnormalities in mice. J Clin Invest.

[10] Bryda EC (2013). The Mighty Mouse: the impact of rodents on advances in biomedical research. Mo Med.

[11] Narapareddy L (2021). Sex-specific effects of in vitro fertilization on adult metabolic outcomes and hepatic transcriptome and proteome in mouse. FASEB J.

[12] Harner R (2021). Ovulation induction is associated with altered growth but with preservation of normal metabolic function in murine offspring. F S Sci.

[13] Lira-Albarrán S (2022). DNA methylation profile of liver of mice conceived by in vitro fertilization. J Dev Orig Health Dis.

[14] Cui L (2020). Increased risk of metabolic dysfunction in children conceived by assisted reproductive technology. Diabetologia.

[15] Kianpour M (2023). Metabolic syndrome and assisted reproductive techniques. J Family Reprod Health.

[16] Qin N (2021). Abnormal glucose metabolism in male mice offspring conceived by in vitro fertilization and frozen-thawed embryo transfer. Front Cell Dev Biol.

[17] Heber MF, Ptak GE (2020). The effects of assisted reproduction technologies on metabolic health and disease†. Biol Reprod.

[18] Donjacour A (2014). The ovarian reserve of primordial follicles and the dynamic reserve of antral growing follicles: what is the link?. Biol Reprod.

[19] Aljahdali A (2020). The duration of embryo culture after mouse IVF differentially affects cardiovascular and metabolic health in male offspring. Hum Reprod.

[20] Rubino P (2016). The ICSI procedure from past to future: a systematic review of the more controversial aspects. Hum Reprod Update.

[21] Ban M (2024). IVF exposure induced intergenerational effects on metabolic phenotype in mice. Reprod Biomed Online.

[22] Balli M (2022). Opportunities and limits of conventional IVF versus ICSI: it is time to come off the fence. J Clin Med.

[23] Catford SR (2018). Long-term follow-up of ICSI-conceived offspring compared with spontaneously conceived offspring: a systematic review of health outcomes beyond the neonatal period. Andrology.

[24] Vrooman LA (2020). Assisted reproductive technologies induce temporally specific placental defects and the preeclampsia risk marker sFLT1 in mouse. Development.

[25] de Waal E (2015). The cumulative effect of assisted reproduction procedures on placental development and epigenetic perturbations in a mouse model. Hum Mol Genet.

[27] Ide H (2023). The impact of testosterone in men’s health. Endocr J.

[28] Xie B-G (2014). Pathological changes of testicular tissue in normal adult mice: a retrospective analysis. Exp Ther Med.

[29] Nantel F (1996). Spermiogenesis deficiency and germ-cell apoptosis in CREM-mutant mice. Nature.

[30] Matzkin ME (2021). Hallmarks of testicular aging: the challenge of anti-inflammatory and antioxidant therapies using natural and/or pharmacological compounds to improve the physiopathological status of the aged male gonad. Cells.

[31] Siu MK, Cheng CY (2008). Extracellular matrix and its role in spermatogenesis. Adv Exp Med Biol.

[32] Li H (2020). Bioactive fragments of laminin and collagen chains: lesson from the testis. Reproduction.

[33] López De Padilla CM (2021). Picrosirius red staining: revisiting its application to the qualitative and quantitative assessment of collagen type I and type III in tendon. J Histochem Cytochem.

[34] Van De Vlekkert D (2020). Analysis of generalized fibrosis in mouse tissue sections with Masson’s trichrome staining. Bio Protoc.

[35] Prasasya RD (2024). Iterative oxidation by TET1 is required for reprogramming of imprinting control regions and patterning of mouse sperm hypomethylated regions. Dev Cell.

[36] Mani S (2022). Embryo cryopreservation leads to sex-specific DNA methylation perturbations in both human and mouse placentas. Hum Mol Genet.

[37] MacPhillamy C (2024). DNA methylation analysis to differentiate reference, breed, and parent-of-origin effects in the bovine pangenome era. Gigascience.

[38] Li M (2022). Trends in insulin resistance: insights into mechanisms and therapeutic strategy. Signal Transduct Target Ther.

[39] Vrooman LA, Bartolomei MS (2017). Can assisted reproductive technologies cause adult-onset disease? Evidence from human and mouse. Reprod Toxicol.

[40] Montjean D (2022). Impact of endocrine disruptors upon non-genetic inheritance. Int J Mol Sci.

[41] Davey RA, Grossmann M (2016). Androgen receptor structure, function and biology: from bench to bedside. Clin Biochem Rev.

[43] Willems M (2022). Transcriptomic differences between fibrotic and non-fibrotic testicular tissue reveal possible key players in Klinefelter syndrome-related testicular fibrosis. Sci Rep.

[44] Palmer NO (2012). Impact of obesity on male fertility, sperm function and molecular composition. Spermatogenesis.

[45] Finelli R (2021). Impact of alcohol consumption on male fertility potential: a narrative review. Int J Environ Res Public Health.

[46] Han G (2024). Ethanol-related transcriptomic changes in mouse testes. BMC Genomics.

[47] Dong J (2024). Metformin improves obesity-related oligoasthenospermia via regulating the expression of HSL in testis in mice. Eur J Pharmacol.

[48] Cescon M (2020). Environmental impact on male (In)Fertility via epigenetic route. J Clin Med.

[49] Kumar N, Singh AK (2022). Too advanced for assessment? Advanced materials, nanomedicine and the environment. Environ Sci Eur.

[50] Giudice FD (2022). The association of impaired semen quality and pregnancy rates in assisted reproduction technology cycles: Systematic review and meta-analysis. Andrologia.

[51] Garrido N (2023). Sperm epigenetics landscape: correlation with embryo quality, reproductive outcomes and offspring’s health. Panminerva Med.

[52] Keyhan S (2021). Male obesity impacts DNA methylation reprogramming in sperm. Clin Epigenetics.

[53] Chen S (2015). Corrigendum: Assisted reproduction causes placental maldevelopment and dysfunction linked to reduced fetal weight in mice. Sci Rep.

[54] Hayward CE (2016). Placental adaptation: what can we learn from birthweight:placental weight ratio?. Front Physiol.

[55] Nam H-K, Lee K-H (2018). Small for gestational age and obesity: epidemiology and general risks. Ann Pediatr Endocrinol Metab.

[56] Fahed G (2022). Metabolic syndrome: updates on pathophysiology and management in 2021. Int J Mol Sci.

[58] Bruner-Tran KL (2014). Developmental exposure of mice to dioxin promotes transgenerational testicular inflammation and an increased risk of preterm birth in unexposed mating partners. PLoS One.

[59] Takeda N (2016). Viable offspring obtained from Prm1-deficient sperm in mice. Sci Rep.

[60] Briley SM (2016). Reproductive age-associated fibrosis in the stroma of the mammalian ovary. Reproduction.

[61] Landini G (2021). Colour deconvolution: stain unmixing in histological imaging. Bioinformatics.

[62] Ruifrok AC, Johnston DA (2001). Quantification of histochemical staining by color deconvolution. Anal Quant Cytol Histol.

[63] Luense LJ (2019). Gcn5-mediated histone acetylation governs nucleosome dynamics in spermiogenesis. Dev Cell.

[64] Nakata H (2015). Quantitative analysis of the cellular composition in seminiferous tubules in normal and genetically modified infertile mice. J Histochem Cytochem.

[65] de Waal E (2014). In vitro culture increases the frequency of stochastic epigenetic errors at imprinted genes in placental tissues from mouse concepti produced through assisted reproductive technologies. Biol Reprod.

[66] Zhou W (2022). DNA methylation dynamics and dysregulation delineated by high-throughput profiling in the mouse. Cell Genom.

[67] Zhou W (2018). SeSAMe: reducing artifactual detection of DNA methylation by Infinium BeadChips in genomic deletions. Nucleic Acids Res.

# Supplementary material for: In vitro fertilization induces reproductive changes in male mouse offspring and has multigenerational effects
**Source:** JCI Insight. 2025 Mar 4;10(8):e188931. doi: 10.1172/jci.insight.188931
**Supplement:** Supplemental data

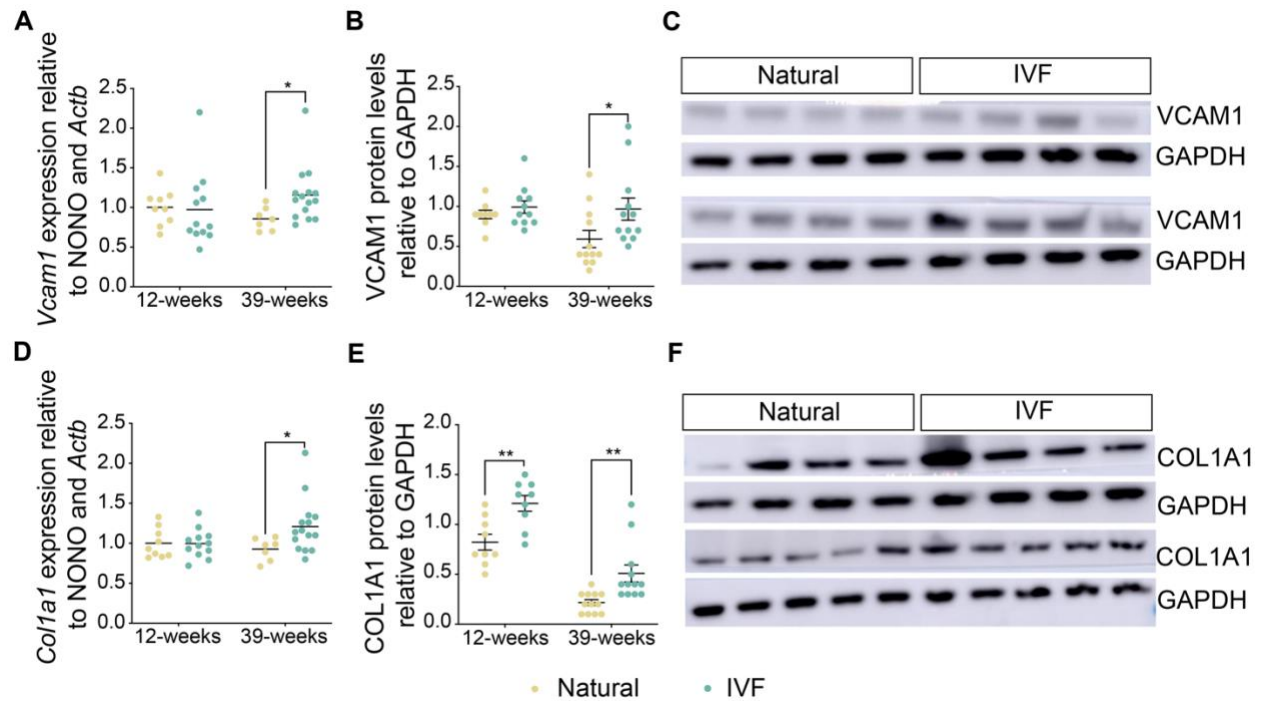

**Supplemental Figure 1 (corresponding to main Figure 2).** Gene expression and protein levels of *Col1a1* and *Vcam1*. Real time PCR using RNA from testis from 12- and 39-week-old offspring to measure expression of (A) *Vcam1*, and (D) *Col1a1* relative to *Nono* and *Actb*. Western blot for protein in whole testis for (B) VCAM1 and (E) COL1A1 are relative to GAPDH, (C) and (F) western blots images corresponding to each protein. Data are depicted as mean $\pm$ s.e.m,  $n=10-15$  per group. The black line represents the mean of each group. Statistical significance was determined by t- test, \* $P<0.05$ , and \*\* $P<0.01$  when compared groups against Natural.

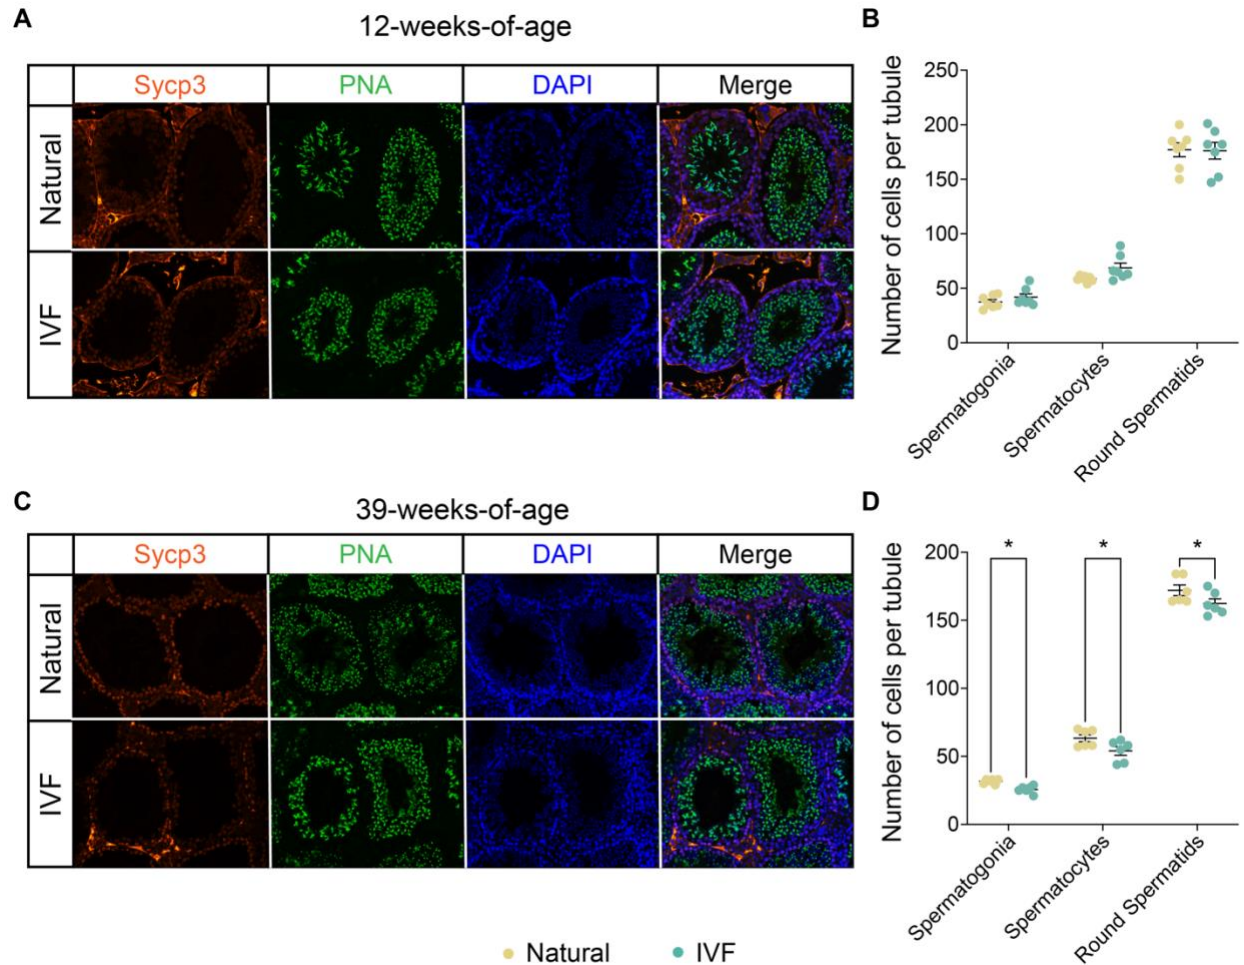

**Supplemental Figure 2 (corresponding to main Figure 2).** Average number of spermatogonia, spermatocytes and round spermatids in stage II-III and stage VI-VIII combined seminiferous tubules of Natural and IVF testes at 12 weeks (A) through immunohistochemistry of whole testis, and (B) by direct counting. Similar assessments were made at 39 weeks using (C) immunohistochemistry and (D) direct counting. Spermatogonia and spermatocytes were quantified following immunofluorescence staining of testes sections with Anti-Sycp3, secondary Alexa Fluor 647 and DAPI. Round spermatids were counted following immunofluorescence staining of testes sections with PNA-488 to acrosome staining and DAPI. Data are depicted as mean  $\pm$  s.e.m,  $n=6$  per group. The black line represents the mean of each group. Statistical significance was determined by t- test,  $*P<0.05$  when compared groups against Natural.

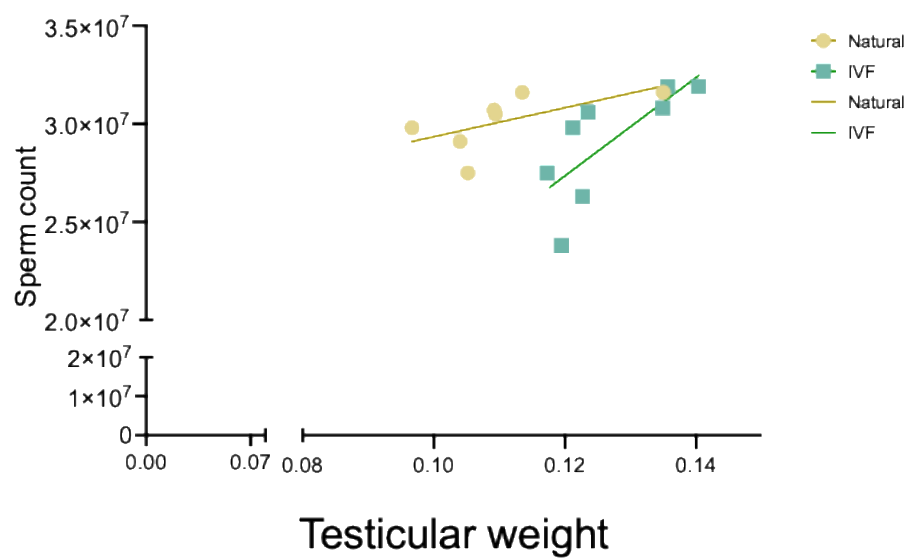

**Supplemental Figure 3 (corresponding to main Figure 3).** Correlation between sperm count and testicular weight in both IVF and Natural offspring.

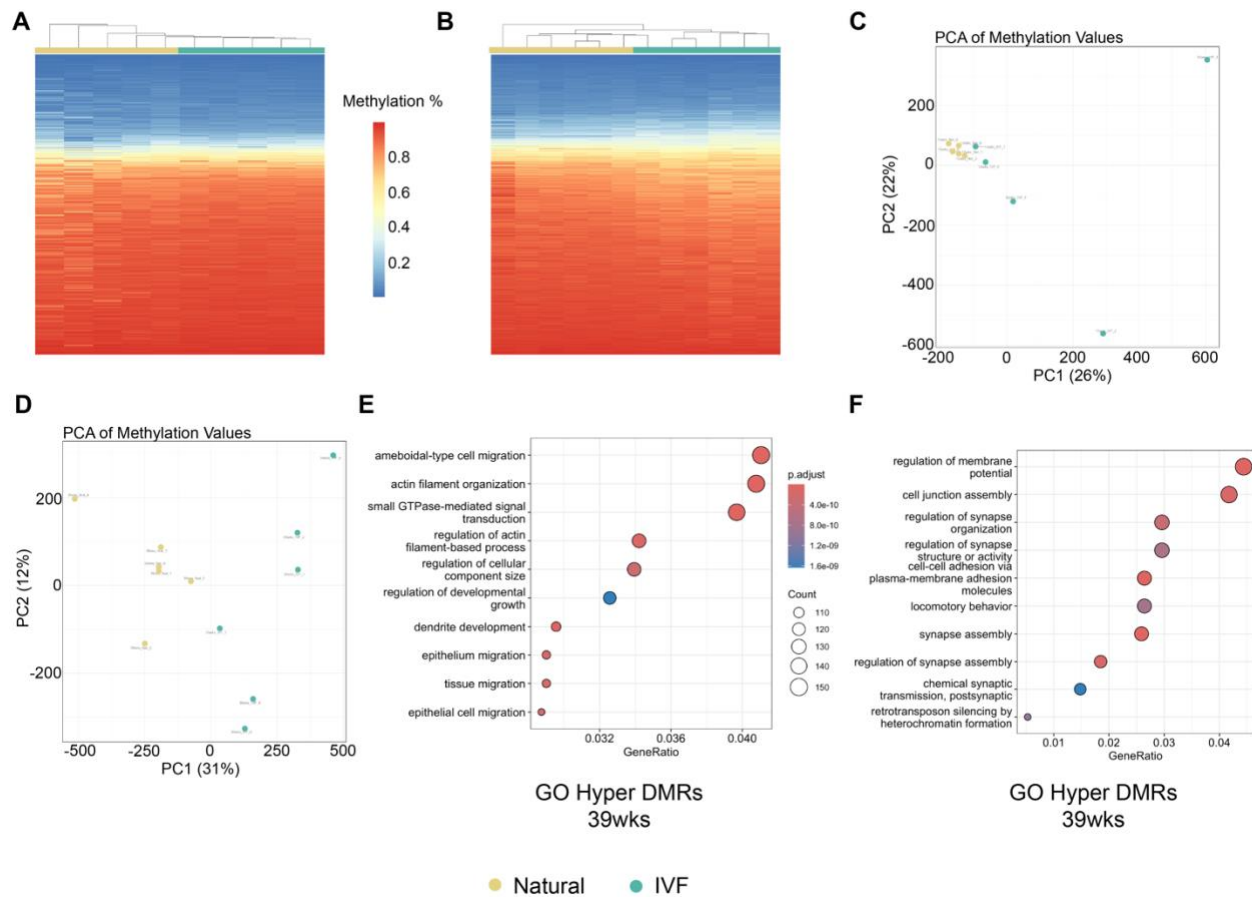

**Supplemental Figure 4 (corresponding to main Figure 3).** Heatmap of all the probes from the Illumina Beadchip array using sperm: (A) 12-weeks-of-age, and (B) 39-weeks-of-age. Principal component analysis (PCA) for sperm samples run in the Illumina Beadchip array: (C) 12-weeks-of-age, and (D) 39-weeks-of-age. Gene ontology (GO) analysis at 39-weeks-of-age: (E) GO with Hyper DMRs, and (F) GO with Hypo DMRs.

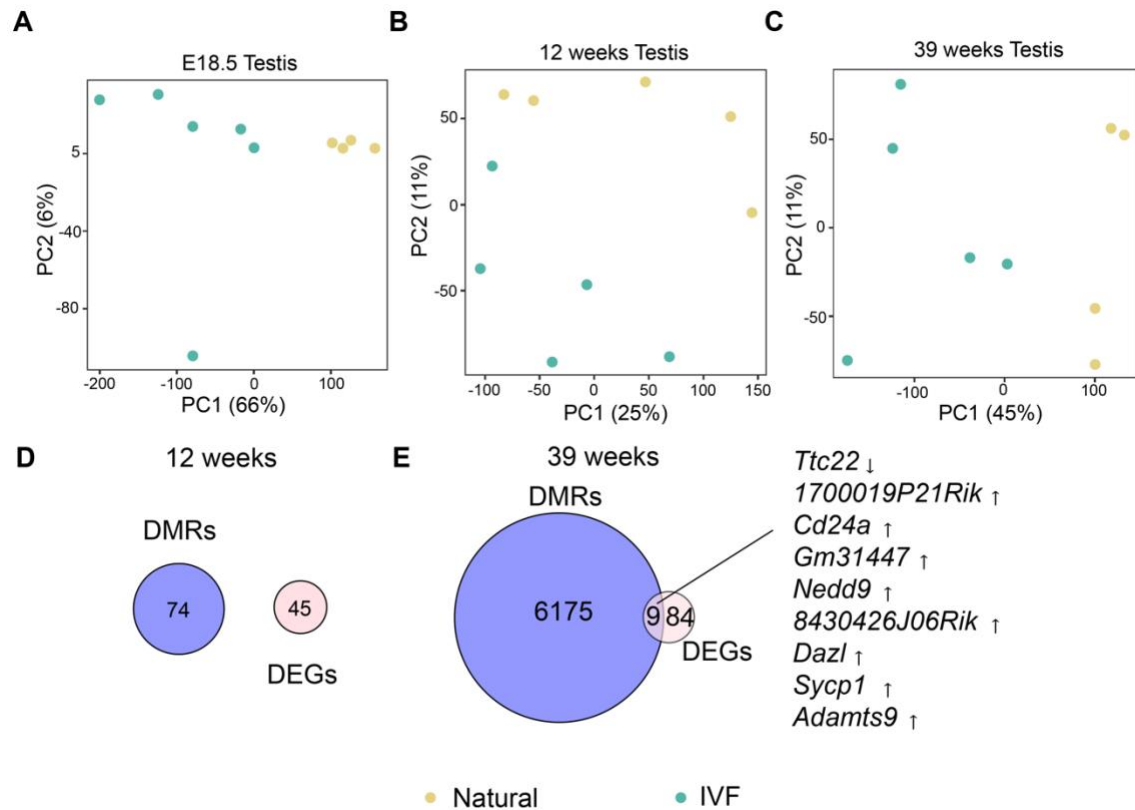

**Supplemental Figure 5 (corresponding to main Figure 4).** Principal component analysis (PCA) for RNAseq results. PCA before DEG analysis for (A) E18.5 Testis, (B) 12 weeks Testis, (C) 39 weeks Testis. Overlap between sperm DMRs and DEGs testis: (D) 12 weeks Testis and (E) 39 weeks Testis.

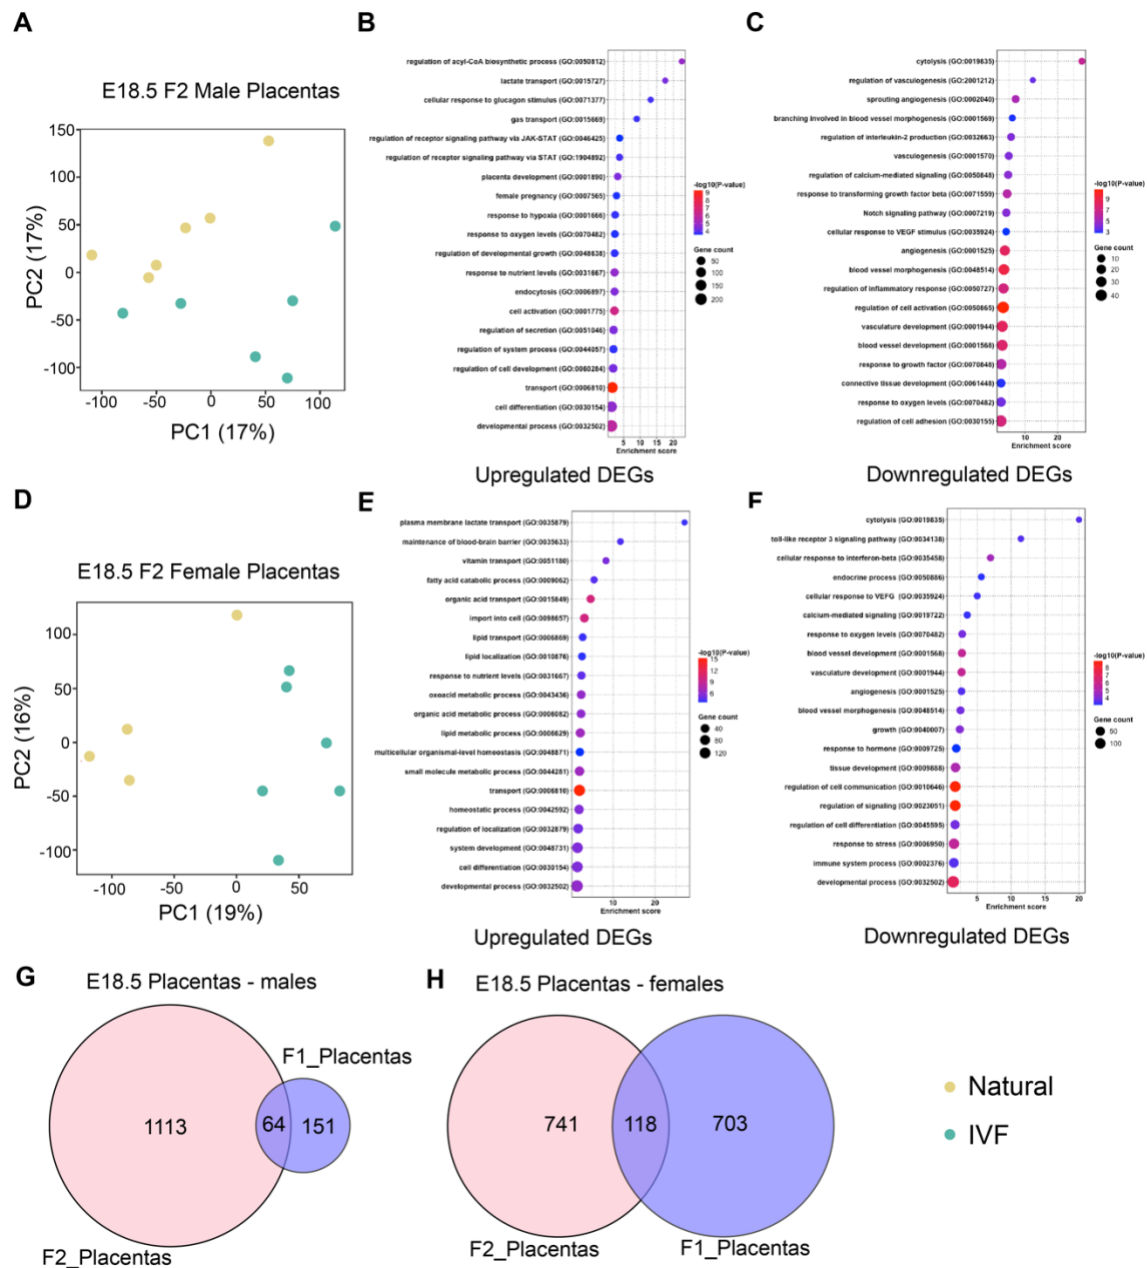

**Supplemental Figure 6 (corresponding to main Figure 6).** Principal component analysis (PCA) for RNAseq results: (A) PCA before DEG analysis for E18.5 F2 male placentas, gene ontology analysis for (B) upregulated genes in F2 male placentas, and (C) downregulated genes in F2 male placentas. (D) PCA before DEG analysis for E18.5 F2 female placentas, gene ontology analysis for (E) upregulated genes in F2 female placentas, and (F) downregulated genes in F2 female placentas. Overlap between F1 DEGs and F2 DEGs placentas: (G) E18.5 males and (H) E18.5 females.

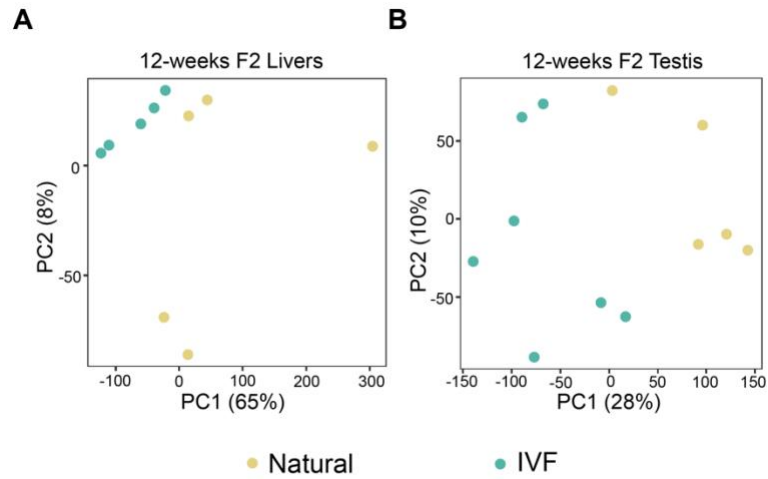

**Supplemental Figure 7 (corresponding to main Figure 6).** Principal component analysis (PCA) for RNAseq results. PCA before DEG analysis for male second generation (A) livers and (B) testis.

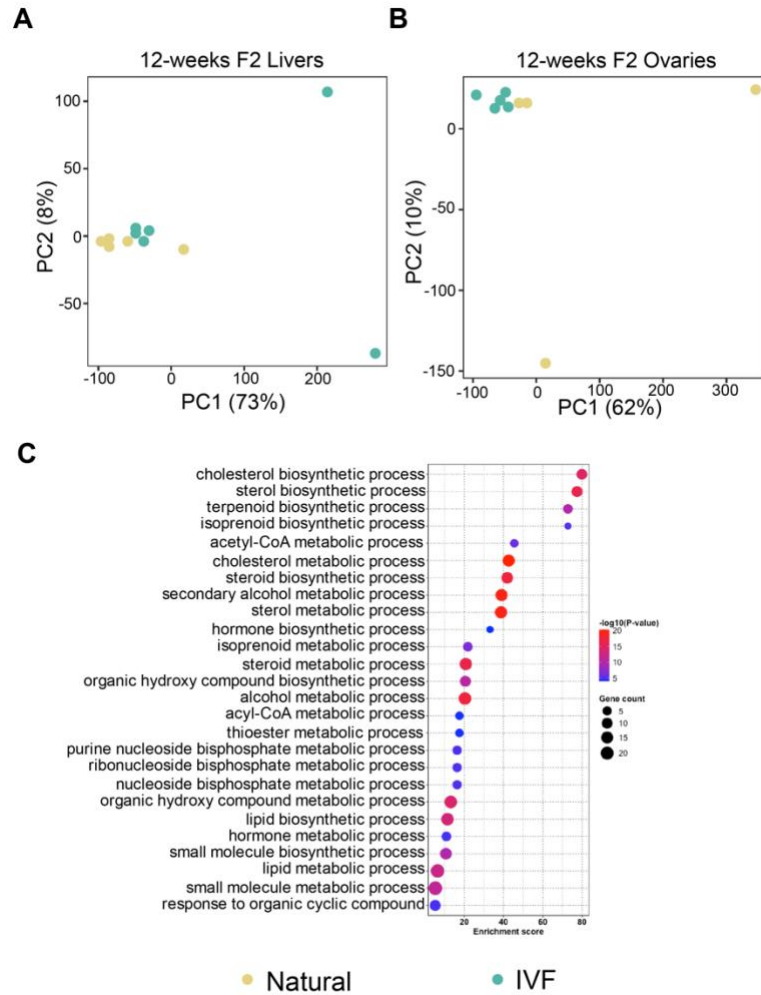

**Supplemental Figure 8 (corresponding to main Figure 7).** Principal component analysis (PCA) for RNAseq results. PCA before DEG analysis for female second generation (A) livers and (B) ovaries. (C) Gene ontology analysis for upregulated genes in ovaries from second generation females.

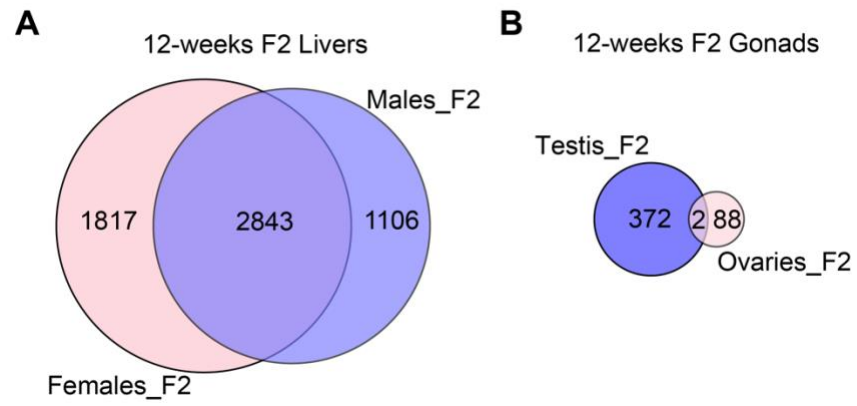

**Supplemental Figure 9 (corresponding to main Figure 6 and 7).** Venn diagrams showing common DEGs males and females for (A) livers and (B) gonads.

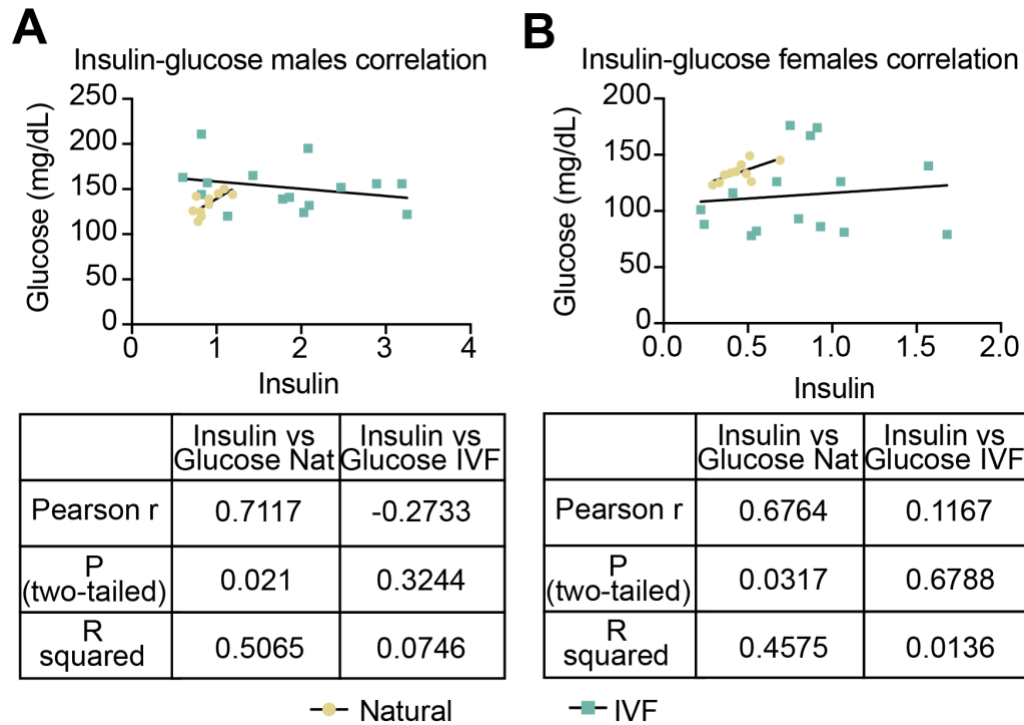

**Supplemental Figure 10 (corresponding to main Figure 6 and 7).** Correlation analysis between glucose and insulin in offspring from IVF or Natural (A) males or (B) females.

# Supplementary material for: In vitro fertilization induces reproductive changes in male mouse offspring and has multigenerational effects
**Source:** JCI Insight. 2025 Mar 4;10(8):e188931. doi: 10.1172/jci.insight.188931
**Supplement:** Unedited blot and gel images

Full unedited gel for Figure 1: Androgen Receptor Antibody (see methods for more information)

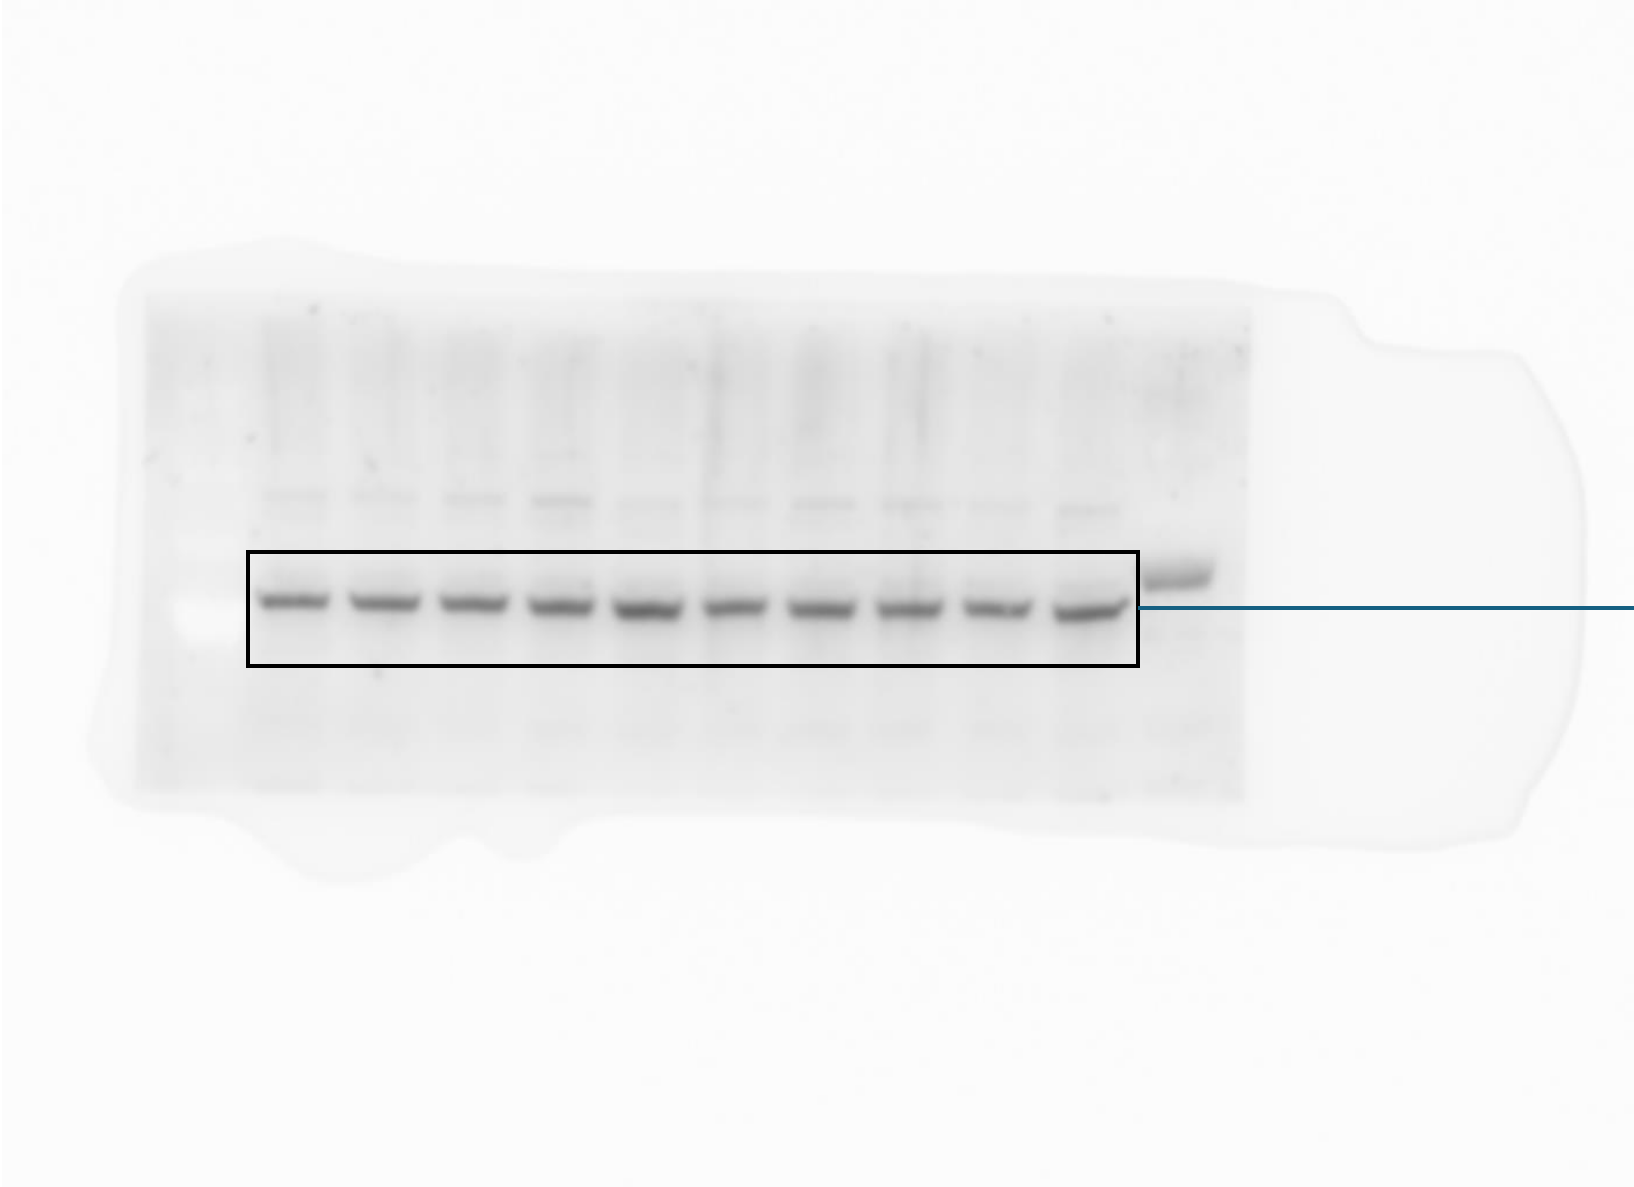

Lanes that are  
shown in the gel

Full unedited gel for Figure 1: Anti-GADPH Antibody (see methods for more information)

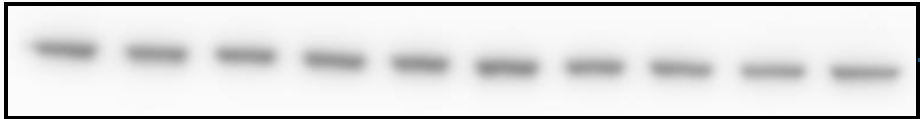Lanes that are  
shown in the gel

Full unedited gel for Supplemental Figure 1C: Anti-VCAM1 Antibody (see methods for more information) – Upper panel

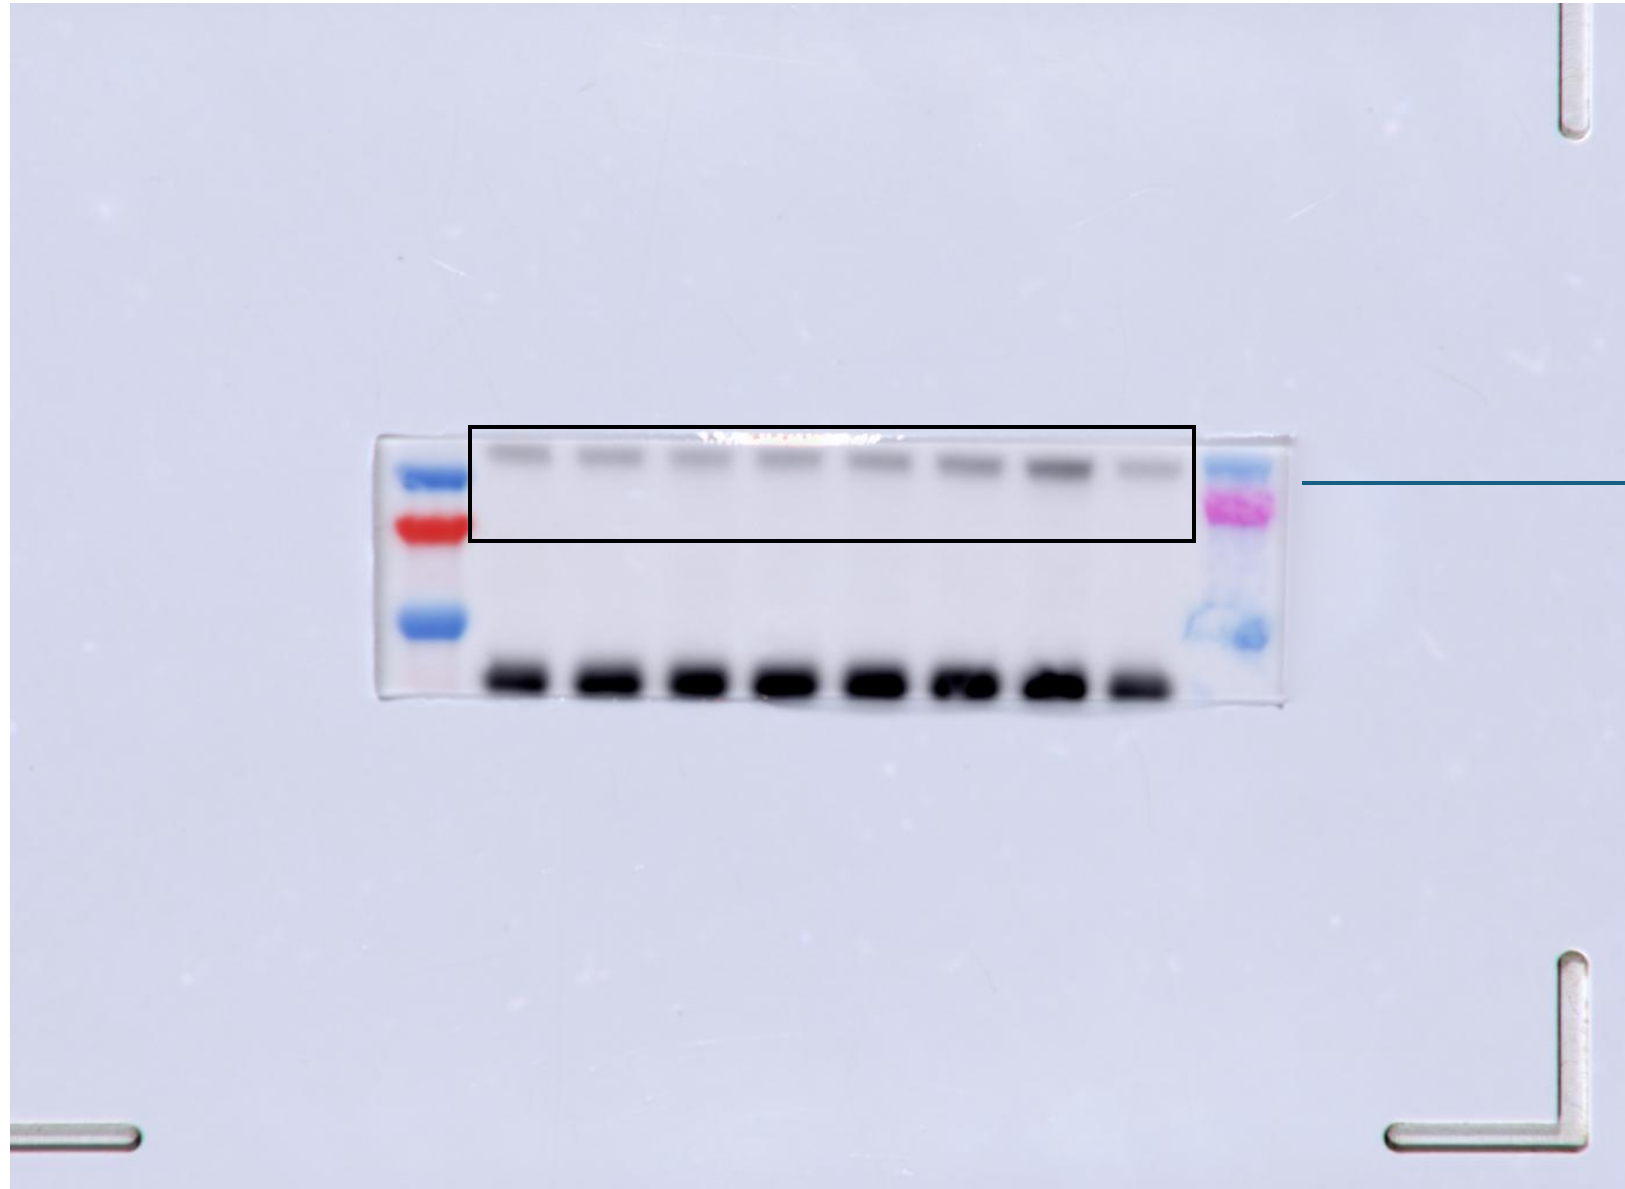

Lanes that are  
shown in the gel

Full unedited gel for Supplemental Figure 1C: Anti-GAPDH Antibody (see methods for more information) Upper panel

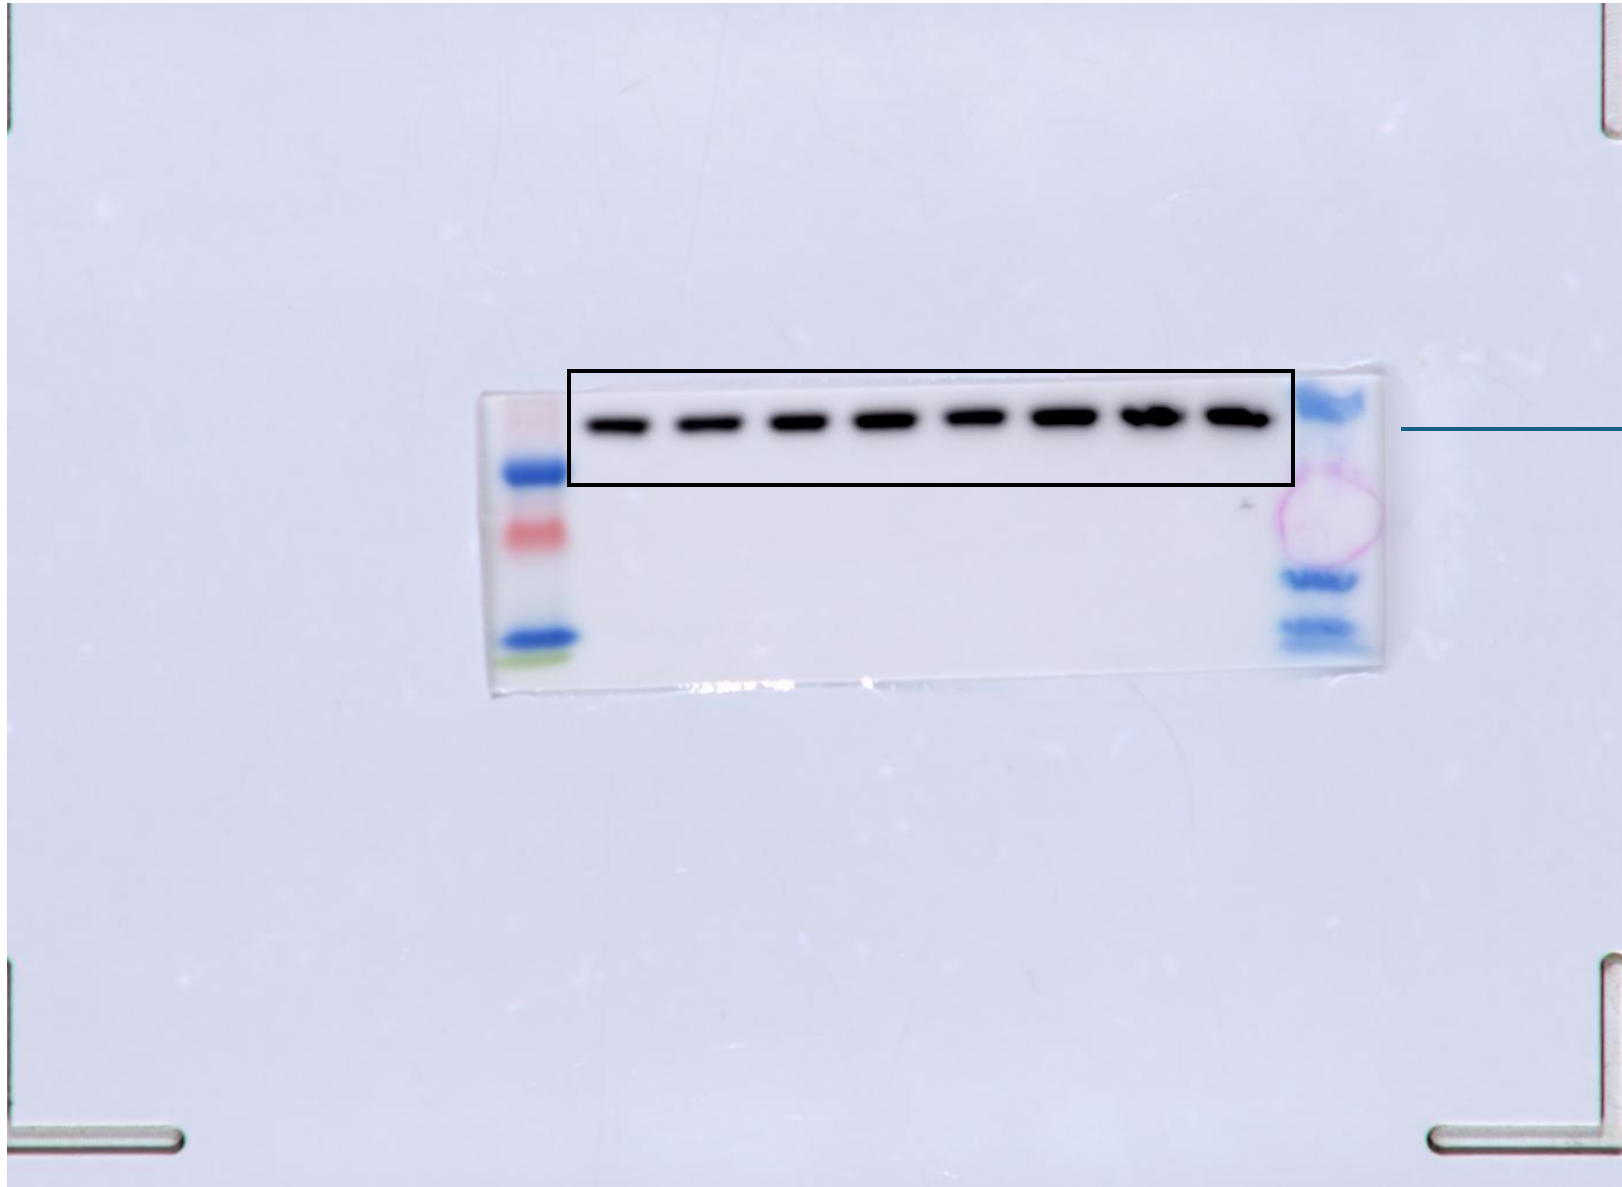

Lanes that are  
shown in the gel

Full unedited gel for Supplemental Figure 1C: Anti-VCAM1 Antibody (see methods for more information) – Lower panel

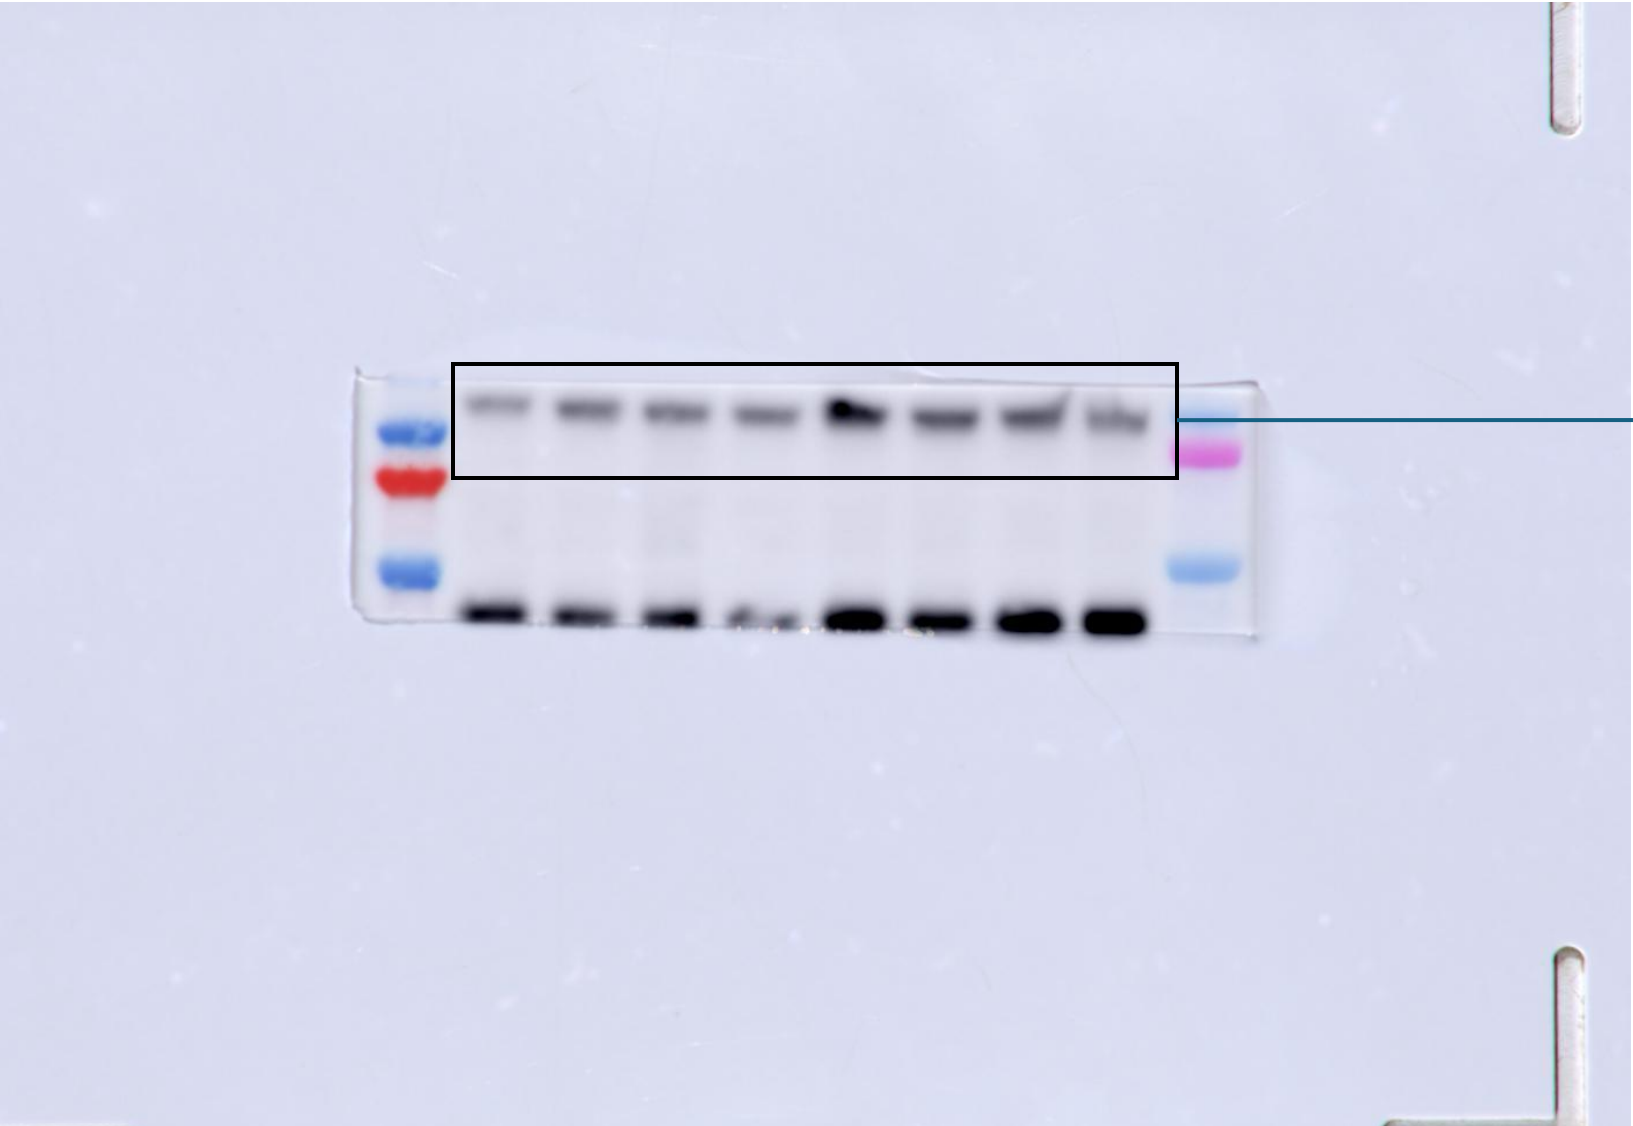

Lanes that are shown in the gel

Full unedited gel for Supplemental Figure 1C: Anti-GAPDH Antibody (see methods for more information) Lower panel

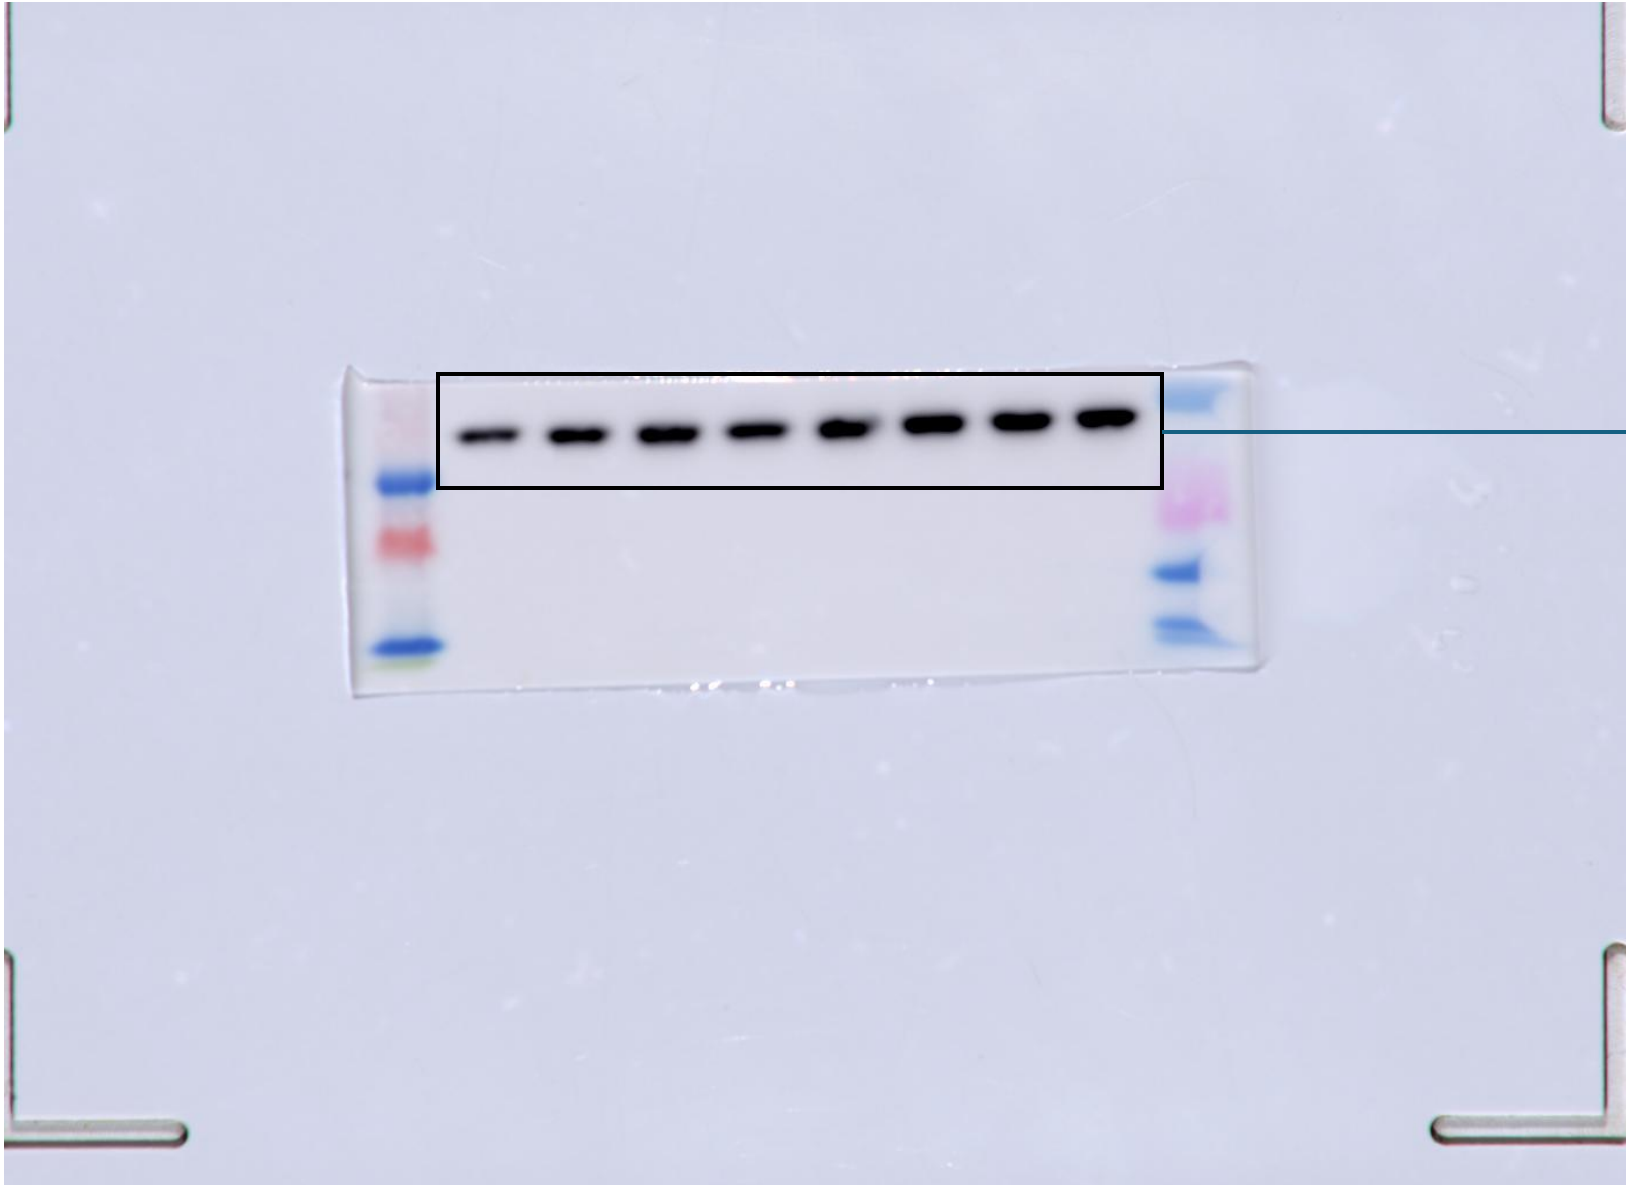

Lanes that are shown in the gel

Full unedited gel for Supplemental Figure 1F: Anti-COL1A1 Antibody (see methods for more information) – Upper panel

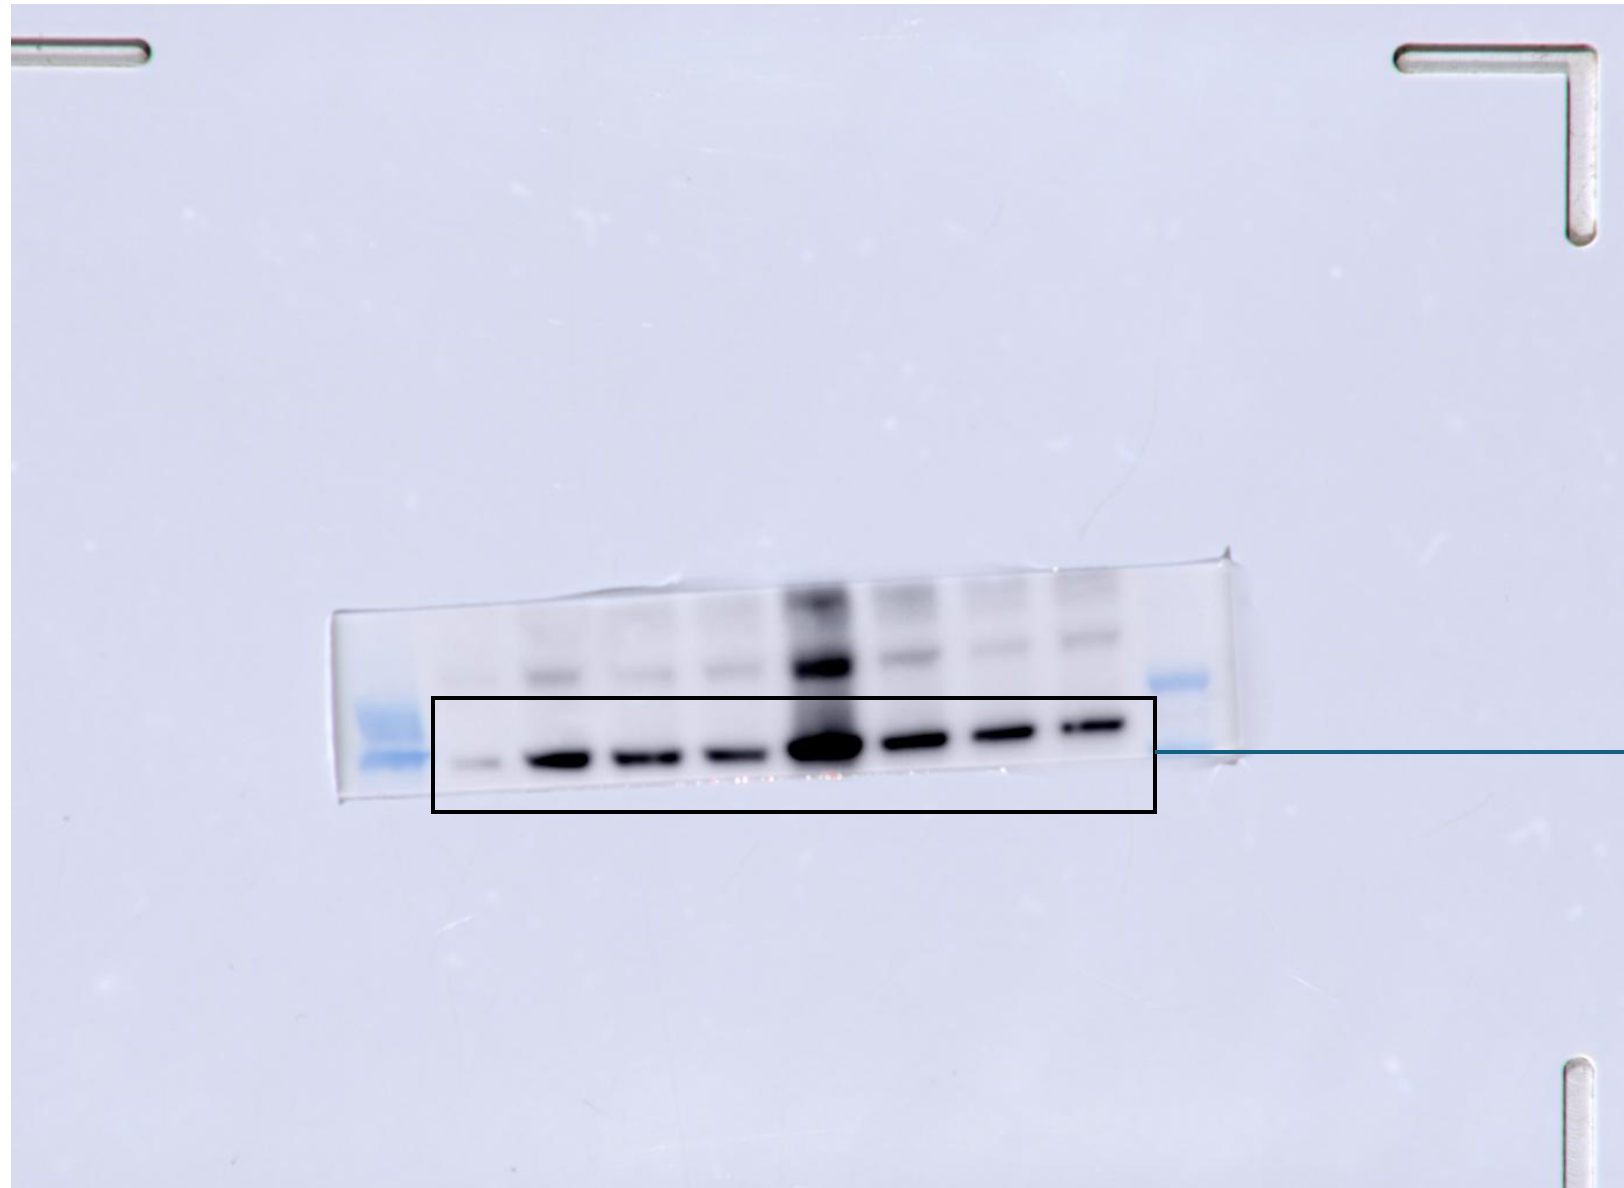

Lanes that are  
shown in the gel

Full unedited gel for Supplemental Figure 1F: Anti-GAPDH Antibody (see methods for more information) Upper panel

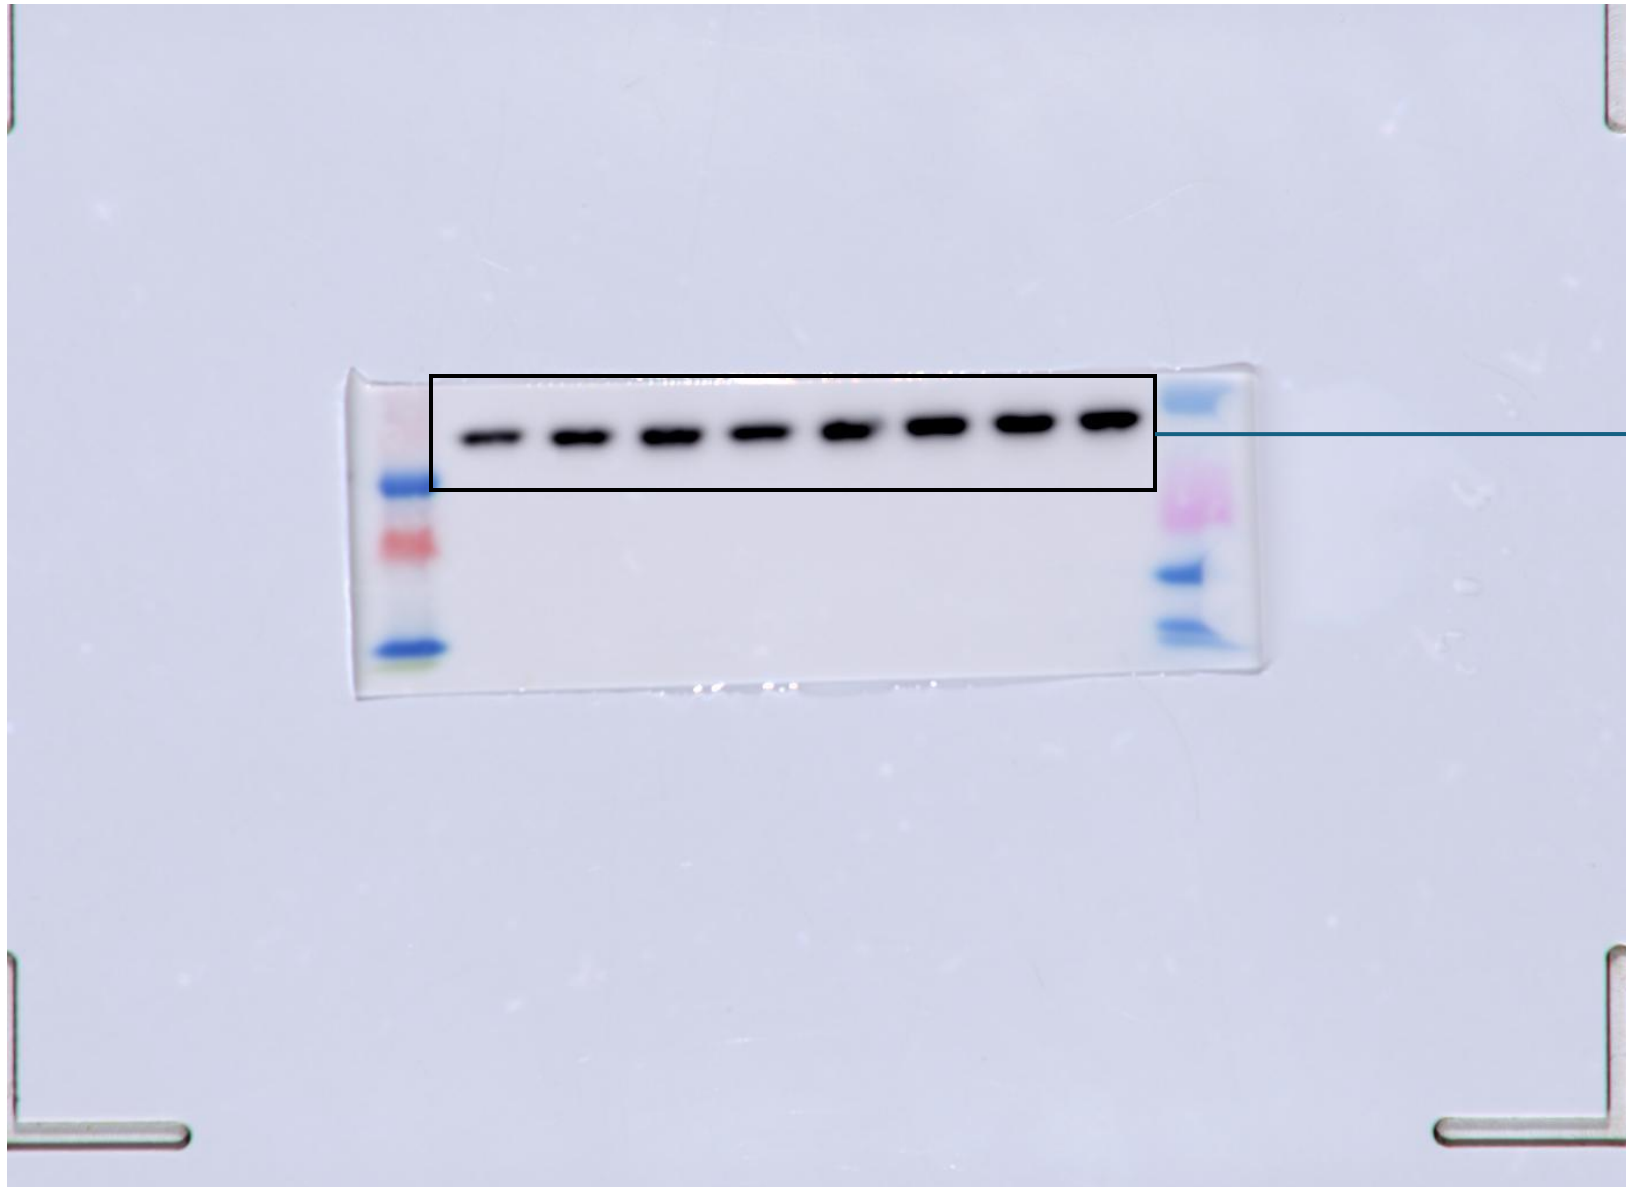

Lanes that are shown in the gel

How the deposited data were processed for this re-analysis (not part of the article)

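RNA-Seq data of 72 libraries were used, from F1 testes at E18.5, 12 weeks and 39 weeks and from livers and gonads of F2 males and F2 females, each with IVF and natural groups. All labelled libraries were used, and each was grouped by the condition in its label. Libraries were treated as independent, and neither sire nor litter entered any test. In F2 the conception is that of the sire, so p-values may be too small where animals share a sire or litter. The numbers of animals were those of the labels, which differ from the n that the methods give for F1 testes. They also differ from the n that the description of the series gives for F2 female livers. The DNA methylation arrays and the phenotype measurements were not analysed here.

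The authors made stranded mRNA libraries, trimmed and mapped the paired reads, and counted the reads on each RefSeq gene, and the count values are as deposited, whole numbers without normalization. The share of low counts that were even, 60.0% to 94.3% over the libraries, and the ratio of total counts to uniquely mapped read pairs, above 1 in 71 of the 72 libraries, show that each mate of a pair was counted. The counts of a gene are therefore fewer independent fragments than reads. The aligner, the counting program and the genome build are not named in the paper's text. Of the 35976 gene symbols of the tables other than that at E18.5, 32501 were found in the RefSeq table used here for synonyms and gene order, and 1015 more as synonyms. At E18.5 the table held 25239 symbols, of which 25041 were found and 107 as synonyms. GC content and length were medians over the GENCODE transcripts of a gene. GC content was held for 85.9% (F2 testis) to 98.4% (E18.5 testis) of the genes tested. No coordinates are given, because the build of the authors is not known.

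Total counts per library ranged from 543745 to 90441392. Intervals and floors cover counting error alone. A gene was taken as at the floor with 3 counts or fewer in a library, the upper limit that a count of 0 allows where each count is 1 fragment. With 2 counts for each pair of reads that limit is 6 counts, so the floor is too low as a limit for a single library. For the genes at the floor, the 95% upper limit for all libraries of the low group together, at 2 counts for each pair, left larger folds than the floor did. Within each experiment, edgeR 4.0.16 in R 4.3.3 was used with its filter on low counts by group, TMM normalization, robust quasi-likelihood fits and a two-sided quasi-likelihood test of IVF against natural. Benjamini-Hochberg adjustment was made over the genes tested. A DEG had an adjusted p under 0.05 and a change over 1.5-fold, or 0.585 on the log2 scale. The supplemental tables of the paper come from DESeq2. It was run here (1.42.0) as an alternative and not as the main test, because edgeR had been set as the main test before the data were examined. Log2 CPM values used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and an estimated correlation as checks. The share of variance between the groups, the depth, the mapping rates and the means of marker lists were compared with exact permutation tests, and overlaps with Fisher's exact test. The sexes were compared by a sex by conception interaction in one fit of all livers. The mapping rates are those of the paper's Supplemental Table 1, total mapped read pairs over pairs after trimming.

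The other tests, the gene lists, the rule for genes to be named and the alternatives below were set at the same time. Genes named are those of the paper's text and heatmaps, the sex check genes, and in each experiment the 3 DEGs of smallest adjusted p in each direction whose groups do not overlap. Other genes were chosen after their values were seen: Grik3 in the overlap with F2 testes, the genes of the run in F2 testes, and the genes at the floor. Some single genes that the rule names are not reported here, and the counts of how named genes change with the processing leave them out. The alternatives were DESeq2 size factors in edgeR, the DESeq2 Wald test, no filter, at least 10 counts in every library, no fold limit, the replicate number as a block, counts thinned to the smallest library (5 draws), the mapping rate as a covariate, 1 surrogate variable (sva 3.50.0), and 1 library left out in turn. For livers, libraries mapped at 60% or more were also used alone, and for male livers those at 75% or more. For the share of variance, log2 counts without normalization and the 500 most variable genes were used. Alternatives added after the data were seen were counts halved, the trend with GC content or transcript length removed from each library, and near-identical pairs of libraries summed.

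The DEG counts were compared with other splits of the same libraries, of which at most 100 were drawn for each comparison. Thinning, draws and splits used a fixed seed. Some rules were chosen after their outcome was seen. A number of liver DEGs kept with the GC trend removed was compared with percentile 95 of the DEG counts of other splits, a rule chosen after the counts were seen. Under a rule that takes the largest other split instead, the genes kept in F2 female livers would decide nothing, since 1 other split, with all naturals and IVF 2 together, gave 4254 genes. For genes at the floor in one group, a rule asking for 20 or more counts in each library of the other group was first used and then replaced, after its outcome was seen, by a lower bound above 1.5-fold. The run of 100 tested genes was 1 length, chosen after the genes were seen.

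The tests were checked on simulated data with the depths and spreads of each experiment and 200 changed genes. Counts were drawn independently for each gene, and the counting of both mates was not simulated. The changes put in were all well above the 1.5-fold limit, so the shares recovered do not describe genes near that limit. At these sizes edgeR recovered 69.5% to 81.5% of the changed genes with 1.21% to 6.62% of its calls false. DESeq2 recovered 75% to 86% with 5.56% to 15.7% false. Where a trend with GC content was added to one group, 93.9% to 96.5% of the calls of edgeR were false, and 1.78% to 7.79% after the trend was removed. Gene ontology databases were not used here. Of the paper's supplemental tables of DESeq2 results and of DMRs at 39 weeks a part was used, for comparison of single values, and no set test was run on them.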

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

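The tests of GC content on the genes shared by the sexes, of library batches, of swapped labels and of runs of genes were chosen only after the result was seen.

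In 214 groups of libraries, 15 held a library apart from the others by Dixon's criterion, where chance gives 10.7 at 1 in 20, and the groups are not independent, since many use the same libraries. A number so near to chance shows no pattern of its own. Within a group the design gives no difference between animals, so no biological explanation was tested for these libraries.

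Of these, 3 were total counts. In F2 male livers natural 4 had 44069283 counts, and the nearest natural 17900000. In F2 testes natural 5 had 23707177 (nearest 26410000), and in F2 ovaries natural 1 had 49192804, with 19230000 in the nearest. A difference in depth is a technical property of the library. Without the first, 3341 genes were DEGs in F2 male liver against 3725 with all libraries, without the second 157 (DEGs in F2 testis) against 196, and without the third 1 in F2 ovary against 0 (1757 genes with an unadjusted p under 0.05). In F2 testes natural 1 also had the highest mapping rate of its group, 85.34% against 84.16% in the nearest.

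Marker lists of cell types gave 5 cases, as mean log2 CPM. The oocyte markers, of which 5 were tested in testes, were at 2.729 in IVF 2 at 12 weeks (nearest 2.466). The spermatid markers were at 9.786 in IVF 4 at 39 weeks (nearest 10.14). The spermatocyte markers were at 6.895 in natural 1 at 39 weeks (nearest 6.802), at 7.127 in natural 1 of the F2 testes (nearest 7.054) and at 0.4661 in natural 4 of the F2 ovaries (nearest 1.198). A different mix of cells in the piece of tissue was not tested apart from a change within cells. Leaving out a library moved the counts of DEGs: the 40 DEGs in 12-week testis were 6 without IVF 2, the 2 DEGs in 39-week testis were 1 without natural 1 and 2 without IVF 4, the 196 DEGs in F2 testis were 111 without natural 1, and DEGs in F2 ovary were 0 with and without natural 4.

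Of the genes, Defb36 at E18.5 was at 3.858 in natural 1 (nearest 3.344), and its log2 fold change without that library was -0.92 against -1.09. Without that library there were 60 DEGs in E18.5 testis against 34. Defb36 was no longer a DEG in 5 of the 10 fits that left out 1 library. Col1a1 and Vcam1 at 12 weeks were at 4.081 and 5.399 in natural 1 (nearest 4.534 and 6.114), without which 54 genes against 40 were DEGs in 12-week testis, and neither was a DEG in any of the 10 fits. In IVF 4 at 39 weeks 4930401O12Rik was at 3.628 (nearest 4.138), in IVF 5 of the F2 testes C4a was at 2.583 (nearest 2.996), and in IVF 7 Znrf4 was at 8.25 (nearest 8.593). These 3 were DEGs in every fit that left out 1 library.

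The effect of IVF differed between the sexes in F2 liver, with 7056 genes past an adjusted p of 0.05 for the interaction. Other splits of the libraries within each sex argue against an accident of grouping, as 1 of 60 splits, the real one, gave as many genes, and the largest other gave 1860. Of the 2917 DEGs shared by the sexes, 736 were still shared with the GC trend removed, which argues against a GC trend as the whole cause. The other 2181 were lost with it, which is consistent with a GC trend that runs in opposite directions in the sexes. In one normalization of all livers, the log2 CPM of each gene was taken less its mean over the livers, so signs are relative. The rank correlation of these values with GC content was 0.442 to 0.51 in male naturals and 0.252 to 0.592 in female IVF livers. It was -0.431 to -0.11 in male IVF livers and -0.594 to -0.285 in female naturals. The gap between these sets was 0.3625. That is what 2 library batches would give, one of male naturals with female IVF livers and one of male IVF livers with female naturals, and such batches cannot be told apart from the groups, because they would follow sex and conception and neither the labels nor the paper's text give a batch. The methods name one sequencer, while the description of the series names 2 and does not say which library ran on which. A swap of the group labels in one sex cannot be told apart either, because it would turn the correlation of -0.7826 between the sexes to its opposite and no gene marks conception. The sexes' own response to the conception of the sire stays open as an untested biological explanation.

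In F2 testes, 5 DEGs that the paper does not discuss were at or under 3 counts in every library of 1 group. LOC108168468, LOC108168467 and LOC108168466 had at least 37, 14 and 16 counts in each natural and at most 2, 1 and 2 in any IVF library, and were at least 15.7-fold, 6.79-fold and 5.71-fold lower in IVF. H2-Ea-ps and Gm30255 had at least 12 and 8 counts in each IVF library and at most 2 and 1 in any natural, and were at least 8.02-fold and 5.86-fold higher. The mapping rate differed between these groups by 0.219 percentage points (exact permutation p = 0.698), and total counts by -0.20 on the log2 scale, lower in IVF (exact permutation p = 0.0139). With all libraries thinned to the smallest, 168 of the 196 DEGs in F2 testis were called again, which argues against depth for most of them. Among the DEGs of F2 testes, 10 pairs were direct neighbors in the genome, where random sets gave 1.55 on average (permutation p = 1e-04, the smallest that 10000 sets can give), and 15 lay within a run of 100 tested genes, H2-Ea-ps among them, where random sets gave at most 10. This suggests that strain or founder haplotypes, shared by the animals of a group, may account for part of these genes. Some of the neighbors are near-identical members of gene families, which share reads. The sires, and with them their conception, stay open as an untested biological explanation.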

How the results depend on the processing

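The alternatives that remove a trend with GC content or transcript length, halve the counts or sum near-identical libraries were chosen after the data were seen. For named genes, 403 of 441 values under other alternatives and 499 of 548 with 1 library left out kept their direction and their side of the limits, 25 and 44 were weaker, 10 and 0 stronger, and 3 and 5 reversed. For the other results, 105 of 149 and 207 of 237 were the same, 23 and 21 weaker, and 21 and 9 stronger. The cause was not tested for any change below unless it is named.

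The 34 DEGs in E18.5 testis became 134 with the DESeq2 Wald test, 181 with no fold limit, 2 with the replicate block, 3 with the mapping rate as a covariate, 0 with 1 surrogate variable (2127 genes with an unadjusted p under 0.05) and 1 with the GC trend removed, and ranged from 3 (without natural 4) to 115 (without natural 2) over the 10 fits that left out 1 library. The 40 DEGs in 12-week testis became 73 with the DESeq2 Wald test, 150 with no fold limit and 8 with the replicate block, and ranged from 6 (without IVF 2) to 90 (without IVF 1). The replicate block uses the libraries whose number occurs in both groups, which are fewer where the groups differ in size, and the numbers do not pair the samples: the correlation of libraries of the same number was over 0.1 in 2 of 4 pairs at 39 weeks and 1 of 5 in female livers, and in 0 in the other experiments. The 2 DEGs in 39-week testis became 87 with the DESeq2 Wald test, 7 with no filter, 14 with 1 surrogate variable, 4 with the length trend removed and 1 with near-identical pairs summed, and ranged from 1 to 11 (without natural 4).

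The 3725 DEGs in F2 male liver became 1490 with at least 10 counts in every library, where fewer genes are tested, 1468 with the mapping rate as a covariate, 1794 with all libraries thinned to the smallest, where depth limits the calls, and 1896 with the GC trend removed. They ranged from 3173 to 3909 with 1 library left out. Of the 3725, 1669 were upregulated, against 1270 of 1896 with the GC trend removed and 2183 of 3803 with the length trend removed. The 4935 DEGs in F2 female liver became 1322 with the mapping rate as a covariate and 2276 with the GC trend removed, and ranged from 4443 to 5282. Upregulated genes were 2701 of the 4935 and 997 of the 2276. A limit of 75% on the mapping rate was not set for females. The 7056 genes of the sex by conception interaction in F2 liver became 3636 with the mapping rate as a covariate and 3543 when thinned, and ranged from 6741 to 7243. The 2917 shared DEGs, F2 male liver and F2 female liver, became 1193 with at least 10 counts, 485 with the mapping rate and 1070 with the GC trend removed.

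The 196 DEGs in F2 testis became 375 with the DESeq2 Wald test, 345 with no fold limit and 92 with near-identical pairs summed, where fewer samples are counted, and ranged from 111 (without natural 1) to 224, with 116 without natural 2. The replicate block gave 137. The 0 DEGs in F2 ovary (1757 genes with an unadjusted p under 0.05) became 90 with the DESeq2 Wald test, 2 with no filter, 2 with at least 10 counts and 1 when thinned (0 to 2 over 5 draws), and ranged from 0 to 3 (without IVF 3).

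Shared DEGs, F2 testis and F2 ovary, rose from 0 to 2 with the DESeq2 Wald test. Shared DEGs, E18.5 testis and 12-week testis, a comparison that was not planned, were 2 and became 4 with that test, 7 with no fold limit and 1 with the GC trend removed. Shared DEGs, E18.5 testis and 39-week testis, were 0 and became 1 with the DESeq2 Wald test, and shared DEGs, 12-week testis and F2 testis, were 1 (Grik3) and became 2 with no fold limit.

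The between-group share of variance, 12-week testis, was no longer past the limit on log2 counts without normalization (14.6%, exact p = 0.0556) and over the 500 most variable genes (12.9%, exact p = 0.183), and ranged from 14.4% to 16.9% with 1 library left out (14.7%, exact p = 0.0556, without natural 3). The between-group share of variance, 39-week testis, and that of F2 ovary passed it without normalization, at 36.9% and 32.6%, where depth enters. Of the gene set tests, 16 passed, 7 with fry (5 of them among the 16), 0 of the 16 with the correlation estimated from the data and 10 with the GC trend removed, and from 14 to 19 with 1 library left out.

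The log2 fold change of Col1a1, E18.5 testis, was 0.04, and was -0.10 with the mapping rate as a covariate and from -0.051 (without natural 1) to 0.11 with 1 library left out. The log2 fold change of Col1a1, F2 ovary, was -0.02, and from -0.088 to 0.054 (without natural 1), with 0.0098 and 0.022 without IVF 2 and IVF 3. The log2 fold change of Vcam1, E18.5 testis, was -0.32, and was 0.0008435 with the mapping rate as a covariate. The log2 fold change of Vcam1, 12-week testis, was 0.19, and from -0.020 (without IVF 5) to 0.33. Ripk2 in F2 male livers was 0.25 against -0.19 with the mapping rate as a covariate.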

Differences from the paper's values

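The comparison of settings gene by gene at the end was chosen only after the result was seen. For counts of DEGs, 9 alternatives were set before the data were examined, together with the fits that left out 1 library: DESeq2 size factors in edgeR, the DESeq2 Wald test, no filter, at least 10 counts in every library, no fold limit, the replicate block, the mapping rate as a covariate, 1 surrogate variable and thinned counts. Alternatives not named for a value did not come within 1.5 times of the paper's.

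At E18.5, edgeR's quasi-likelihood test gave 21 upregulated and 13 downregulated DEGs, against the paper's 57 and 78. With the DESeq2 Wald test these were 57 and 77, the fit without natural 2 gave 48 and 67, and no fold limit gave 55 downregulated. At 12 weeks there were 5 upregulated and 35 downregulated, against the paper's 17 and 57. DESeq2's Wald test gave 17 and 56. For upregulated genes, no fold limit gave 15 and the fit without IVF 1 gave 12. For downregulated genes, no filter gave 42, at least 10 counts 41, the mapping rate as a covariate 39, and the fits without natural 1 and without IVF 1 gave 45 and 78. At 39 weeks there were 2 and 0 (2101 genes with an unadjusted p under 0.05), against the paper's 64 and 29, and of the alternatives set before the data were examined the DESeq2 Wald test alone came near, with 57 and 30.

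In F2 testes there were 103 upregulated and 93 downregulated DEGs, against the paper's 196 and 178. The DESeq2 Wald test gave 198 and 177, no fold limit gave 202 and 143, and no filter gave 124 downregulated. In F2 ovaries there were 0 and 0 (1757 genes with an unadjusted p under 0.05), against the paper's 64 and 26, and the DESeq2 Wald test alone gave 64 and 26. Of DEGs in F2 testis and ovary, 0 were shared, against the paper's 2, and 0 were of the ovary alone, against the paper's 88, and the DESeq2 Wald test alone gave 2 and 88. DEGs of the testis alone were 196, against the paper's 374, and were 373 with the DESeq2 Wald test and 345 with no fold limit. For overlaps, at least 10 counts and the mapping rate as a covariate were the other alternatives set before the data were examined, and did not come near.

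The first principal component held 27.3% at E18.5, against the paper's about 66% in Supplemental Figure 5, read by eye, 28.8% at 39 weeks, against about 45% in that figure, read by eye, 45.4% in F2 female livers, against about 73% in Supplemental Figure 8, read by eye, and 26.4% in F2 ovaries, against about 62% in Supplemental Figure 8, read by eye. Of the 2 alternatives set before the data were examined, log2 counts without normalization gave 82.1%, 45.2%, 89.7% and 64.2%, all within 1.5 times of the paper's. The 500 most variable genes came that near in F2 ovaries, at 41.4%, and not in the other three.

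The paper names 9 genes at 39 weeks as DEGs linked with DMRs. None was a DEG with edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p from 0.130 for Sycp1 to 0.218 for 1700019P21Rik), and of 23 other settings the DESeq2 Wald test called all 9. The paper names Irs1, Irs2, Ripk2 and Rspo1 as DEGs of F2 male livers. Irs1 had an adjusted p of 0.472 and Ripk2 of 0.685, and none of 24 other settings called either, while Rspo1 was under the count filter. Of the heatmap genes in F2 male livers that were not DEGs here, Apoa1 was called with DESeq2 size factors, the DESeq2 Wald test, no filter, at least 10 counts, the replicate block, mapping at 75% or more and without IVF 5. Ldha was called with at least 10 counts, the block, thinned counts and without IVF 4, Aldoa with at least 10 counts, the block and without IVF 1, Nr1h3 with at least 10 counts, mapping at 75% or more and without IVF 5, and Srebf1 with mapping at 75% or more. Abca1, Abcg1, Rabif, Fdft1 and Pygl were called by none. Abca1 had a log2 fold change of 0.02 where the heatmap of Figure 7H shows it lower.

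Of the same heatmap genes that were not DEGs in F2 female livers, Aldoa was called with no filter, at least 10 counts, no fold limit and without natural 2, 3 or 4 or IVF 2, 3 or 4, and Abca1 with no fold limit. Abcg1, Apoa1, Acat2, Rabif, Pygl and Cyp17a1 were called by none. In F2 testes, Sfxn4, Mmp25, Tbx1, Tfap4, Mdga1, Trpm2 and Sox6 were not DEGs and the DESeq2 Wald test called all 7. Sfxn4 was also called with thinned counts and without natural 1, Mmp25 and Sox6 without IVF 1, Tbx1 with 1 surrogate variable and without IVF 2, and Mdga1 with no filter and without natural 4. Of the ovary genes, Hmgcs1 was called by the DESeq2 Wald test, and Gdf9, Bmp15, Nobox, Brca1, Brca2, Esr1, Esr2, Hmgb2, Col23a1, Fmr1, Xist, Atp10b and Col1a1 by none of 21 settings. Gsx1, Treml1 and Trem3 of the testis heatmap and Figla, Spo11 and Hfm1 of the ovary heatmap were under the count filter. Figure 8L shows Col1a1 higher in IVF ovaries, where its log2 fold change was -0.02.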

Other observations

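The tests of near-identical libraries, of liver and oviduct transcripts in single samples, and of female RNA in male livers were chosen only after the result was seen, as were those of runs of genes and of batches given with the interaction of the sexes above.

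Other splits of the libraries into groups of the same sizes were drawn, 100 for each comparison. At E18.5, at 12 weeks, in F2 male livers, in F2 testes and in F2 female livers, 1 of 100 splits, the real one, gave as many DEGs. The largest other split gave 4, 26, 1, 30 and 4254 genes. In F2 female livers 3 other splits gave over 100 genes, and each had all naturals together. At 39 weeks 9 of 100 splits gave as many DEGs as the real one, the largest 890, so an accident of grouping is not argued against there. By the 2101 genes with an unadjusted p under 0.05 at 39 weeks, 16 of 100 splits gave as many. In F2 ovaries, where the real count is 0, all 100 of 100 splits did, and by the 1757 genes with an unadjusted p under 0.05, 6 of 100 gave as many.

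The 34 DEGs in E18.5 testis lie in groups that differ in depth. With all libraries thinned to the smallest, 21 of the 34 were called again, which argues against depth as the whole cause. With the GC trend removed, 1 of the 34, Zbed6, was called again, which is consistent with a GC trend between the groups as a source of most of these calls. The rank correlation between GC content and log2 fold change across genes was -0.37. IVF libraries had more counts than naturals in 6 of 6, by 1.49 on the log2 scale. The development of the testis after IVF stays open as an untested biological explanation.

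In natural 1 of the E18.5 testes, the hepatocyte markers had a mean log2 CPM of 5.62, against 2.45 in the next library, and 5 of 5 tested markers were highest there. Alb was at 360.2 CPM against at most 10.68 in the others and 61020 in adult F2 livers. A small piece of liver in the sample is a candidate explanation and cannot be told apart from other sources, because no fetal liver is among the libraries and the shares of the adult level differ, from 0.751% for Fga to 0.0363% for Cyp2e1 and 0.0336% for Apoc3, while Tat and Mup20, low in that library at 0.4601 and 0 CPM, were not above the other testes. Without that library 23 of the 34 DEGs were called again, which argues against it as the source of most of the calls.

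In F2 male livers 2364 of the 3725 DEGs were lost with the GC trend removed, which is consistent with a GC trend for these, while 1361 were kept, which argues against it as the whole cause. With the length trend removed 3276 were kept, which argues against length. With the mapping rate as a covariate 1379 were kept and 2346 were lost. In F2 female livers the GC trend removed left 1568 and lost 3367, the length trend removed left 4526, and the mapping rate left 1230 and lost 3705. Library quality and the group cannot be told apart, for the genes lost because the mapping rate was higher in IVF in 6 of 6 female libraries and below every natural in 4 of 5 male IVF libraries, and for the genes kept because the covariate covers the mapping rate alone. The mitochondrial share of the counts also parted the groups, at 2.74% to 3.72% in male naturals and 7.20% to 36.5% in male IVF libraries, and at 5.59% to 16.1% in female naturals and 2.01% to 3.82% in female IVF libraries. The hepatocyte markers tested, 14 in each sex, were higher in IVF males for 12 and lower for 2, and higher in IVF females for 2 and lower for 12. The conception of the sire stays open as an untested biological explanation.

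Xist was higher in F2 male IVF livers, with a log2 fold change of 2.45 (adjusted p = 0.0103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at no more than 16 counts in an IVF library and 18 in a natural, and all 5 IVF libraries were above every natural in CPM. A share of RNA of female livers is a candidate explanation. In IVF 3, with 8 counts of Xist or 5.32% of the female level, A1bg had 37 counts where that share would give 27.2 and Cyp2b9 had 14 where it would give 13.3, while 1 of the other female-biased genes was below its expected count beyond counting error. It cannot be told apart from other sources at counts this low.

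Of the 90 genes that the DESeq2 Wald test called in F2 ovaries, 0 were of the oviduct or adipose markers. Whether such tissue is their source cannot be told apart by this, because DESeq2 gave no adjusted p to 12 of 14 oviduct and 8 of 12 adipose markers, which could therefore not be called. The oviduct markers had a mean log2 CPM of 4.92 in natural 2, against 1.99 in the next library, with 9 of 10 highest there, Ovgp1 at 10.06 against at most 6.139 and Muc16 not, at 2.32 against 3.094. Oviduct tissue in that sample is a candidate explanation, and it cannot be told apart from a change in the ovary itself, because the sample was not examined otherwise. Without natural 2, 44 of the 90 were called again, and without natural 1, the deepest library, 41 were. Without any other library, from 55 (without IVF 1) to 74 (without natural 3) were called again. Leaving out natural 2 thus cost more calls than leaving out any library except natural 1. Because natural 1 cost at least as many, the loss of calls cannot be ascribed to oviduct tissue. The adipose markers were highest in IVF 1, at 6.44 against 4.94. Of 176 comparisons of marker lists between groups, the smallest adjusted p was 0.0698 (exact permutation tests).

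Natural 1 and natural 2 of the F2 testes differed in their counts by 2.405 times the binomial variance, IVF 3 and IVF 4 by 2.333 times, and natural 1 and natural 2 at 39 weeks by 2.912 times, where other pairs of those groups differed by 3.719 times or more in F2 testes and by 4.684 times or more at 39 weeks. The same library under both labels would give at most 2 times when each pair of reads adds 2 counts, which argues against it. Whether these are parts of 1 animal or littermates was not tested.

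In F2 testes the 10 pairs of DEGs that are direct neighbors include Slc44a4 with Neu1, and the run of 15 DEGs holds Neu1, C4a and Cdsn of the paper's heatmap with H2-Ab1, H2-DMb2, H2-Q2 and H2-Q10. Haplotypes shared by the animals of a group are a candidate explanation and stay open, since no genotypes were read. In livers the runs also held more DEGs than random sets, 60 against 46.4 on average in males and 70 against 55.4 in females, which the GC content of neighboring genes could give (1896 DEGs in F2 male liver and 2276 DEGs in F2 female liver with the GC trend removed).

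In F1 testes, Col1a1 had log2 fold changes of 0.04, -0.39 and -0.55 at E18.5, 12 weeks and 39 weeks (adjusted p = 0.867, 0.223 and 0.470 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Vcam1 of -0.32, 0.19 and 0.61 (0.529, 0.862 and 0.344).

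The paper's supplemental fold changes were compared with those of DESeq2 on the deposited counts. For F2 testes and F2 ovaries, 100% of 1085 and 832 genes were within 0.001, as in F1 testes. For F2 male livers 1.70% of 530 genes were, with a Pearson r of 0.9253 and a largest difference of 7.27, and for F2 female livers 0.630% of 635, with an r of 0.9804 and a largest difference of 1.12. Its group means in F2 male livers were matched by the counts for 100% of the 530 genes in naturals and 0.566% in IVF, and in F2 female livers for 0.787% of the 635 in naturals and 1.42% in IVF. The median ratio of the mean counts to the paper's was 1.518 in male and 1.018 in female livers. By the fold changes, the paper's liver statistics are not those of the counts analysed here. The means alone do not decide this, since at 12 weeks all libraries together matched them for 2.59% of genes in naturals and 1.89% in IVF. The paper's group means at 12 weeks were matched for 100% of 1005 genes by the mean of natural 1, 3, 4 and 5 and by that of IVF 1, 3 and 4, and its fold changes by all 10 libraries. Why these differ was not tested.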
